# A *Ctnnb1* enhancer transcriptionally regulates Wnt signaling dosage to balance homeostasis and tumorigenesis of intestinal epithelia

**DOI:** 10.7554/eLife.98238

**Published:** 2024-09-25

**Authors:** Xiaojiao Hua, Chen Zhao, Jianbo Tian, Junbao Wang, Xiaoping Miao, Gen Zheng, Min Wu, Mei Ye, Ying Liu, Yan Zhou

**Keywords:** canonical Wnt signaling, intestinal epithelial homeostasis, colorectal cancer, enhancer, Ctnnb1, Mouse

## Abstract

The β-catenin-dependent canonical Wnt signaling is pivotal in organ development, tissue homeostasis, and cancer. Here, we identified an upstream enhancer of *Ctnnb1* – the coding gene for β-catenin, named ieCtnnb1 (*i*ntestinal *e*nhancer of *Ctnnb1*), which is crucial for intestinal homeostasis. ieCtnnb1 is predominantly active in the base of small intestinal crypts and throughout the epithelia of large intestine. Knockout of ieCtnnb1 led to a reduction in *Ctnnb1* transcription, compromising the canonical Wnt signaling in intestinal crypts. Single-cell sequencing revealed that ieCtnnb1 knockout altered epithelial compositions and potentially compromised functions of small intestinal crypts. While deletion of ieCtnnb1 hampered epithelial turnovers in physiologic conditions, it prevented occurrence and progression of Wnt/β-catenin-driven colorectal cancers. Human ieCTNNB1 drove reporter gene expression in a pattern highly similar to mouse ieCtnnb1. ieCTNNB1 contains a single-nucleotide polymorphism associated with *CTNNB1* expression levels in human gastrointestinal epithelia. The enhancer activity of ieCTNNB1 in colorectal cancer tissues was stronger than that in adjacent normal tissues. HNF4α and phosphorylated CREB1 were identified as key trans-factors binding to ieCTNNB1 and regulating *CTNNB1* transcription. Together, these findings unveil an enhancer-dependent mechanism controlling the dosage of Wnt signaling and homeostasis in intestinal epithelia.

## Introduction

The gastrointestinal (GI) epithelium, a high turnover organ, contains multiple cell types to fulfill complex functions including food digestion, nutrient absorption, pathogen insulation, and clearance, as well as endocrine roles (Noah et al., 2011; Chin et al., 2017; Kurokawa et al., 2020). Enterocytes (ECs) constitute ~90% of all differentiated cells and function as highly efficient cells for absorbing nutrients and water (Snoeck et al., 2005). Goblet cells (GCs) produce mucus to lubricate the mucosal surface (Gustafsson and Johansson, 2022). Enteroendocrine cells (EECs) sense luminal nutrients and secrete peptide hormones to regulate appetite, intestinal motility, and insulin release (Gribble and Reimann, 2019). Tuft cells (TCs) are chemosensory cells that respond to various stimuli including infections and hypoxia (Schneider et al., 2019). The crypts of GI epithelium harbor various types of stem cells that continually replenish lost epithelial cells (van der Flier and Clevers, 2009; Ramadan et al., 2022). While the prevailing belief is that *Lgr5*-expressing crypt base columnar (CBC) cells are actively dividing stem cells and *Bmi*-expressing ‘+4’ cells (positioned four cells above the base of the crypt) are slowly cycling stem cells, it’s important to note that crypt cells have the capacity for fate reprogramming and de-differentiation to sustain regenerative capability (Barker et al., 2007; Tian et al., 2011; Yan et al., 2012; Metcalfe et al., 2014; Beumer and Clevers, 2016). Intestinal stem cells generate transit-amplifying cells (TACs), which undergo multiple cell divisions and differentiate into all intestinal lineages while migrating toward the crypt orifice (Krausova and Korinek, 2014). In addition to stem and progenitor cells, the base of small intestinal crypts contains Paneth cells (PCs) that secret antimicrobial peptides, called defensins, thereby contributing to host defense against microbes (Lueschow and McElroy, 2020; Barreto et al., 2022). PCs also contribute to the stem cell niche function, e.g., secreting Wnt ligands, to maintain epithelial homeostasis of the small intestine (Sato et al., 2011).

The behavior of crypt cells is precisely regulated by multiple signals, which can act sequentially, additively, synergistically, or antagonistically (Nakamura et al., 2007). Among them, the Wnt/β-catenin signal pathway represents the principal force governing intestinal epithelium homeostasis, particularly in the preservation of stem cell proliferation and multipotency (Pinto et al., 2003; Clevers et al., 2014; Mah et al., 2016). Upon Wnt ligand binding, the β-catenin degradation complex is inactivated, leading to accumulation of β-catenin and its translocation into the nucleus, where it works with the co-activator TCF7L2 to turn on the transcription of a plethora of target genes, including *MYC*, *CCND1*, *AXIN2*, and *CD44* (Clevers, 2006; Clevers and Nusse, 2012; Nusse and Clevers, 2017). Inhibition of Wnt ligand secretion reduced the number of functional stem cells and led to a faster crypt fixation rate (Huels et al., 2018). In the process of aging, reduced Wnt signaling in stem cells and the niche of intestinal crypts causes inhibition of proliferation and reduced numbers of intestinal stem cells (Nalapareddy et al., 2017; Pentinmikko et al., 2019). The Wnt signal is also essential for commitment, maturation, and location of PCs and other secretory cells (van Es et al., 2005; Andreu et al., 2008). On the other hand, Wnt, EGF, and Delta-like 1/4 ligands presented by PCs sustained CBCs’ proliferative states and the production (Sato et al., 2011). Although the Wnt signal dosage, largely via post-translational regulations, controls early lineage specification, hematopoiesis, and tumorigenesis (Luis et al., 2011; Bakker et al., 2013), it remains elusive how Wnt signaling dosage, particularly through the transcriptional control of *Ctnnb1* – the coding gene for β-catenin, regulates composition and function of intestinal epithelia.

Aberrant activation of canonical Wnt signaling is associated with GI cancers, most notably colorectal cancer (CRC) (Zhao et al., 2022; Zhu and Li, 2023). Germinal mutations of the *APC* gene, which encodes the negative regulator of β-catenin, underlie the familial adenomatous polyposis, a hereditary neoplastic syndrome and the pre-cancerous condition for CRC (Cheng et al., 2019; Li et al., 2021a). Moreover, *APC* is mutated in up to 80% of human sporadic CRCs (Li et al., 2021b). Inactivation of APC causes enhanced accumulation of β-catenin in nuclei and subsequent activation of proliferative and pro-survival signals in CRC cells (Cheng et al., 2019). However, largely due to lack of specificity, no molecular therapeutic strategy targeting the pathway has been incorporated into CRC treatment. Interestingly, the transcriptional activity of *CTNNB1*, the coding gene for β-catenin, is also enhanced in CRCs (Terrin et al., 2017); however, the underlying mechanism is largely unknown. Dissecting it would facilitate the development of new Wnt/β-catenin targeting means to treat CRC.

Enhancers are essential *cis*-regulatory DNA elements that control spatiotemporal gene expressions during cell fate specification and maintenance (Pachano et al., 2022). Active enhancers are often associated with cell fate specifiers, mostly transcription factors (TFs), and are enriched with specific histone modification such as H3K27ac (acetylated lysine 27 of histone H3) and H3K4me1 (mono-methylated lysine 4) of histone H3 (Jindal and Farley, 2021). Importantly, variations of enhancer sequences often lead to aberrant gene silence and activation, thereby causing developmental anomalies and cancers (Zabidi and Stark, 2016; Sengupta and George, 2017; Kvon et al., 2021). Although numerous putative enhancers have been identified by high-throughput studies, only a fraction of them were functionally annotated (Arnold et al., 2013; Li et al., 2021c; Yao et al., 2022).

The proper expression of essential fate genes in different cell types is often controlled by specific enhancers (Kvon et al., 2021; Pachano et al., 2022). Here, we have identified an intestinal enhancer for *Ctnnb1* and name it as ieCtnnb1 (intestinal enhancer of *Ctnnb1*). Reporter mice showed that ieCtnnb1 is predominantly active in the base of small intestinal crypts and across the epithelium of large intestine. Knockout of ieCtnnb1 slows down turnovers of intestinal epithelia at physiology and cancer conditions in a Wnt/β-catenin-dependent manner. The human ieCTNNB1 contains a single-nucleotide polymorphism (SNP) that is associated with *CTNNB1* expression levels in human GI epithelia. The enhancer activity of ieCTNNB1 in CRC tissues is higher than that in adjacent normal tissues and positively correlates with *CTNNB1* expression levels. HNF4α and phosphorylated CREB1 at serine 133 (p-S133-CREB1) were found to associate with ieCtnnb1 and regulate *Ctnnb1* transcription.

## Results

### ieCtnnb1 is a GI enhancer of *Ctnnb1*

We previously identified an evolutionarily conserved upstream enhancer for *Ctnnb1* – neCtnnb1, which regulates neocortical neurogenesis (Figure 1—figure supplement 1A). We reasoned that there might be other potential enhancer regions that control *Ctnnb1* expression in a cell-specific manner. Therefore, we scanned upstream regions of *Ctnnb1* for active enhancer properties – open chromatin with enriched H3K27ac and H3K4me1 – in different tissues using data retrieved from the ENCODE database. Interestingly, we noticed that a region that is 29,068 base pair (bp) upstream of the transcription starting site for *Ctnnb1* displayed typical enhancer feature in intestinal tissues and resides in the same topologically associating domain (TAD) with *Ctnnb1* (Figure 1A, Figure 1—figure supplement 2A). The region, named as ieCtnnb1 (intestinal enhancer of *Ctnnb1*), is at open chromatin status (DNase I hypersensitive site) and enriched with H3K27ac and H3K4me1, two histone marks for active enhancers, in 8-week-old mouse small intestine tissue (Figure 1A). Importantly, the enrichment of H3K27ac at ieCtnnb1 is also prominent in embryonic intestine and stomach tissue, as well as in adult kidney and liver (Figure 1—figure supplement 1B and D). In contrast, the enrichment was not detected in non-GI tissues such as embryonic and adult brain (Figure 1—figure supplement 1D). In line with signatures of active enhancers, the enrichment of H3K4me3 and H3K36me3 at ieCtnnb1 is negligible in all examined tissues (Figure 1A, Figure 1—figure supplement 1B and C). Notably, unlike neCtnnb1, the primary sequence of ieCtnnb1 is not conserved among vertebrates (Figure 1A, bottom).

**Figure 1.**
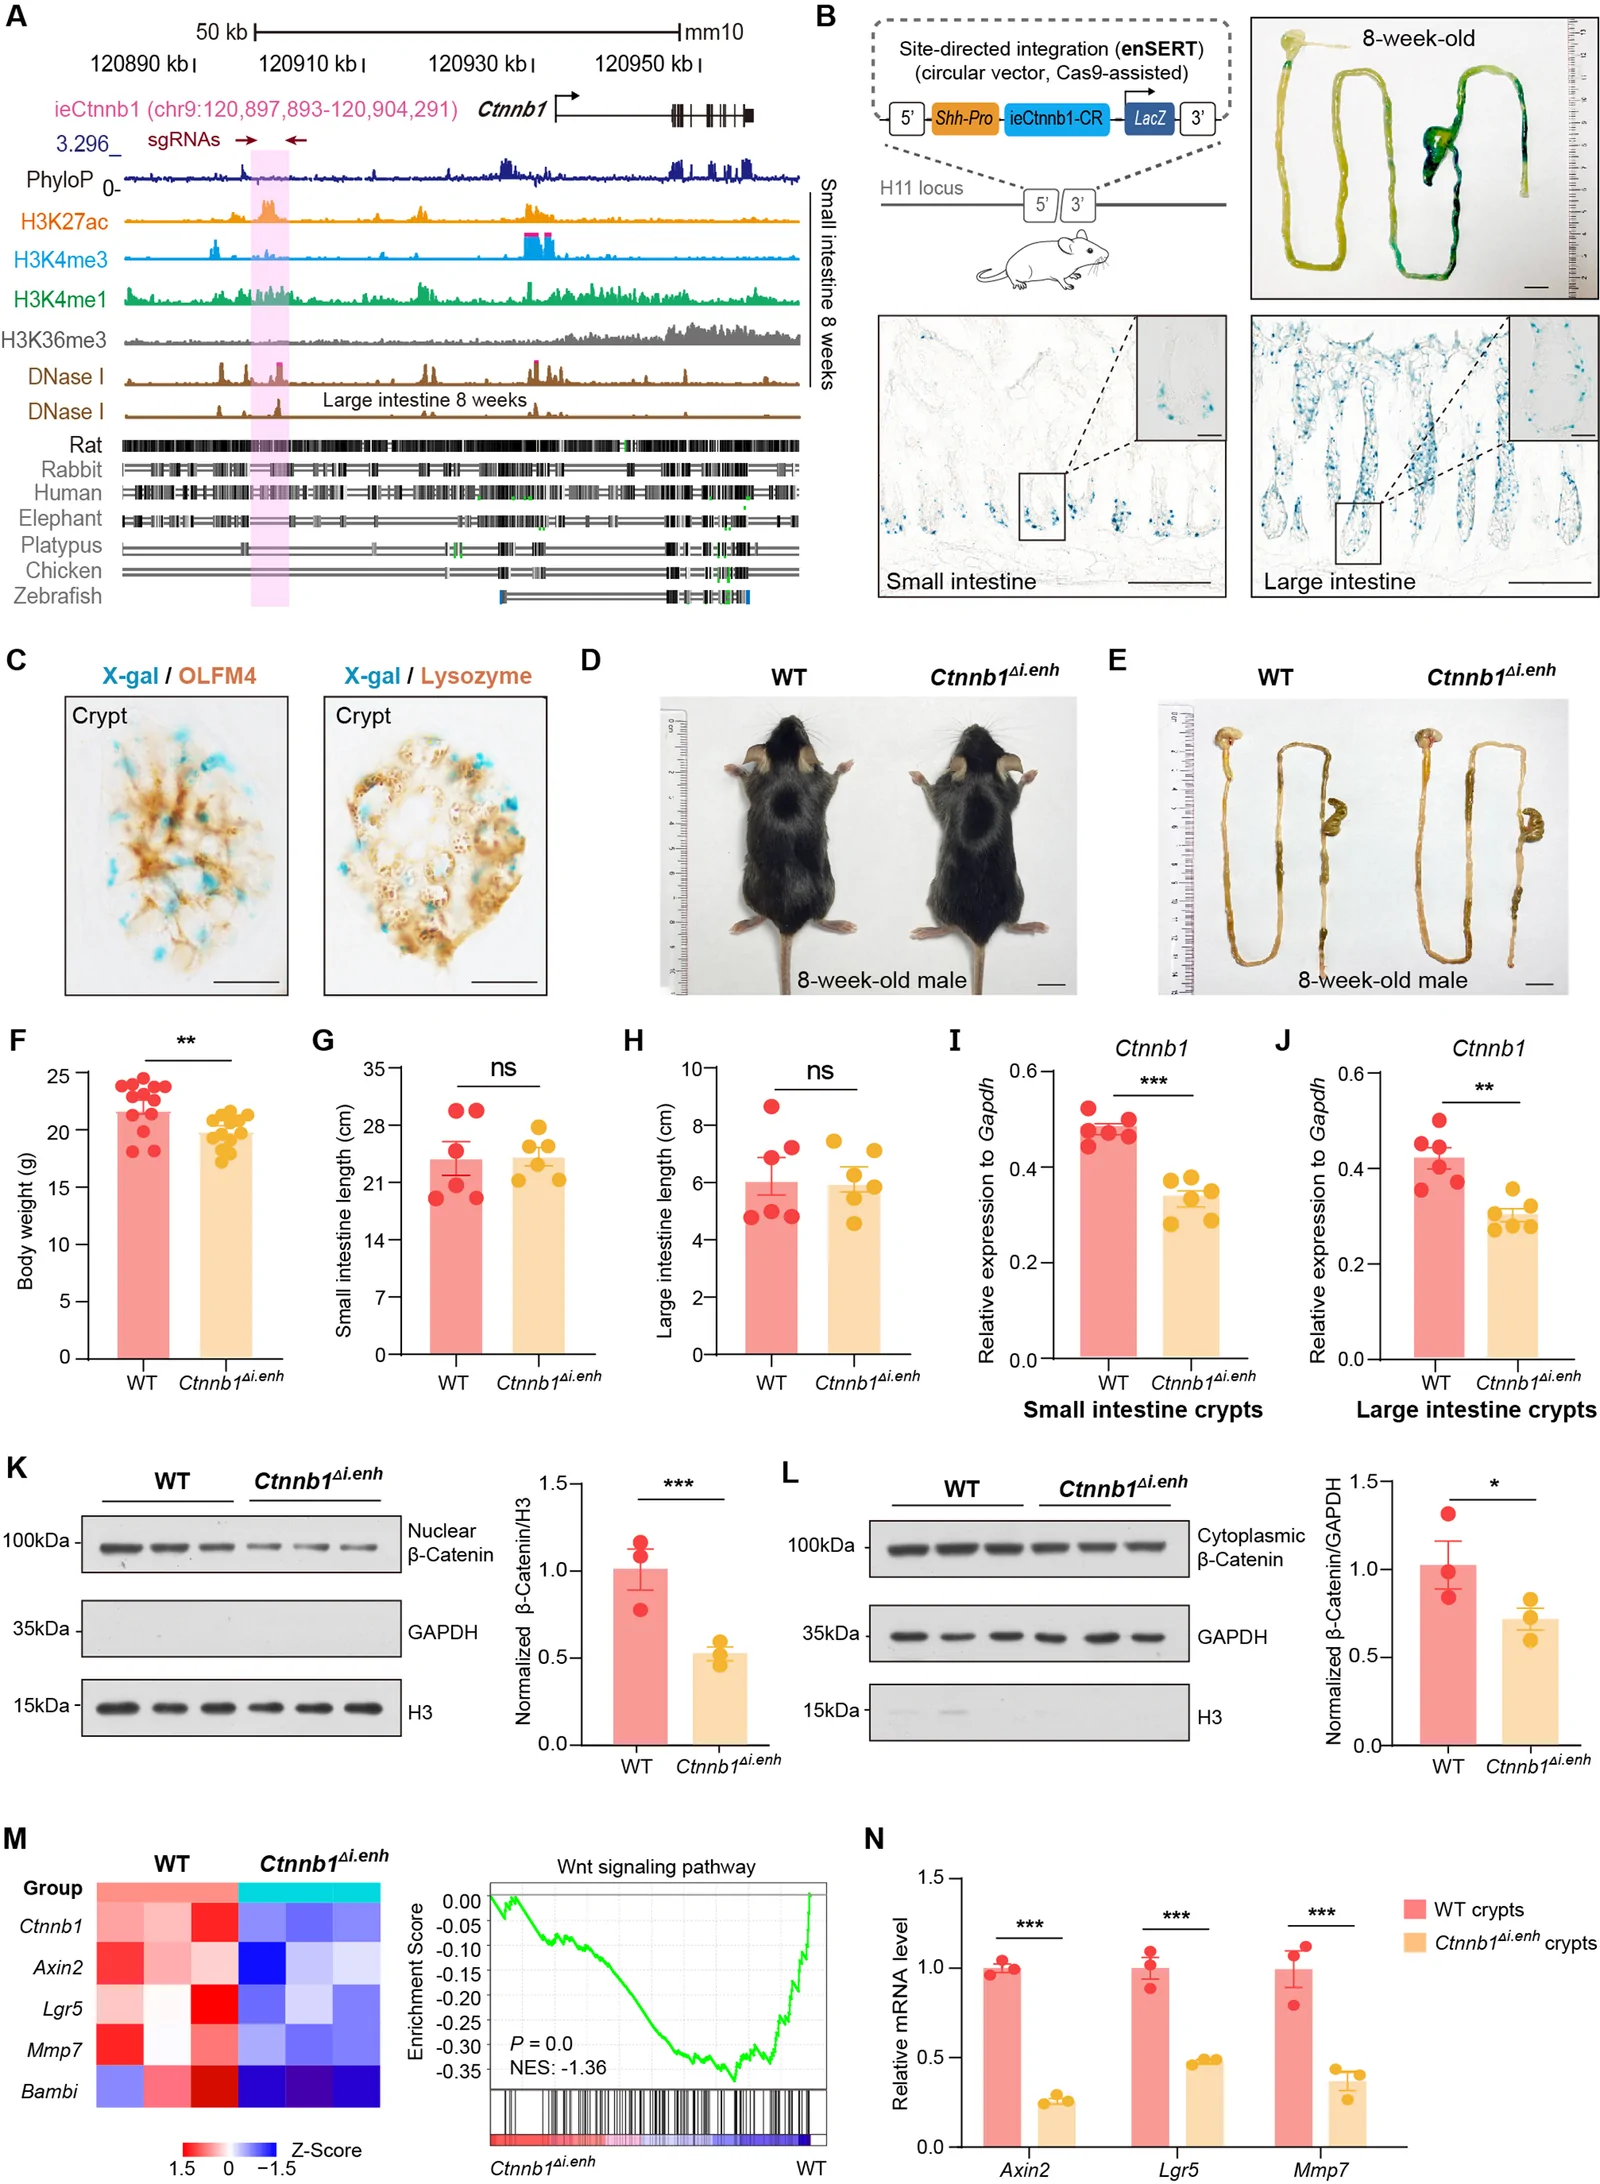
ieCtnnb1 is an intestinal enhancer of *Ctnnb1*. (**A**) Schematic representation of the upstream region of mouse *Ctnnb1* gene and the location of ieCtnnb1 (6,399 bp, pink shading), which is marked by H3K27ac and H3K4me1 peaks, and DNase I hypersensitivity in small intestine and large intestine of 8-week-old mice. The sequence conservation of the indicated species is shown at the bottom as vertical lines. Data were obtained from ENCODE. Locations of single-guide RNAs (sgRNAs) for generating ieCtnnb1 knockout mice were marked. (**B**) Top left: a schematic illustration showing that the knock-in reporter construct carries the *Shh* promoter, ieCtnnb1 core region sequences (2,153 bp), and the *LacZ* reporter gene. Top right: X-Gal staining (blue) of the gastrointestinal (GI) tract of an 8-week-old *H11^i.enh^* mouse. Bottom: X-Gal staining (blue) of the small intestine (left) and colon (right) of an 8-week-old *H11^i.enh^* mouse. Boxed areas were enlarged at top-right corners. (**C**) Representative images of small intestinal crypts co-labeled by X-Gal with OLFM4 (left), and X-Gal with Lysozyme (right). (**D–E**) Representative images of whole body (**d**) and GIs (**e**) of 8-week-old male wildtype (WT) and *Ctnnb1^Δi.enh^* mice. (**F**) Comparison of the body weight of 8-week-old male WT (n=13) and *Ctnnb1^Δi.enh^* (n=13) mice. (**G–H**) Measurements of small (**G**) and large (**H**) intestine length of 8-week-old male WT (n=6) and *Ctnnb1^Δi.enh^* (n=6) mice. (**I–J**) Relative mRNA levels of *Ctnnb1* in small (**I**) and large (**J**) intestinal crypts of WT (n=6) and *Ctnnb1^Δi.enh^* (n=6) mice. (**K–L**) Left: immunoblotting of nuclear (**K**) and cytoplasmic (**L**) β-catenin, GAPDH, and H3 of small intestinal crypts of WT (n=3) and *Ctnnb1^Δi.enh^* (n=3) mice. Right: histograms showing protein levels of β-catenin normalized to H3 (**K**) or GAPDH (**L**) levels. Values of WT were set as ‘1’. (**M**) Heatmap of indicated Wnt target genes and gene set enrichment analysis (GSEA) of Wnt signaling pathway according to transcriptome profiles of small intestinal crypts of WT (n=3) and *Ctnnb1^Δi.enh^* (n=3) mice. (**N**) Quantitative reverse transcription PCR (RT-qPCR) showing relative mRNA levels of indicated Wnt target genes (*Axin2, Lgr5,* and *Mmp7*) in small intestinal crypts of WT (n=3) and *Ctnnb1^Δi.enh^* (n=3) mice. Scale bars, 1 cm (B, top; **D and E**), 100 μm (B, bottom), 10 μm (B, magnified views; **C**). Quantification data are shown as means ± SEM, statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**F–L**). Quantification data are shown as means ± SD, statistical significance was determined using Multiple *t*-tests – one per row (**N**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. NES: normalized enrichment score. Figure 1—source data 1.Numerical data for Figure 1F. Figure 1—source data 2.Numerical data for Figure 1G. Figure 1—source data 3.Numerical data for Figure 1H. Figure 1—source data 4.Numerical data for Figure 1I. Figure 1—source data 5.Numerical data for Figure 1J. Figure 1—source data 6.Numerical data for Figure 1K. Figure 1—source data 7.Numerical data for Figure 1L. Figure 1—source data 8.Numerical data for Figure 1N. Figure 1—source data 9.Uncropped and labeled gels for Figure 1. Figure 1—source data 10.Raw unedited gels for Figure 1.

**Figure 1—figure supplement 1.**
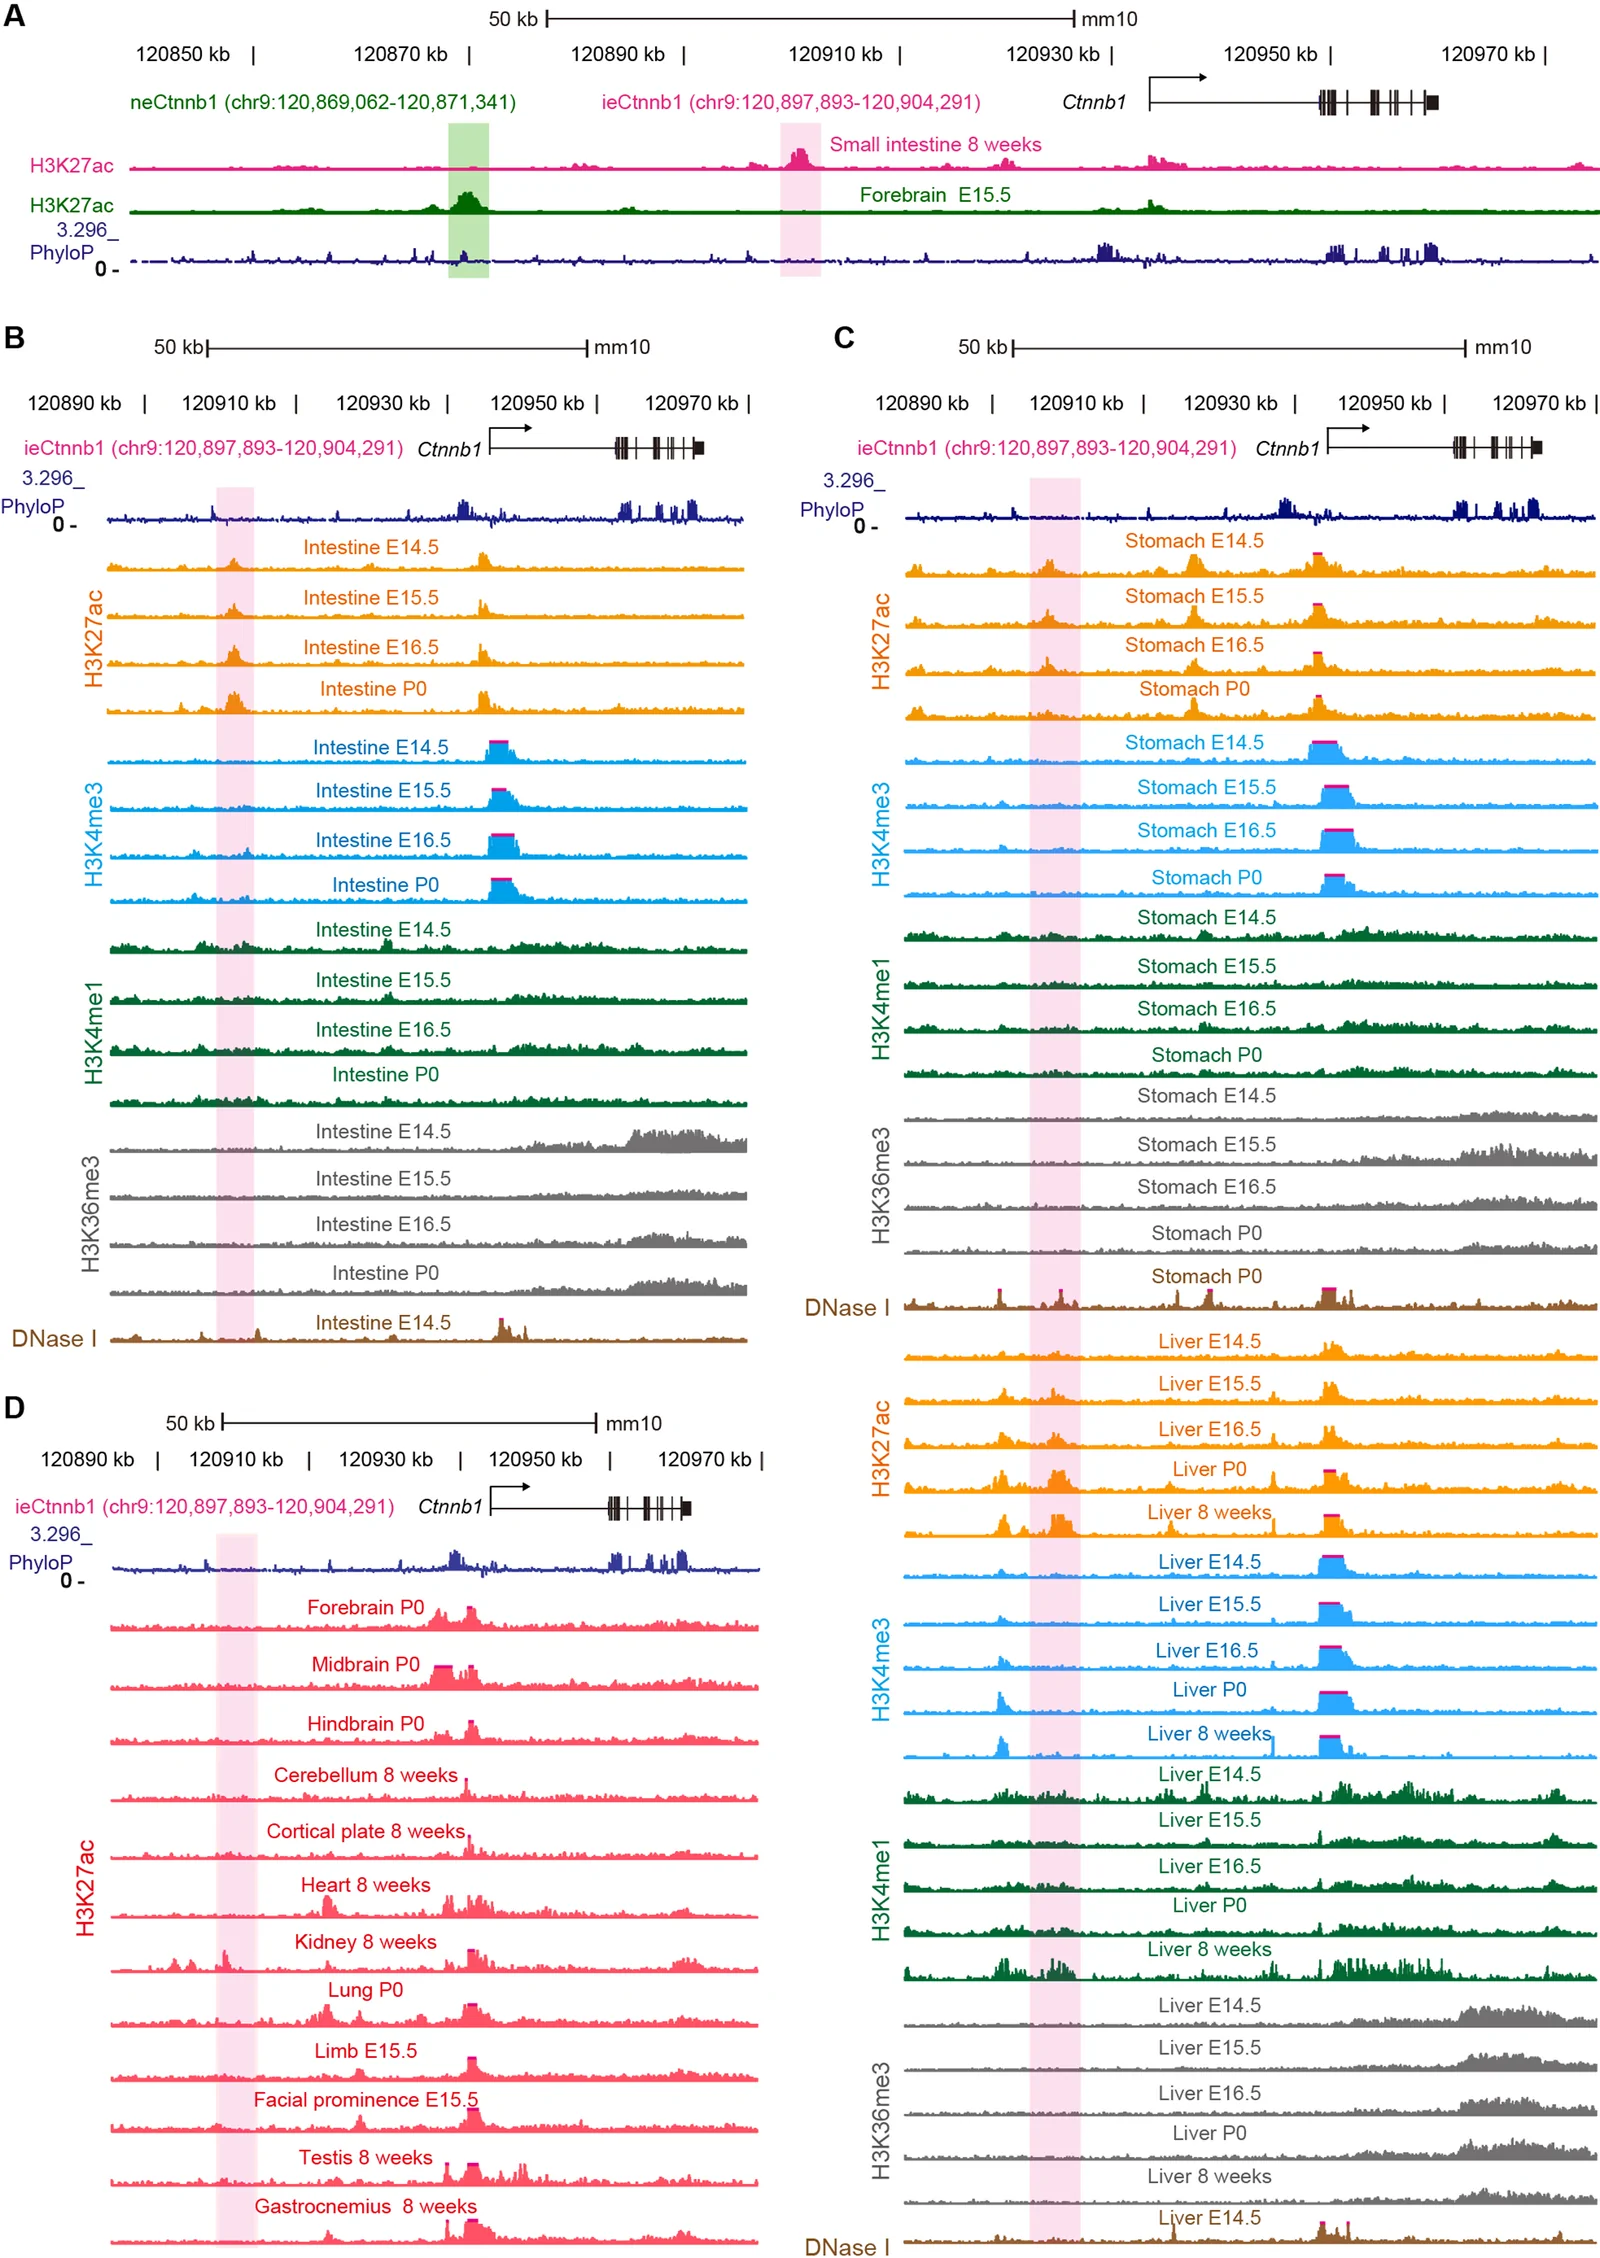
ieCtnnb1 is a putative intestinal enhancer upstream of *Ctnnb1*. (**A**) Schematic representation of the upstream region of mouse *Ctnnb1* gene and locations of enhancer neCtnnb1 (green shading) and putative enhancer ieCtnnb1 (pink shading). Data were obtained from ENCODE. (**B–C**) Enrichment of indicated signals in developing intestine (**B**), stomach, and liver (**C**) were shown. Data were obtained from ENCODE. (**D**) Enrichment of H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) signals in indicated mouse tissues. Data were obtained from ENCODE.

**Figure 1—figure supplement 2.**
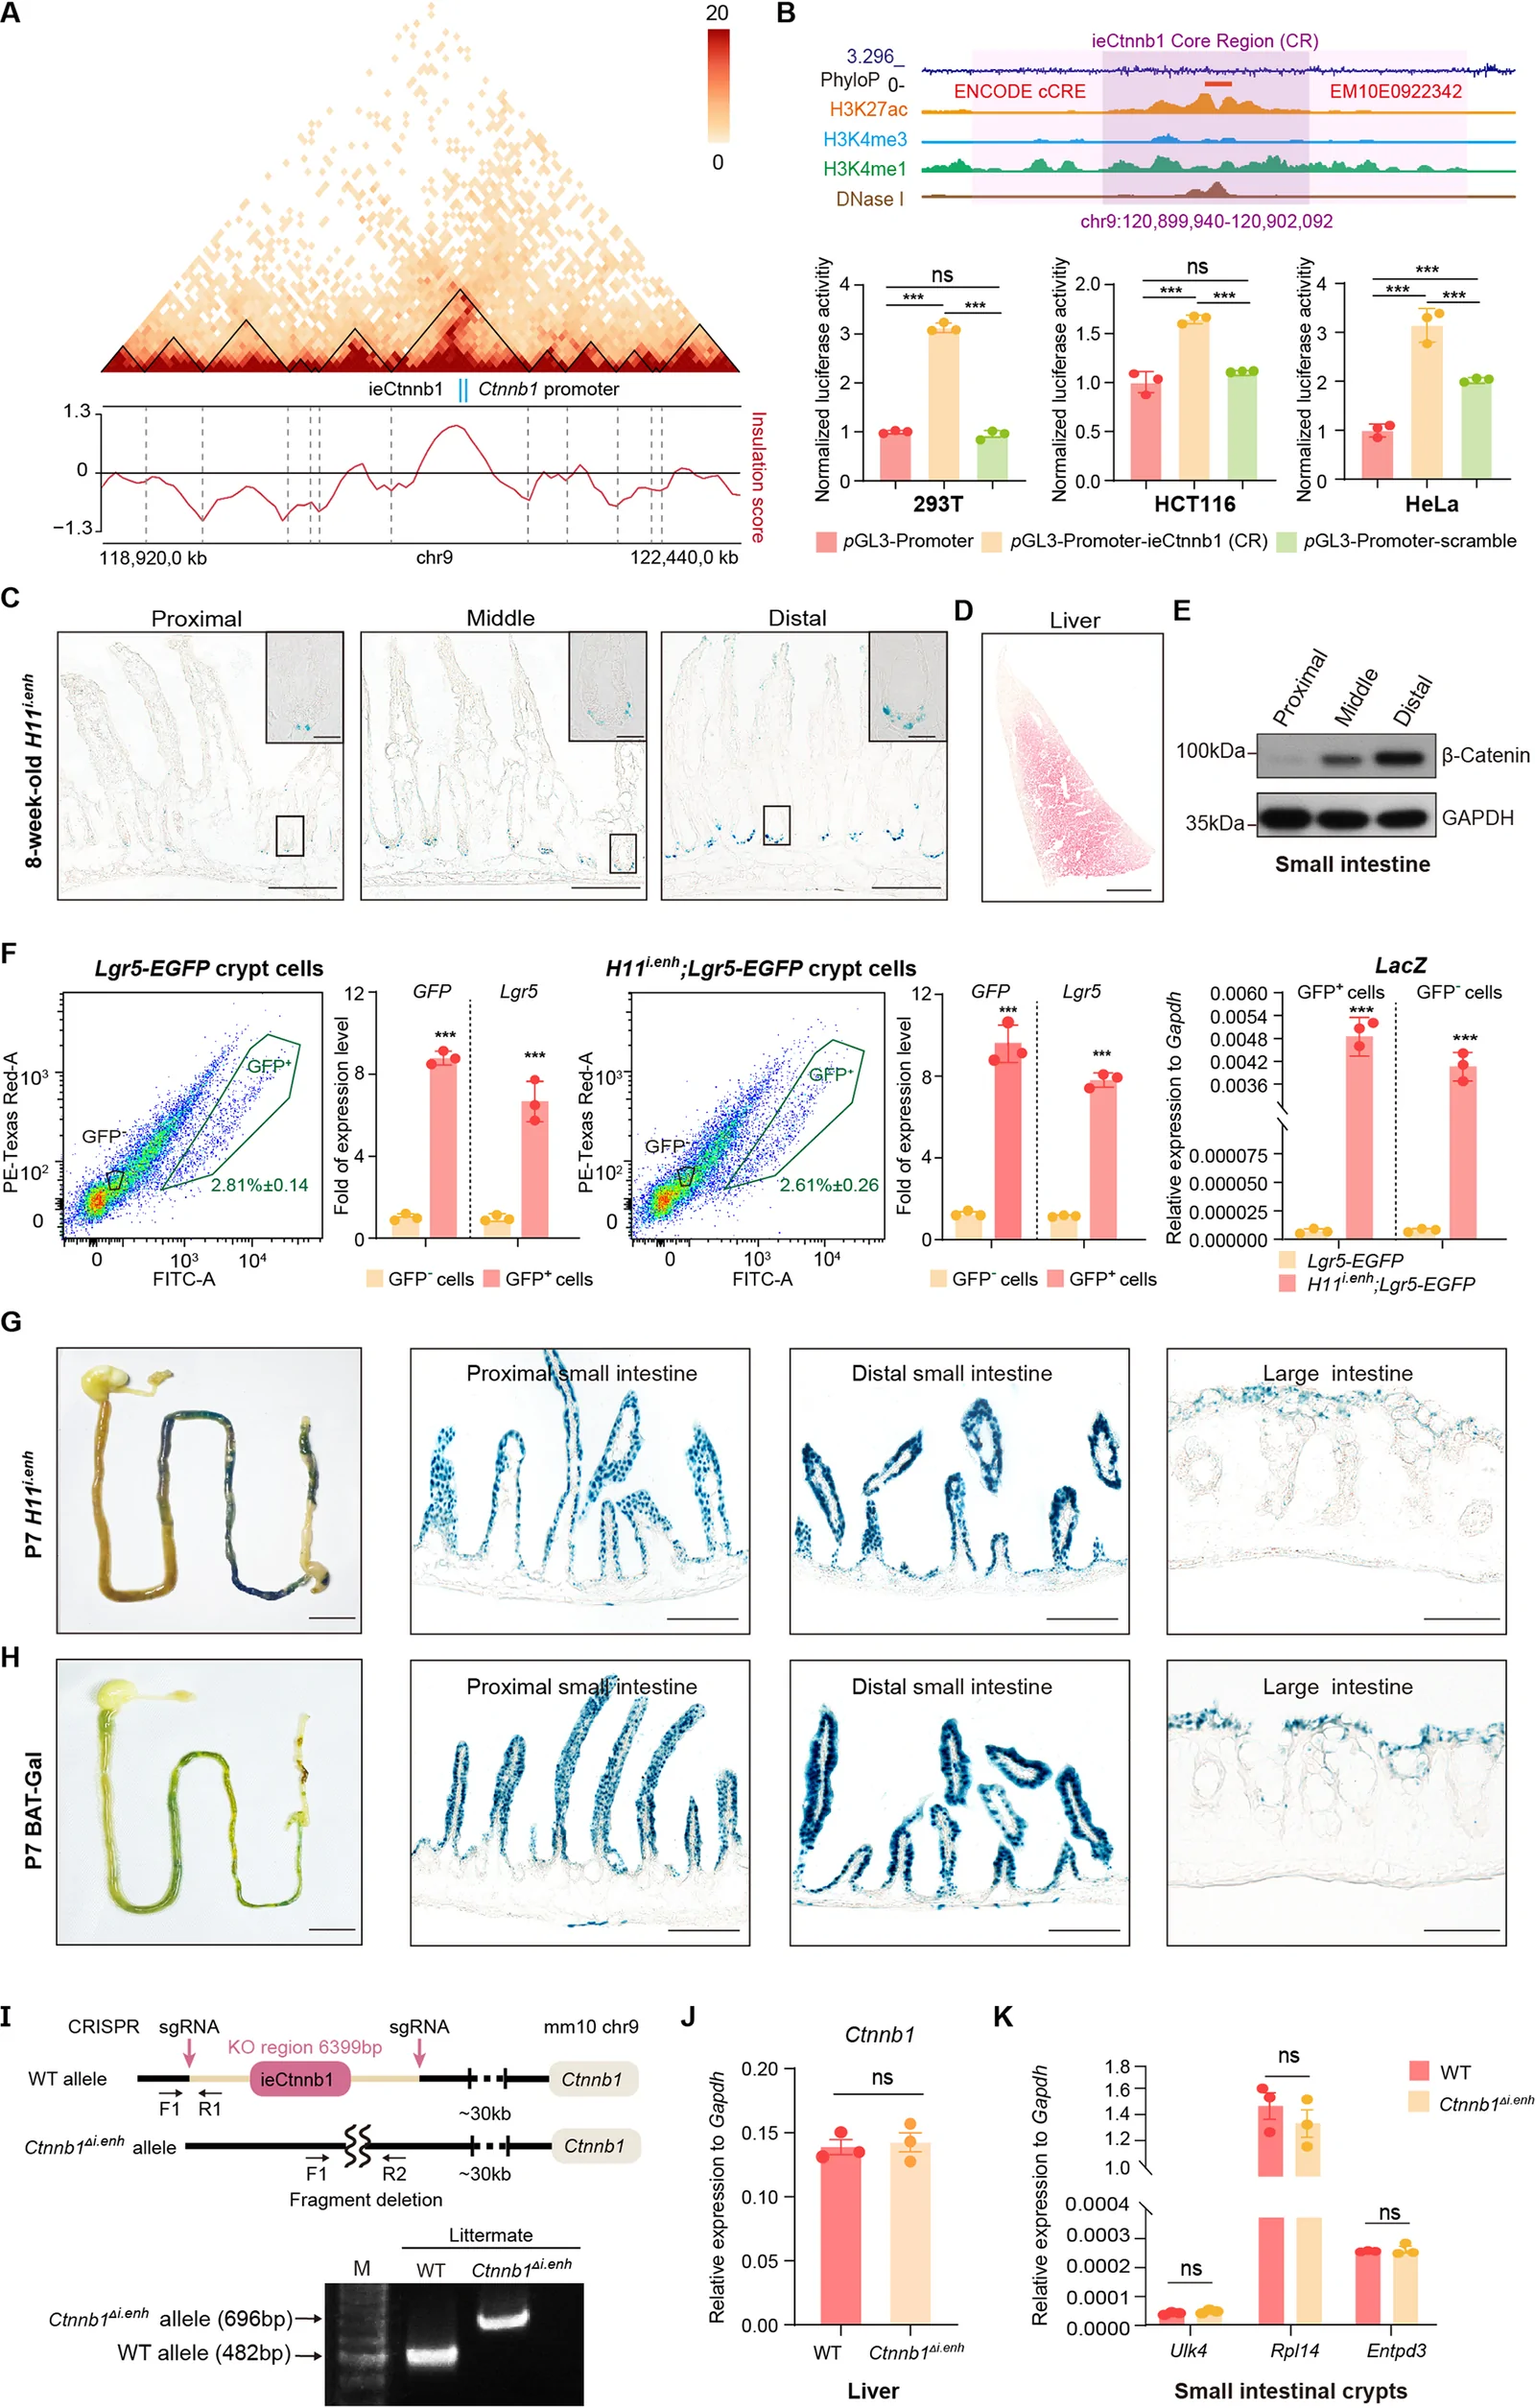
ieCtnnb1 is predominantly active in developing intestine. (**A**) Hi-C data of BALB/c mouse large intestine at indicated locus. Boundaries of topologically associating domains (TADs) and locations of *Ctnnb1* promoter and ieCtnnb1 (blue bars) were marked. (**B**) Top: schematic representation of ieCtnnb1 core region (2,153 bp, dark purple shading). The location of an annotated ENCODE cCRE was indicated. Bottom: HEK293T, HCT116, and HeLa cells were transfected with indicated plasmids for 48 hr for luciferase reporter assay. (**C**) Representative images showing X-Gal staining of proximal, middle, and distal small intestinal sections of 8-week-old *H11^i.enh^* mice (blue). (**D**) Representative image showing X-Gal and eosin staining of the liver of 8-week-old *H11^i.enh^* mice (X-Gal: blue, eosin: red). (**E**) Immunoblotting of indicated proteins derived from proximal, middle, and distal small intestine tissues of WT C57/BL6 mice. (**F**) Flow cytometry assays to isolate GFP+ and GFP- cells from small intestinal crypts of *Lgr5*-EGFP (n=3) and *Ctnnb1^Δi.enh^;Lgr5*-EGFP (n=3) mice. Quantitative reverse transcription PCR (RT-qPCR) showing relative mRNA levels of *GFP, Lgr5,* and *LacZ* in aforementioned GFP+ and GFP- cells. (**G–H**) Representative images showing X-Gal staining of gastrointestinal tracts, and sections of proximal and distal small intestine, and large intestine of P7 *H11^i.enh^* (**G**) mice and P7 BAT-Gal mice (**H**). (**I**) Generation and genotyping of *Ctnnb1^Δi.enh^* mice. WT, wild-type; sgRNA, single-guide RNA. (**J**) Relative mRNA levels of *Ctnnb1* in the liver of WT (n=3) and *Ctnnb1^Δi.enh^* (n=3) mice. (**K**) Relative mRNA levels of genes (*Ulk4, Rpl14,* and *Entpd3*) located in the same TAD as *Ctnnb1* in small intestinal crypts of WT (n=3) and *Ctnnb1^Δi.enh^* (n=3) mice. Scale bars, 1 cm (whole mount in F and G), 100 μm (**C, D, F, and G**), 10 μm (magnified insets in C). Quantification data are shown as means ± SEM. Statistical significance was determined using two-way ANOVA (**B**) and an unpaired two-tailed Student’s *t*-test (**F, J, and K**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 1—figure supplement 2—source data 1.Numerical data for Figure 1—figure supplement 2B. Figure 1—figure supplement 2—source data 2.Numerical data for Figure 1—figure supplement 2F. Figure 1—figure supplement 2—source data 3.Numerical data for Figure 1—figure supplement 2J. Figure 1—figure supplement 2—source data 4.Numerical data for Figure 1—figure supplement 2K. Figure 1—figure supplement 2—source data 5.Uncropped and labeled gels for Figure 1—figure supplement 2. Figure 1—figure supplement 2—source data 6.Raw unedited gels for Figure 1—figure supplement 2.

**Figure 1—figure supplement 3.**
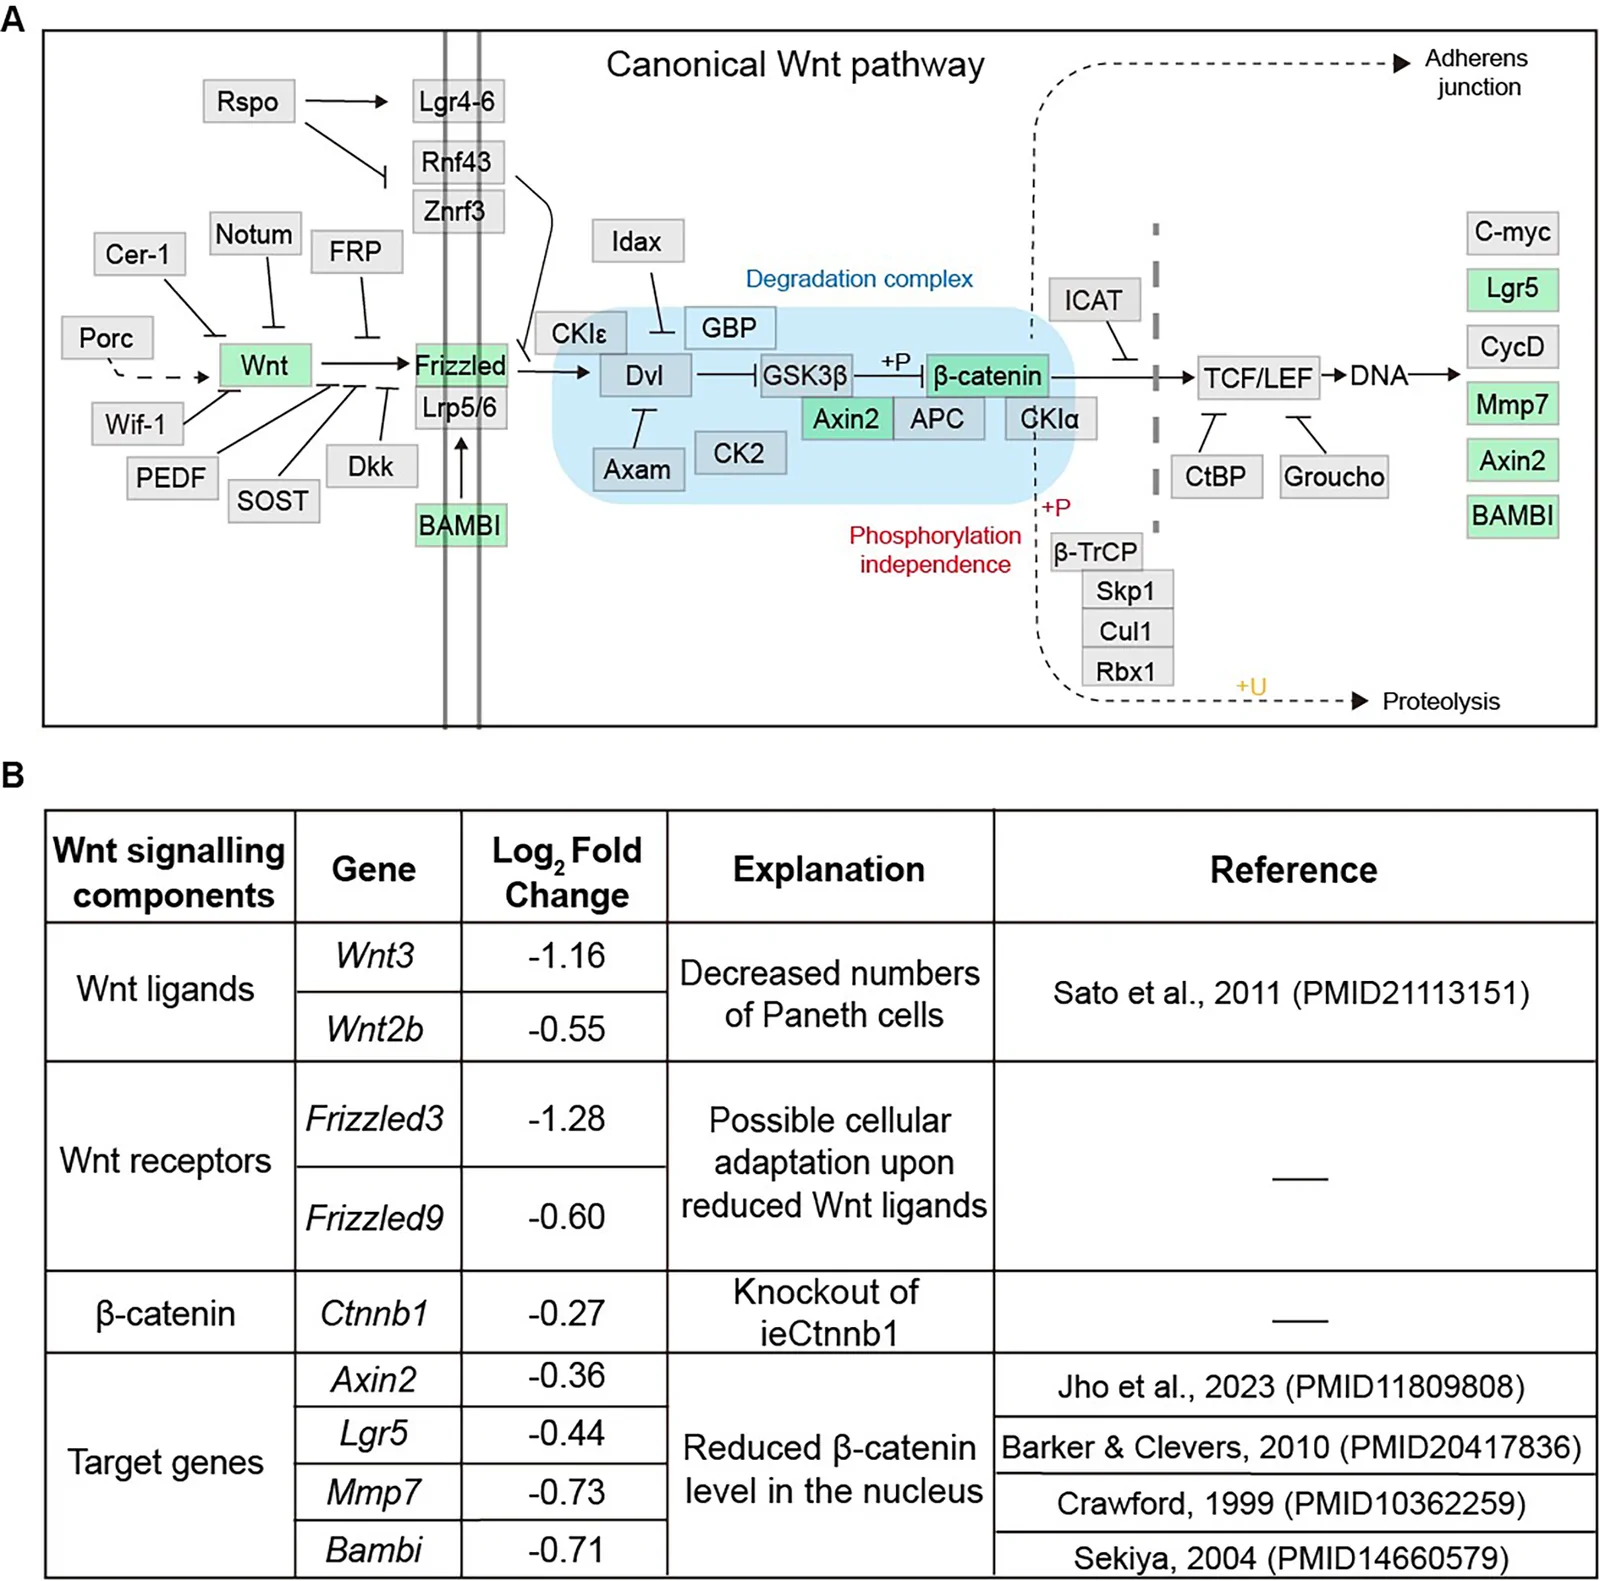
The list of Wnt signaling pathway components downregulated in *Ctnnb1^Δi.enh^* crypts. (**A**) A schematic diagram highlighting downregulated components of the Wnt signaling pathway in the crypts of the *Ctnnb1^Δi.enh^* small intestine. (**B**) A table showing Wnt signaling pathway components downregulated in *Ctnnb1^Δi.enh^* crypts.

We next performed in vitro and in vivo analyses to validate ieCtnnb1’s enhancer activity. First, the 2,153 bp core region (CR), representing the H3K27ac peak region of ieCtnnb1, could drive the expression of luciferase reporter in multiple cell types (Figure 1—figure supplement 2B). Second, the ieCtnnb1 reporter mice (*H11^i.enh^*) were constructed by inserting the reporter cassette – 5’-*Shh*’s promoter-ieCtnnb1-CR-*LacZ-iCre*-3’ – into the *H11* locus (Figure 1B). Of note, the *Shh* promoter alone at the *H11* locus did not drive the expression of reporter gene in all examined tissue (Kvon et al., 2020). Whole-mount β-galactosidase (β-gal) staining of 8-week-old tissues revealed prominent ieCtnnb1-*LacZ* signals along the GI tract. The signal exhibited a proximal-low to distal-high gradient*,* with the ileum, cecum, and colon showing the strongest signals (Figure 1B, Figure 1—figure supplement 2C). The stomach and proximal duodenum also displayed reporter activity driven by ieCtnnb1 (Figure 1B, Figure 1—figure supplement 2C). β-Gal staining of intestinal sections revealed that the ieCtnnb1-*LacZ* signal could be visualized at the bottom of small intestinal crypts and in the entire large intestinal epithelia, but is absent in sections of liver, kidney, and spleen (Figure 1—figure supplement 2D and data not shown). Interestingly, the proximal-low to distal-high gradient of ieCtnnb1-*LacZ* signal along the small intestine corresponds to the expression pattern of β-catenin (Figure 1—figure supplement 2E).

The transcription activity of ieCtnnb1 is strongest at the bottom of crypts, where *Lgr5*-expressing CBC cells and PCs reside. To more precisely elucidate cell types in which ieCtnnb1 is active, we crossed *H11^i.enh^* mice with *Lgr5*-EGFP-IRES-CreERT2 (*Lgr5*-EGFP) mice to obtain 8-week-old *H11^i.enh^;Lgr5-EGFP* mice. Small intestinal crypts were respectively harvested from *Lgr5-EGFP* and *H11^i.enh^;Lgr5-EGFP* mice followed by enrichment of both eGFP+ and eGFP- cells (Figure 1—figure supplement 2F). Quantitative reverse transcription PCR (RT-qPCR) analyses indicated that *LacZ* transcripts could be detected in both eGFP+ and eGFP- crypt cells in *H11^i.enh^;Lgr5-EGFP* mice (Figure 1—figure supplement 2F). Next, sections of *H11^i.enh^* crypts were subjected with β-gal staining followed by immunohistochemistry of OLFM4 (a CBC marker) or lysozyme (a PC marker). Data showed X-gal signals are in close proximity with both OLFM4 and lysozyme (Figure 1C), suggesting that the activity of ieCtnnb1 is present in both CBCs and PCs.

We further examined the ieCtnnb1 activity in GI tracts of postnatal day 7 (P7) pups, when GI epithelia are rapidly expanding. The ieCtnnb1-*LacZ* signals could be visualized in epithelia of P7 small and large intestines, aligning well with the distribution of canonical Wnt signaling illustrated by the BAT-Gal mice (Figure 1—figure supplement 2G and H). Together, ieCtnnb1 drives transcription in embryonic intestinal epithelia, the base of small intestinal crypts, and large intestinal epithelia of adult mice.

### ieCtnnb1 knockout decreased the expression of *Ctnnb1* in intestinal epithelia

We next examined whether ieCtnnb1 controls the transcription of *Ctnnb1* in intestinal epithelia. For this purpose, we employed CRISPR/Cas9-mediated gene editing to delete the genomic region containing ieCtnnb1 (Figure 1—figure supplement 2I). Homozygous ieCtnnb1 knockout (*Ctnnb1^Δi.enh^*) mice were born in Mendelian ratios and thrived through adulthood. Interestingly, the body weight of 8-week-old male *Ctnnb1^Δi.enh^* mice was slightly but significantly lighter than that of wild-type controls (Figure 1D and F), but the length of small and large intestines of *Ctnnb1^Δi.enh^* mice was comparable to that of control mice (Figure 1E, G, and H). We then collected crypts from small and large intestine, finding that the expression levels of *Ctnnb1* were decreased by 26.5% and 22.3% respectively in *Ctnnb1^Δi.enh^* crypts (Figure 1I and J). In contrast, the expression level of *Ctnnb1* in the *Ctnnb1^Δi.enh^* liver remained unaltered (Figure 1—figure supplement 2J). In addition, the expression of genes located in the same TAD as *Ctnnb1* and ieCtnnb1, including *Ulk4*, *Rpl14,* and *Entpd3*, was not changed in *Ctnnb1^Δi.enh^* small intestinal crypts (Figure 1—figure supplement 2K). These data suggest that ieCtnnb1 plays a specific role in regulating the transcription of *Ctnnb1* in intestinal epithelia.

In epithelial tissues, most β-catenin is localized at cell adhesion sites to maintain barrier integrity, while a smaller fraction translocates into the nucleus to activate transcription upon Wnt ligand binding. We therefore carried out nuclear/cytosol fractionation assays, which revealed a substantial decrease in the levels of both nuclear (49.5%) and cytosolic (29.8%) β-catenin in small intestinal crypts of *Ctnnb1^Δi.enh^* mice (Figure 1K and L). 

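Small intestinal crypts, the epithelial pits that hold the stem cells and Paneth cells of the intestine, were profiled by RNA-seq in 3 wild-type libraries and 3 *Ctnnb1 Δi.enh* libraries. Paired-end reads were aligned with Hisat2 and counted on genes with featureCounts, and the authors deposited these data as fragments per kilobase of gene, scaled to sequencing depth (FPKM), for 54532 genes. The bulk RNA-seq methods name no genome build or annotation and do not say whether counting used the strand of the reads. Gene positions in the table are those of the mouse build GRCm38, since 53499 of the 54409 genes that are also in GENCODE M21 have the same start and end there. In each library, FPKM multiplied by gene length was a whole multiple of a single step for 100% of the values after rounding. With that step taken as 1 fragment, between 14457896 and 16074777 fragments were assigned to genes in the wild-type libraries (median 16042558) and between 14685020 and 15819430 in the *Ctnnb1 Δi.enh* libraries (median 15717741). The libraries were already scaled to each other, as the median ratio of a library to the geometric mean of all 6 was 1.01 in every library.
FPKM were compared on the scale of log2(FPKM + 0.5), which understates the change of genes with low FPKM. The 14176 genes with a mean FPKM of at least 0.5 were tested with limma and Benjamini-Hochberg adjustment. No gene had an adjusted p under 0.05, and the lowest adjusted p was 0.728. An unadjusted p under 0.05 was found for 829 genes, of which 494 were higher and 335 lower in *Ctnnb1 Δi.enh* crypts. FPKM of the 2 groups did not overlap for 1693 genes (11.9%), where chance gives 10% for 3 libraries against 3. Leaving out wild-type replicate 3 moved the number of genes with an adjusted p under 0.05 most, to 3. The balance of directions at an unadjusted p under 0.05 depended on the scaling. With all libraries rescaled to the same total, 734 genes were higher and 159 lower. Rescaled without the 50 highest genes, 285 were higher and 508 lower. These scalings moved the median log2 fold change of all tested genes the same way, from 0.0144 to 0.144 and to -0.0398. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.
Among the genes with the smallest p, none of which passed adjustment, *Gm26393*, *BC002163* and *Gm6736* were higher in *Ctnnb1 Δi.enh* crypts, with log2 fold changes of 1.71, 1.22 and 1.61. These 3 short genes lie within *Morc2a*, *Zbtb20* and *Nbas*, so their fragments can come from the larger genes. Lower in *Ctnnb1 Δi.enh* crypts were the small nucleolar RNA *Snord11* (log2 fold change -1.80), which lies within *Nop58*, and the immune receptor segments *Trbj2-4* (-2.68) and *Igkv4-57* (-1.71). *Gm26393* (129 bases), *Snord11* (84 bases) and *Trbj2-4* are so short that their FPKM rest on few fragments. FPKM was 0 in every wild-type library for *Gm26393* and in every knockout library for *Snord11* and *Trbj2-4*. Their fold changes therefore depend on few fragments and on the pseudocount.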

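*Axin2*, *Mmp7* and *Lgr5* are among the target genes of canonical Wnt signaling measured in these crypts. *Axin2* (ENSMUSG00000000142; GRCm38 chromosome 11, 108920349 to 108950783, plus strand) had an FPKM of 21.2 ± 1.79 (SD, n = 3) in wild-type crypts and 16.5 ± 2.56 (SD, n = 3) in *Ctnnb1 Δi.enh* crypts. Its log2 fold change was -0.36 (standard error 0.149, adjusted p = 0.845 from limma), and all 3 knockout libraries were below all 3 wild-type libraries (exact permutation test, two-sided p = 0.1). With each library left out in turn, the log2 fold change of *Axin2* stayed between -0.44 and -0.23. *Mmp7* (ENSMUSG00000018623; chromosome 9, 7692090 to 7699585, plus strand), which is also a marker of Paneth cells, had an FPKM of 413 ± 78.4 (SD, n = 3) in wild-type crypts and 248 ± 24.3 (SD, n = 3) in *Ctnnb1 Δi.enh* crypts. This gave a log2 fold change of -0.72 (standard error 0.190, adjusted p = 0.758 from limma), again with groups that did not overlap, and a range of -0.88 to -0.60 over the fits that left out a library. *Lgr5* (ENSMUSG00000020140; chromosome 10, 115450311 to 115587780, minus strand) had an FPKM of 6.07 ± 1.32 (SD, n = 3) in wild-type and 4.46 ± 0.721 (SD, n = 3) in *Ctnnb1 Δi.enh* crypts. The log2 fold change of *Lgr5* was -0.40 (standard error 0.184, adjusted p = 0.857 from limma) and the groups overlapped, with an exact permutation p = 0.2. Over the fits that left out a library, this log2 fold change ran from -0.52 to -0.24. Each of these genes shares part of its span with a gene on the opposite strand, *Gm11670* for *Axin2*, *AV064505* for *Mmp7* and *A930009A15Rik* for *Lgr5*. The mean FPKM of these 3 genes in crypts was 0.785, 0.255 and 0.105.
Of a list of 30 intestinal Wnt target genes written down before the data were examined, 25 passed the filter on FPKM, of which 18 were lower in *Ctnnb1 Δi.enh* crypts and 7 higher. An unadjusted p under 0.05 was found for 3 of the 25 genes, and no gene had an adjusted p under 0.05 when adjusted over this list alone (lowest 0.168). Relative to all other tested genes, the list was lower by a mean log2 difference of -0.19 (adjusted p = 0.000264 from the camera test in limma with an inter-gene correlation of 0.01). The mean of the list was 3.64, 3.57 and 3.41 in the wild-type and 3.42, 3.39 and 3.25 in the knockout libraries. The groups therefore overlapped (exact permutation test, p = 0.2). Wild-type replicates 1 and 2 had the highest means, and these libraries also had higher levels of stomach genes (*Pgc*, *Gkn1* and *Gkn2*) than the others. Estimating the inter-gene correlation from the data moved the camera result most, to an adjusted p of 0.144. Of the 21 tested genes that the paper names for crypts, 5 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over that list alone.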

RNA-seq transcriptome and RT-qPCR analyses revealed a significant reduction in the expressions of Wnt target genes in *Ctnnb1^Δi.enh^* crypts. Additionally, the gene set enrichment analysis (GSEA) showed that the expression levels of many components of the Wnt signaling pathway were also downregulated (Figure 1M and N, Figure 1—figure supplement 3). 

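For the components of the Wnt signaling pathway, a list of 156 genes was written down before the data were examined, of which 103 passed the filter on FPKM in crypts. In *Ctnnb1 Δi.enh* crypts, 64 of these genes were lower and 39 higher, and 6 had an unadjusted p under 0.05. Adjusted over this list alone, the lowest adjusted p of a gene was 0.242. The list was lower than all other tested genes by a mean log2 difference of -0.069 (adjusted p = 0.00559 from camera in limma). A gene set enrichment test on the moderated statistics (fgsea) gave a normalized enrichment score of -1.87 with an adjusted p of 0.000286. With all libraries rescaled to the same total, which moves the median of all tested genes from 0.0144 to 0.144 and the score with it (-0.97, unadjusted p of 0.556), the mean log2 difference of the list from the other genes was -0.064 with an adjusted p of 0.0368 from camera. The mean log2(FPKM + 0.5) of the list in the wild-type libraries was 3.01, 2.98 and 2.89, and in the *Ctnnb1 Δi.enh* libraries 2.88, 2.90 and 2.90, so that the groups overlapped (exact permutation test, p = 0.3). The nearest Reactome set, with 170 tested genes, had the opposite direction, a mean log2 difference of 0.028 with an adjusted p of 0.14. Without wild-type replicate 1, the mean log2 difference of the pathway list was -0.037, also with an adjusted p of 0.14.
Among the ligands, *Wnt3* (ENSMUSG00000000125; chromosome 11, 103774150 to 103817957, plus strand) had an FPKM of 6.04 ± 0.795 (SD, n = 3) in wild-type crypts and 4.12 ± 0.134 (SD, n = 3) in *Ctnnb1 Δi.enh* crypts. Its log2 fold change was -0.49 (standard error 0.131, adjusted p = 0.758 from limma) and the groups did not overlap. *Wnt2b* (ENSMUSG00000027840; chromosome 3, 104945272 to 104961921, minus strand) was below the filter, with an FPKM of 0.450 ± 0.0971 in wild-type and 0.200 ± 0.0482 in *Ctnnb1 Δi.enh* crypts (SD, n = 3 each). For this gene the pseudocount weighs on the result: the difference was -0.44 in log2(FPKM + 0.5) and -1.17 as the log2 ratio of the group means. Among the receptors, *Fzd9* (ENSMUSG00000049551; chromosome 5, 135248938 to 135251230, minus strand) had an FPKM of 4.03 ± 1.08 in wild-type and 2.66 ± 0.679 in *Ctnnb1 Δi.enh* crypts (SD, n = 3 each). Its groups overlapped (log2 fold change -0.51, standard error 0.222, adjusted p = 0.849 from limma). The log2 fold change of *Fzd9* ran from -0.68 to -0.32 over the fits that left out a library. *Fzd3* (ENSMUSG00000007989; chromosome 14, 65192449 to 65262463, minus strand) was near the lower end of the table, with an FPKM of 0.126 ± 0.0131 in wild-type and 0.0518 ± 0.0222 in *Ctnnb1 Δi.enh* crypts (SD, n = 3 each). The difference of *Fzd3* was -0.18 in log2(FPKM + 0.5), and both *Wnt2b* and *Fzd3* were lower in all 3 knockout libraries than in any wild-type library (exact permutation test for each gene, p = 0.1).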

Together, the loss of ieCtnnb1 compromised the Wnt signaling in intestinal epithelia by reducing *Ctnnb1* transcription.

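*Ctnnb1* (ENSMUSG00000006932), which encodes β-catenin, lies on chromosome 9 of GRCm38 from 120929216 to 120960507 on the plus strand. The deleted enhancer has no line of its own in the table of genes, so that the deletion itself is seen only through its target gene. FPKM of *Ctnnb1* was 121, 134 and 123 in the wild-type libraries and 102, 104 and 105 in the *Ctnnb1 Δi.enh* libraries, with means of 126 ± 7.30 and 104 ± 1.68 (SD, n = 3 each). All 3 knockout libraries were below all wild-type libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was -0.28 (standard error 0.118, adjusted p = 0.849 from limma over all tested genes). With each library left out in turn it stayed between -0.31 and -0.23, and across the scalings it ran from -0.13 with all libraries rescaled to the same total to -0.405 with quantile normalization. The end of *Ctnnb1* shares 5157 bases with *Ulk4* on the opposite strand, whose mean FPKM in crypts was 0.057. From the lower levels of nuclear and cytosolic β-catenin protein and the lower expression of *Ctnnb1*, of Wnt target genes and of components of the pathway in *Ctnnb1 Δi.enh* crypts, the paper concludes that loss of the enhancer weakened Wnt signaling through reduced transcription of *Ctnnb1*.

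**Figure D1:**
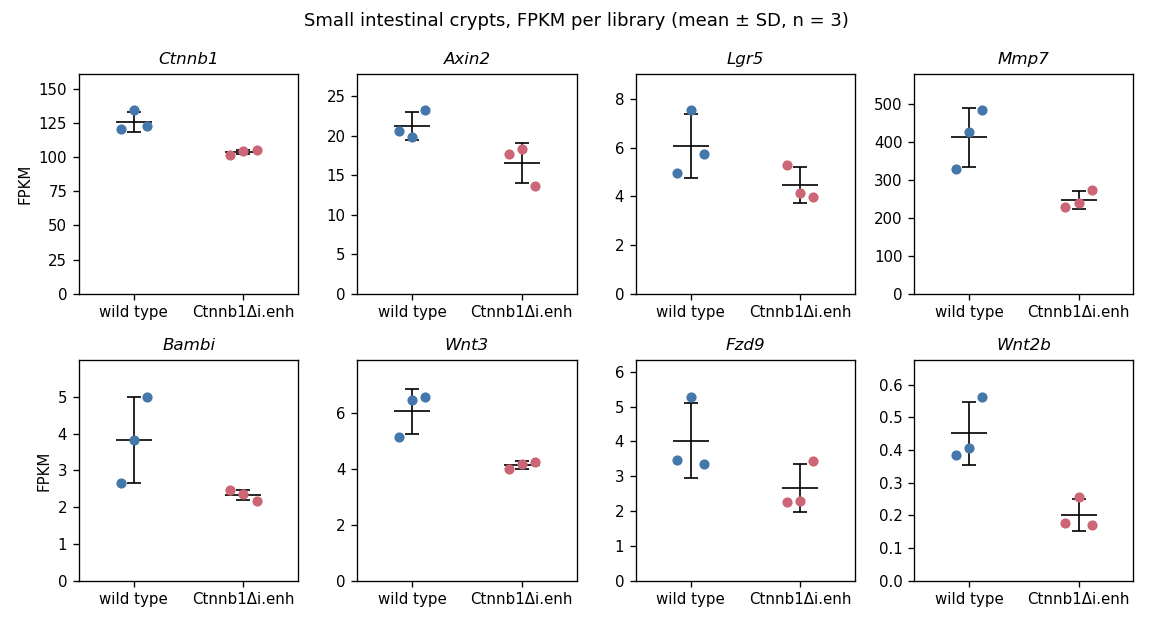
FPKM of 8 genes in small intestinal crypts, with 1 point per library (3 wild-type and 3 *Ctnnb1 Δi.enh*), a horizontal line at the group mean and bars for the SD; each y axis starts at 0. *Ctnnb1* lies between 121 and 134 in wild-type and between 102 and 105 in *Ctnnb1 Δi.enh* crypts, whereas the groups overlap for *Lgr5* and *Fzd9*.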

### Loss of ieCtnnb1 altered cellular composition and expression profiles of small intestinal crypts

The canonical Wnt/β-catenin signaling is essential for the construction and homeostasis of intestinal epithelia (Mah et al., 2016). Because ieCtnnb1 maintains the expression level of *Ctnnb1* of intestinal crypts, we investigated how the deletion of ieCtnnb1 affects cellular components and functions of intestinal crypts. We performed single-cell sequencing on EpCAM+ epithelial cells from small intestinal crypts of 10-week-old *Ctnnb1^Δi.enh^* and control (*H11^i.enh^*) mice (n=2 female mice for each genotype) (Figure 2A, Figure 2—figure supplement 1A; Ayyaz et al., 2019; Huang et al., 2022). Uniform Manifold Approximation and Projection (UMAP) was employed for dimensionality reduction to cluster cells, then well-established marker genes for intestinal epithelial cells were mapped onto the UMAP representation to designate cell types (Haber et al., 2017; Gu et al., 2022; Figure 2B, Figure 2—figure supplement 1B–D). Of note, a small population of crypt cells remains undefined, as we did not exclude non-epithelial cells such as immune cells, erythrocytes, or endothelial cells during the enrichment of EpCAM+ epithelial cells. Additionally, our focus was exclusively on epithelial cell types, and we did not consider other cell types when defining cell populations (Figure 2—figure supplement 1D). First, in accordance with bulk RNA-seq and RT-qPCR results, the expression levels of *Ctnnb1* were downregulated in almost all *Ctnnb1^Δi.enh^* crypt cells, and the expression of *Axin2* was decreased in CBCs and TACs (Figure 2C and D). Second, the proportion of PCs was decreased by 49.2% in *Ctnnb1^Δi.enh^* crypts, which was confirmed by the immunohistochemical (IHC) staining of *Defensin 5α*, a PC marker (Figure 2E and F). The ieCtnnb1-driving *LacZ* could be detected in the PC cluster (n=four 10-week-old mice) (Figure 2—figure supplement 1E). Accordingly, the expression levels of examined PC markers – *Lyz1*, *Pla2g2a*, *Wnt3,* and *Math1* – were all significantly compromised in *Ctnnb1^Δi.enh^* crypts (Figure 2G). The number of GCs was slightly (not statistically significant) reduced upon loss of ieCtnnb1 (Figure 2—figure supplement 1F). Third, the proliferative capability of CSCs and TACs were mildly reduced in *Ctnnb1^Δi.enh^* crypts, as the proportion of G2/M cells and the expression of *Mki67* were decreased in the two cell types (Figure 2H–J). Consistently, the numbers of Ki67-positive cells and EdU-labeled cells (24 hr pulse) were decreased by 16.1% and 21.9%, respectively, in *Ctnnb1^Δi.enh^* small intestinal epithelia (Figure 2K and L). Fourth, in secretory cells (PCs, GCs, and EECs), as well as enterocytes/absorptive cells (mature enterocytes [mECs] and immature enterocytes [imECs], and stem cells of *Ctnnb1^Δi.enh^* crypts), the expression of genes related to secretory functions including *Lyz1*, *Ang4*, *Muc2*, and *Mmp7* was decreased. In contrast, the expression of markers for absorptive cells such as *Fabp6*, *Apoa1*, *Fabp2*, and *Reg3b* was elevated (Figure 2M and N, Figure 2—figure supplement 1G). Accordingly, gene ontology (GO) analyses showed in stem cells and secretory cells of *Ctnnb1^Δi.enh^* crypts, upregulated genes were enriched with terms associated with absorptive functions including ribosome biogenesis and oxidative phosphorylation, whereas downregulated genes in stem cells and secretory cells were respectively enriched with terms related to cell division and secretory functions (Figure 2—figure supplement 1H and I). In contrast, in mECs, downregulated genes were enriched with terms associated with absorptive functions (Figure 2—figure supplement 1J).

**Figure 2.**
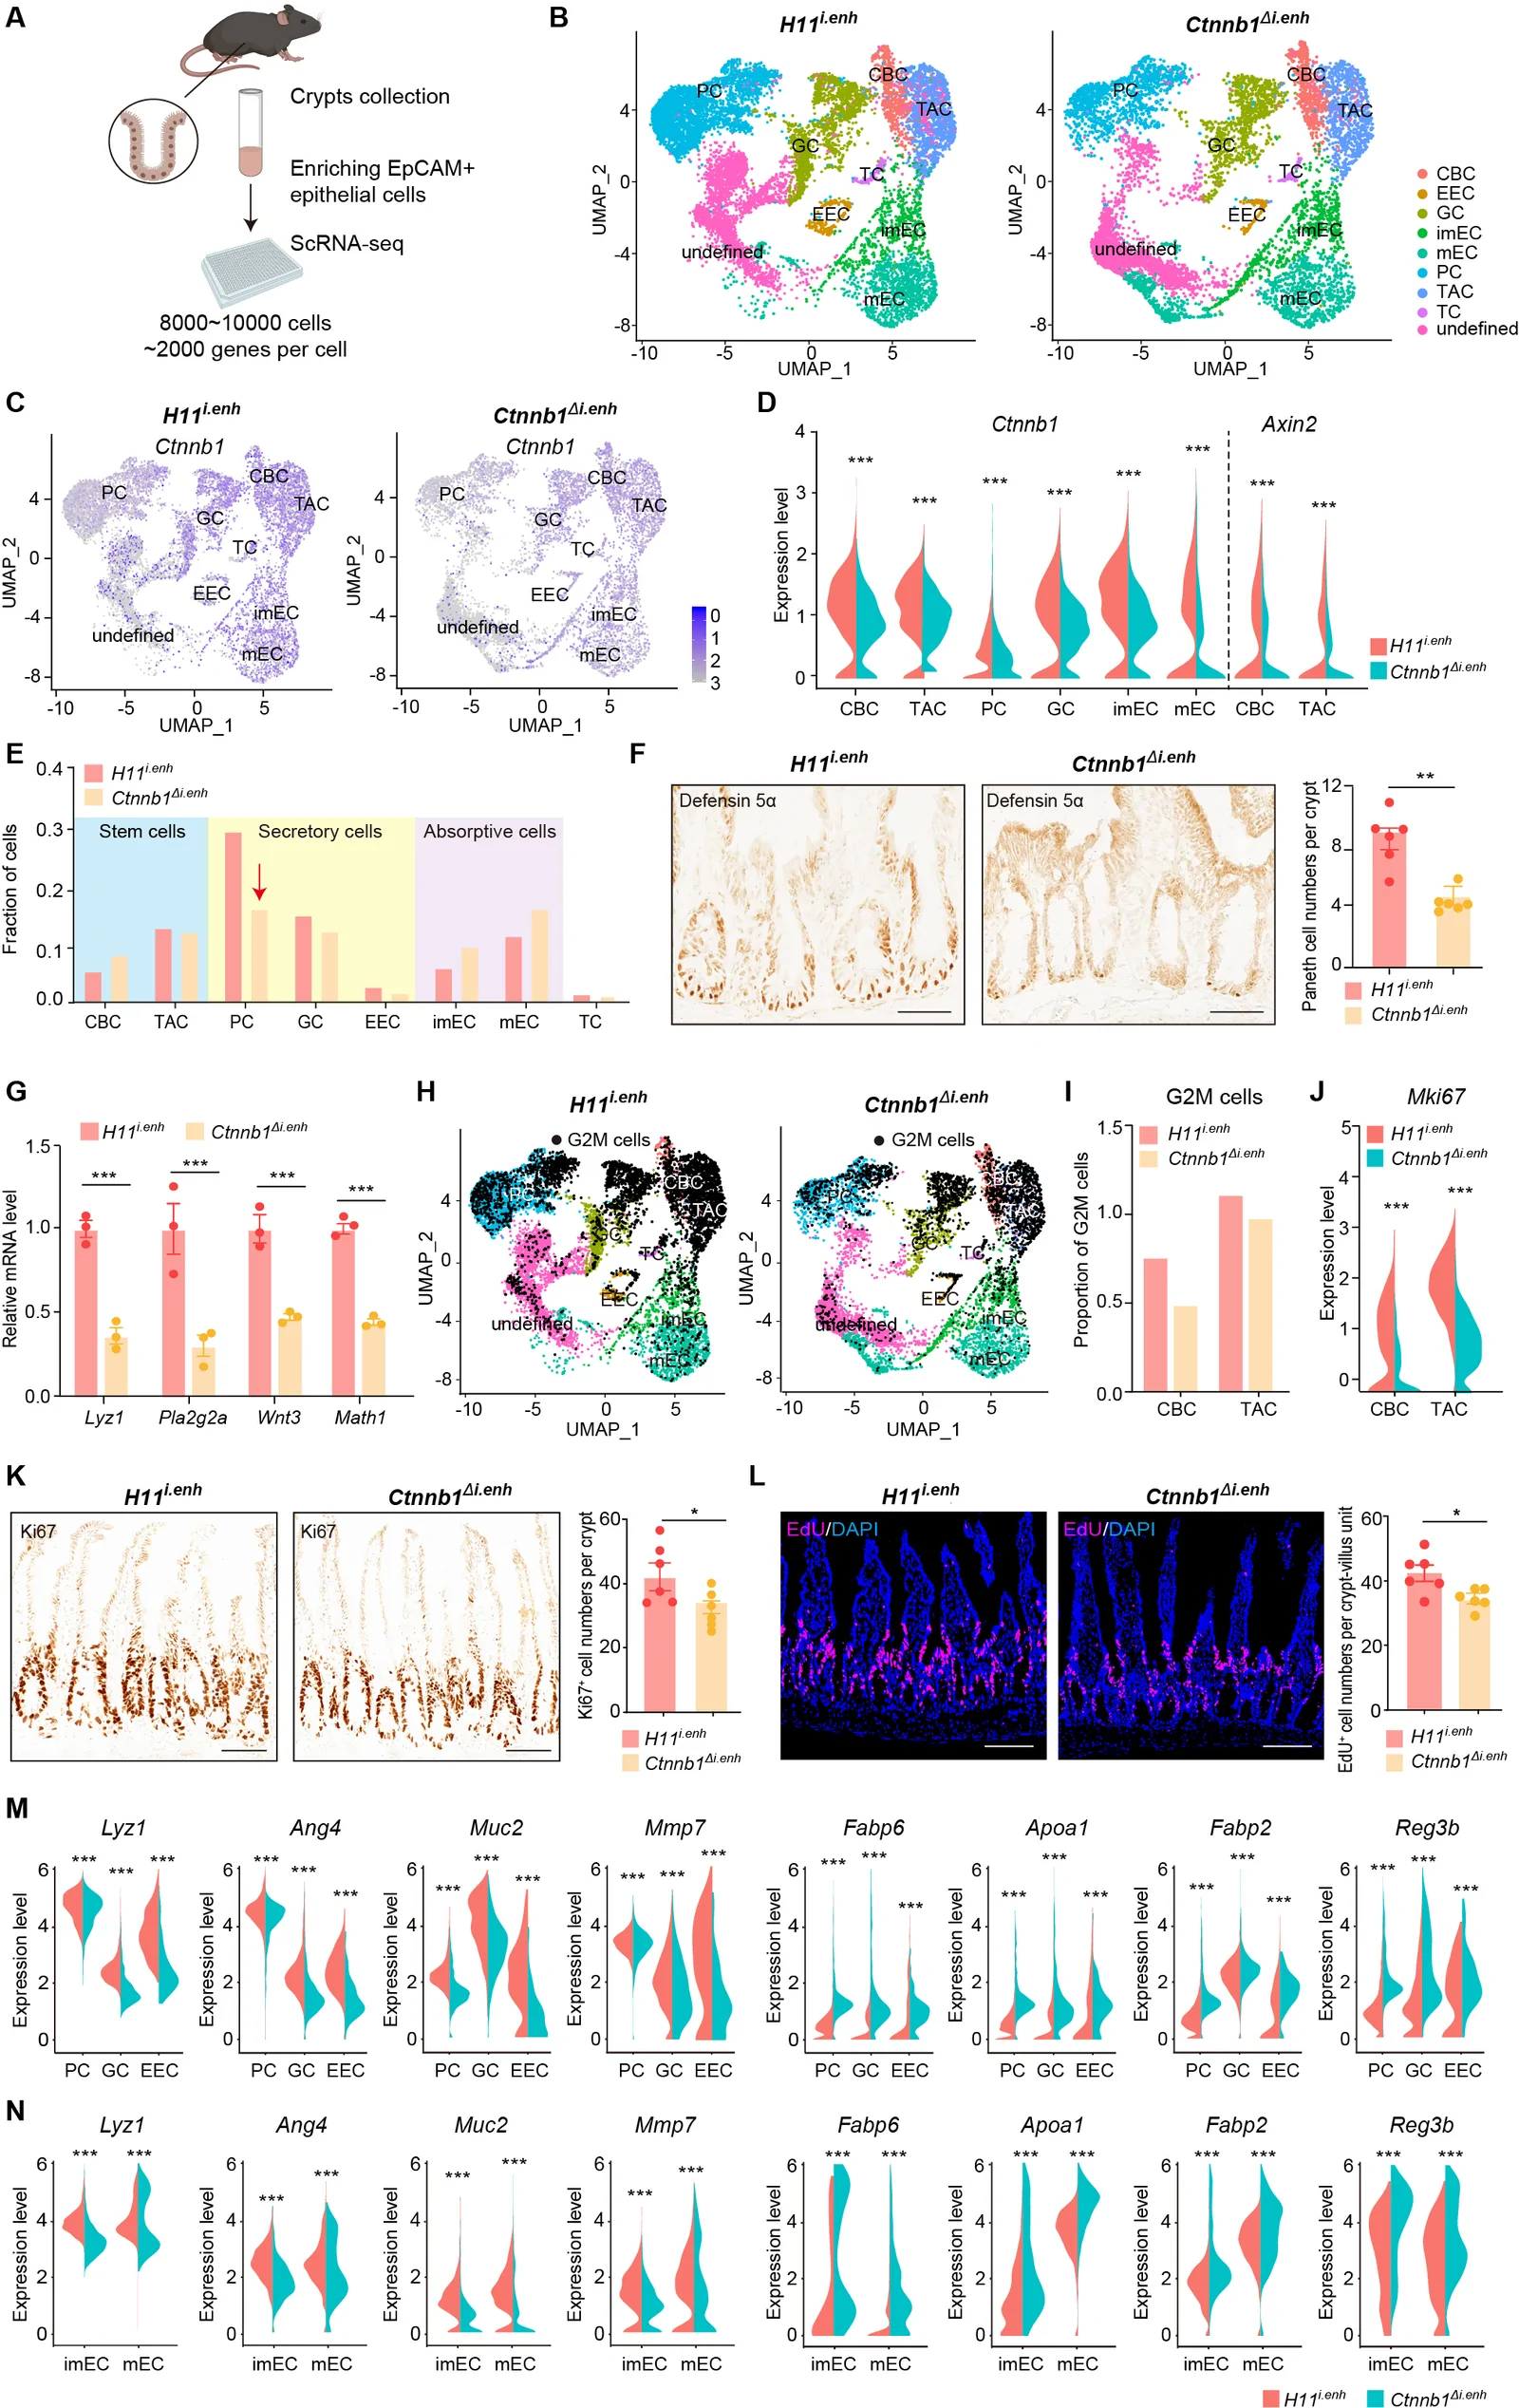
ieCtnnb1 knockout altered cellular composition and expression profiles of small intestinal crypts. (**A**) Schematic illustration of single-cell sequencing. Crypts were extracted from small intestines followed by fluorescence activated cell sorting (FACS) to enrich EpCAM+ DAPI- epithelial cells. Cells of two 10-week-old female mice for each genotype were pooled together to perform single-cell transcriptome analyses. (**B**) Uniform Manifold Approximation and Projection (UMAP) were used to visualize the clustering of 11,824 single cells from *H11^i.enh^* mice and 8,094 single cells from *Ctnnb1^Δi.enh^* mice. Cell types were assigned according to expressions of marker genes. CBC, crypt base columnar cell; TAC, transit-amplifying cell; EEC, enteroendocrine cell; imEC, immature enterocytes; mEC, mature enterocytes; GC, goblet cell; PC, Paneth cell; TC, tuft cell. (**C**) Expression and distribution of *Ctnnb1* in small intestinal crypt cells of *H11^i.enh^* and *Ctnnb1^Δi.enh^* mice. (**D**) Violin plots showing the expression of *Ctnnb1* in CBC, TAC, PC, GC, imEC, mEC; and the expression of *Axin2* in CBC and TAC, of *H11^i.enh^* and *Ctnnb1^Δi.enh^* mice. (**E**) Comparison of the proportion of indicated small intestinal crypt cell types in *H11^i.enh^* and *Ctnnb1^Δi.enh^* mice. (**F**) Immunohistochemistry (left and middle) and quantification (right) of PCs in small intestines of *H11^i.enh^* (n=6) and *Ctnnb1^Δi.enh^* (n=6) mice. (**G**) Quantitative reverse transcription PCR (RT-qPCR) showing relative mRNA levels of PC marker genes (*Lyz1, Pla2g2a, Wnt3, Math1*) in small intestinal crypts of *H11^i.enh^* (n=3) and *Ctnnb1^Δi.enh^* (n=3) mice. (**H**) Distribution of G2M cells in *H11^i.enh^* and *Ctnnb1^Δi.enh^* small intestinal crypts, based on the expression of cell cycle marker gene *Mki67*. (**I**) Comparison of the proportion of G2M cells in CBC and TAC of *H11^i.enh^* and *Ctnnb1^Δi.enh^* small intestinal crypts. (**J**) Violin plots showing the expression of *Mki67* in CBC and TAC of *H11^i.enh^* and *Ctnnb1^Δi.enh^* small intestinal crypts. (**K**) Immunohistochemistry (left and middle) and quantification (right) of Ki67+ cells in small intestines of *H11^i.enh^* (n=6) and *Ctnnb1^Δi.enh^* (n=6) mice. (**L**) Immunofluorescence (left and middle) and quantification (right) of EdU+ cells (red) in small intestines of *H11^i.enh^* (n=6) and *Ctnnb1^Δi.enh^* (n=6) mice after 24 hr EdU injection. Nuclei were labeled with DAPI (blue). (**M, N**) Violin plots showing expressions of marker genes for secretory cells (*Lyz1, Ang4, Muc2, Mmp7*) and absorptive cells (*Fabp6, Apoa1, Fabp2, Reg3b*) in secretory (**M**) and absorptive lineages (**N**) of *H11^i.enh^* and *Ctnnb1^Δi.enh^* small intestinal crypts. Scale bars, 50 μm (F and K), 100 μm (L). Quantification data are shown as means ± SEM, statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**D, F, J, K, L, M, and N**). Quantification data are shown as means ± SD, statistical significance was determined using Multiple *t*-tests – one per row (**G**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 2—source data 1.Numerical data for Figure 2E. Figure 2—source data 2.Numerical data for Figure 2F. Figure 2—source data 3.Numerical data for Figure 2G. Figure 2—source data 4.Numerical data for Figure 2I. Figure 2—source data 5.Numerical data for Figure 2K. Figure 2—source data 6.Numerical data for Figure 2L.

**Figure 2—figure supplement 1.**
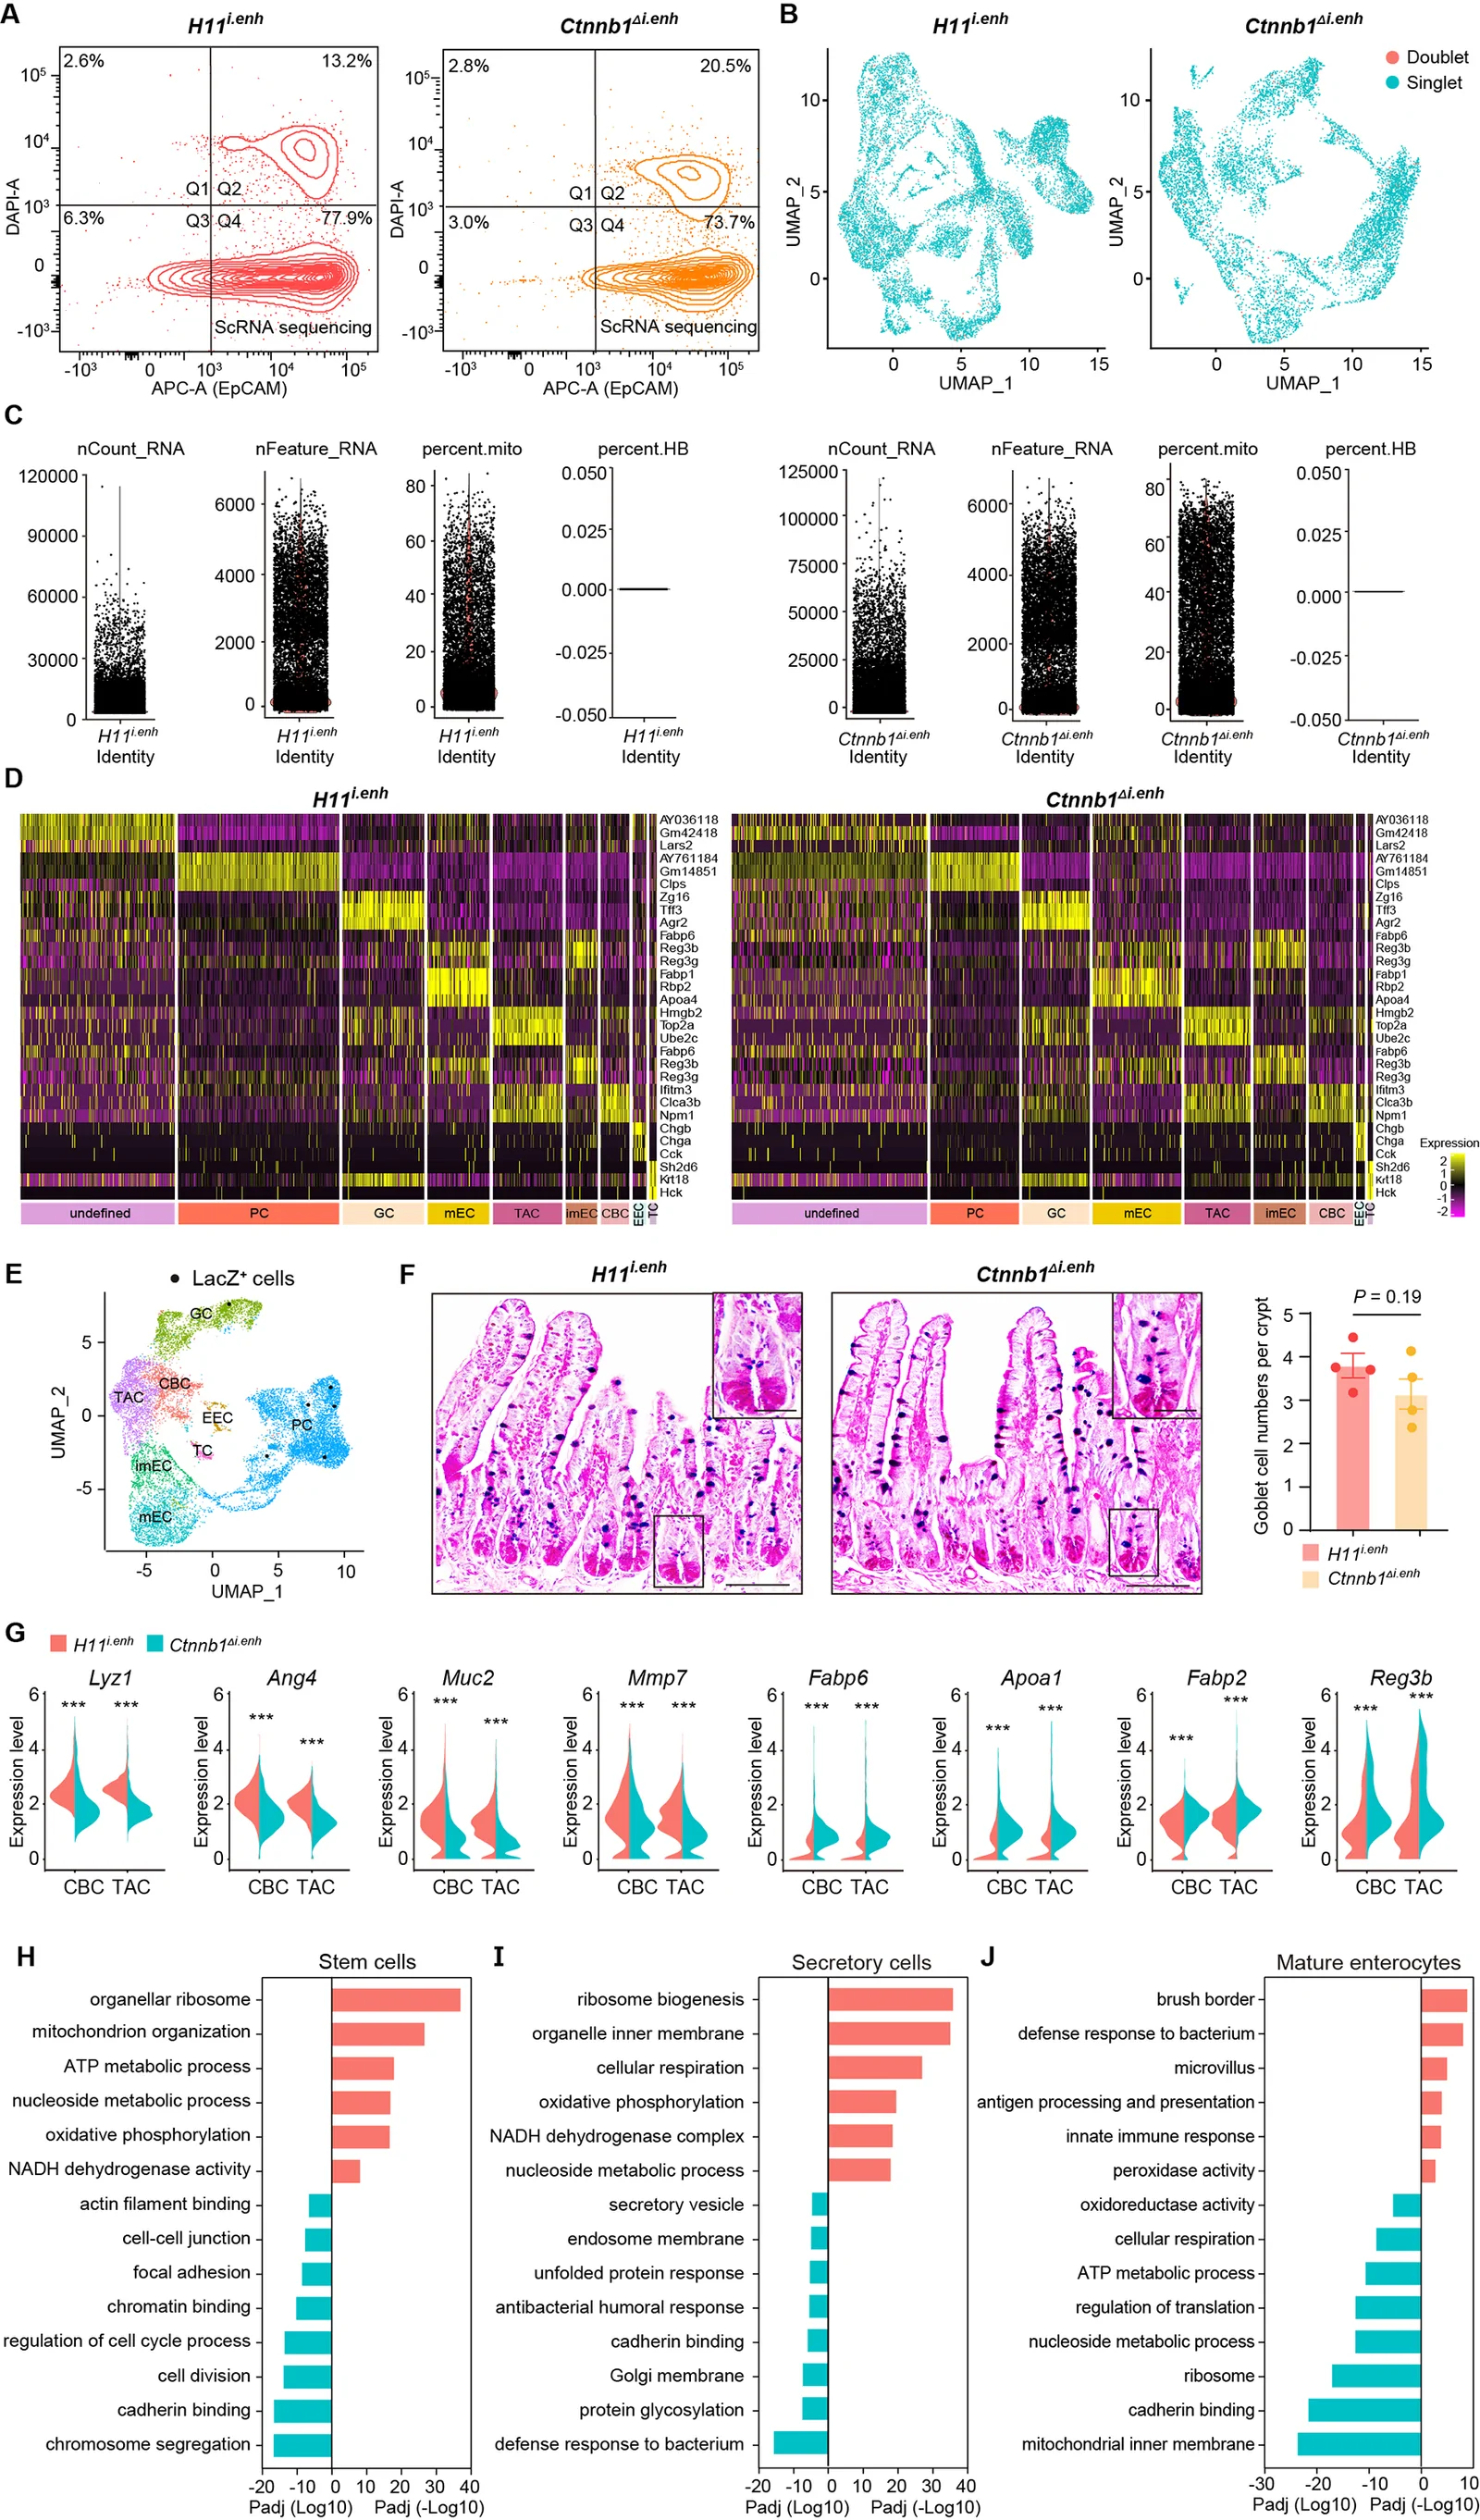
Single-cell survey of small intestinal crypt cells upon ieCtnnb1 knockout. (**A**) Flow cytometry assays for isolating EpCAM+ DAPI- epithelial cells from *H11^i.enh^* (n=2) and *Ctnnb1^Δi.enh^* (n=2) small intestinal crypts. (**B**) Results of cell filtration using DoubletFinder. 1,294 doublets of 11,824 cells from *H11^i.enh^* crypts and 567 doublets of 8,094 cells from *Ctnnb1^Δi.enh^* crypts were identified (blue dots: singlets, red dots: doublets). (**C**) Results of cell filtration using Seurat. Cells with more than 30% of reads derived from mitochondrial genes are considered dead and removed from the analysis. (**D**) Cell-type-specific signatures. Heatmap showing relative expression levels (row-wise Z scores) of genes (rows) in cell-type-specific signatures. (**E**) Uniform Manifold Approximation and Projection (UMAP) visualizing LacZ+ single cells (black dots) of *H11^i.enh^* small intestinal crypts (n=4 mice). (**F**) Alcian Blue PAS staining and quantification of goblet cells in the small intestine of *H11^i.enh^* (n=6) and *Ctnnb1^Δi.enh^* (n=6) mice. (**G**) Violin plots showing expressions of marker genes for secretory cells (*Lyz1, Ang4, Muc2, Mmp7*) and absorptive cells (*Fabp6, Apoa1, Fabp2, Reg3b*) in *H11^i.enh^* and *Ctnnb1^Δi.enh^* crypt base columnar (CBCs) and transit-amplifying cells (TACs). (**H–J**) Gene ontology (GO) analysis of differential genes in stem cell lineage (**H**), secretory lineage (**I**), and mature enterocytes (**J**) of *H11^i.enh^* and *Ctnnb1^Δi.enh^* crypts. Scale bars, 50 μm (**E**), 10 μm (magnified views in E). Quantification data are shown as means ± SEM, statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**F and G**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 2—figure supplement 1—source data 1.Numerical data for Figure 2—figure supplement 1F.

In summary, the loss of ieCtnnb1 results in a reduction in the number of PCs, compromises stem cell proliferation, and disrupts the expression of genes related to secretory and absorptive functions. These effects could be attributed to a combination of reduced Wnt/β-catenin signaling and dysregulated crosstalk among crypt cells.

### ieCtnnb1 deletion inhibits tumorigenesis of intestinal cancers by suppressing Wnt/β-catenin signaling

Tumorigenesis of most CRC is associated with aberrant activation of the Wnt/β-catenin signaling (Zhu and Li, 2023). To investigate whether knockout of ieCtnnb1 could suppress the carcinogenesis of Wnt-driven intestinal tumors, we crossbred *Ctnnb1^Δi.enh^* mice with *Apc^Min/+^* mice. In *Apc^Min/+^* mice, a nonsense mutation of the *Apc* gene results in the translation of truncated and dysfunctional APC protein, leading to failed degradation and nuclear translocation of β-catenin. *Apc^Min/+^* mice spontaneously develop intestinal tumors due to enhanced canonical Wnt/β-catenin signaling in the intestinal epithelia, particularly in stem cells (Su et al., 1992). The survival period of *Ctnnb1^Δi.enh^;Apc^Min/+^* mice (median survival – 255 days) was significantly longer than the *Apc^Min/+^* mice (median survival – 165 days), with the former having a heavier body weight (Figure 3A and C). Strikingly, the *Ctnnb1^Δi.enh^;Apc^Min/+^* mice barely grow CRCs and have much fewer intestinal tumors compared to *Apc^Min/+^* mice, with significantly smaller tumor area (Figure 3B and D–F, Figure 3—figure supplement 1A–C). IHC analyses showed that tumors in *Ctnnb1^Δi.enh^;Apc^Min/+^* large and small intestines had much fewer Ki67+ proliferating cells, expressed significant less β-catenin, but contained more Muc2-expressing GCs, suggesting *Ctnnb1^Δi.enh^;Apc^Min/+^* tumors behave like normal epithelia (Figure 3G–L, Figure 3—figure supplement 1D–I). Consistently, RNA-seq transcriptome experiments showed that *Ctnnb1^Δi.enh^;Apc^Min/+^* CRCs significantly downregulated genes associated with the Wnt signaling pathway, pluripotency of stem cells, and gastric cancer, whereas increased expression of genes related to normal epithelial functions including oxidative phosphorylation, adhesion, protein digestion and absorption, and mucin biosynthesis (Figure 3M–O). Thus, ablation of ieCtnnb1 deters tumorigenesis of intestinal cancers by suppressing the Wnt signaling.

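Colon tumors of 5-month-old mice were profiled in 3 *Apc Min/+* libraries and 3 *Ctnnb1 Δi.enh;Apc Min/+* libraries, and the authors deposited a second table of FPKM for the same 54532 genes. *Apc Min/+* mice carry a truncating mutation in 1 copy of *Apc*, whose product marks β-catenin for degradation. Between 14648696 and 16156712 fragments were assigned to genes in the *Apc Min/+* libraries (median 15895487) and between 16041000 and 16143130 in the *Ctnnb1 Δi.enh;Apc Min/+* libraries (median 16064312), recovered from the steps of FPKM as for the crypts. The table was normalized separately from that of the crypts, so that levels were compared only within each table. Replicate 3 of each genotype expressed *Xist* (FPKM 114 and 61.4) and almost no Y-linked genes, while the other 4 libraries expressed Y-linked genes, so that both groups hold the same mix of sexes. Of the 16743 genes with a mean FPKM of at least 0.5, none had an adjusted p under 0.05 (lowest 0.269). An unadjusted p under 0.05 was found for 2421 genes, 1417 higher and 1004 lower in *Ctnnb1 Δi.enh;Apc Min/+* tumors. The groups did not overlap for 3693 genes (22.1%). Fitting without a trend of the variance with expression moved the number of genes with an adjusted p under 0.05 most, to 1. Rescaling the libraries without the 50 highest genes moved the median log2 fold change of all tested genes from 0.00751 to -0.0911. The balance of directions reversed with this shift, to 730 genes higher and 1953 lower at an unadjusted p under 0.05.
None of the 3 genes with the smallest p in each direction passed adjustment. Higher in *Ctnnb1 Δi.enh;Apc Min/+* tumors were *H19* (log2 fold change 2.21), *Gm15536* (1.24) and *Cebpb* (0.65), and lower were *Gm15446* (-2.91), *Mir3473e* (-2.0) and *Gm8013* (-1.69). *Gm15536* and *Mir3473e* lie within *Ipcef1* and *Rbks*, and *Cebpb* and *Gm8013* share bases with *Tmem189* and *Gm33370*. Fragments of these genes can therefore be counted for either gene. *Gm15536* and *Mir3473e* are also short (114 and 110 bases), so that their FPKM rest on few fragments. FPKM of *Mir3473e* was 0 in every knockout library.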

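Since the test of KEGG pathways in Figure 3N and O starts from differentially expressed genes, of which there were 0 at an adjusted p under 0.05 here, each pathway was tested over all its genes against all other tested genes with camera, using gene lists written down before the data were examined. The Wnt signaling pathway (133 tested genes) was lower in *Ctnnb1 Δi.enh;Apc Min/+* tumors by a mean log2 difference of -0.054, with 80 genes lower, 26 genes with an unadjusted p under 0.05 and an adjusted p = 0.0946 for the list (camera in limma). The result depended on the choices made: the adjusted p was 0.0389 for genes with a mean FPKM of at least 1, 0.0274 with quantile normalization, 0.0365 for protein-coding genes only, 0.0185 without *Apc Min/+* replicate 1 and 0.0207 from fgsea, but 0.364 without the filter on FPKM, 0.549 with the inter-gene correlation estimated from the data, 0.693 without *Apc Min/+* replicate 3 and 0.801 with the nearest Reactome set. The intestinal Wnt target genes (29 tested genes) were lower by -0.18 (adjusted p = 0.00306 from camera in limma), with 22 genes lower and all knockout libraries below all *Apc Min/+* libraries. The genes of pluripotency of stem cells (101 tested genes) differed by -0.028 (adjusted p = 0.623 from camera in limma) and those of gastric cancer (126 tested genes) by 0.0085 (adjusted p = 0.988 from camera in limma), and neither list passed the threshold under any choice that was run.
Nuclear-encoded genes of oxidative phosphorylation (83 tested genes) were higher in *Ctnnb1 Δi.enh;Apc Min/+* tumors by a mean log2 difference of 0.27 (adjusted p = 7.08e-10 from camera in limma), with 76 genes higher. Their library means overlapped (exact permutation test, p = 0.2), and the cytosolic ribosomal protein genes were higher by 0.24 in the same libraries. Focal adhesion genes (166 tested genes) were higher by 0.11, those of protein digestion and absorption (63 tested genes) by 0.20 and those of mucin type O-glycan biosynthesis (21 tested genes) by 0.24, each with an adjusted p of 0.0026 and with all knockout libraries above all *Apc Min/+* libraries (exact permutation test for each list, p = 0.1). For protein digestion and absorption the margin was small, with 3.096 in the lowest knockout library and 3.095 in the highest *Apc Min/+* library. Of the 63 genes of protein digestion and absorption, 29 encode collagens, and without these the difference was 0.043. With quantile normalization the focal adhesion genes had an adjusted p of 0.0754. Over the fits that left out a library, the nuclear-encoded genes of oxidative phosphorylation ran from 0.16 to 0.37. Those of mucin type O-glycan biosynthesis ran from 0.13, without knockout replicate 2 (adjusted p = 0.0477 from camera in limma), to 0.33. Estimating the inter-gene correlation moved these results most: the 5 lists with an adjusted p under 0.05 then had adjusted p between 0.305 and 0.427.

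**Figure D2:**
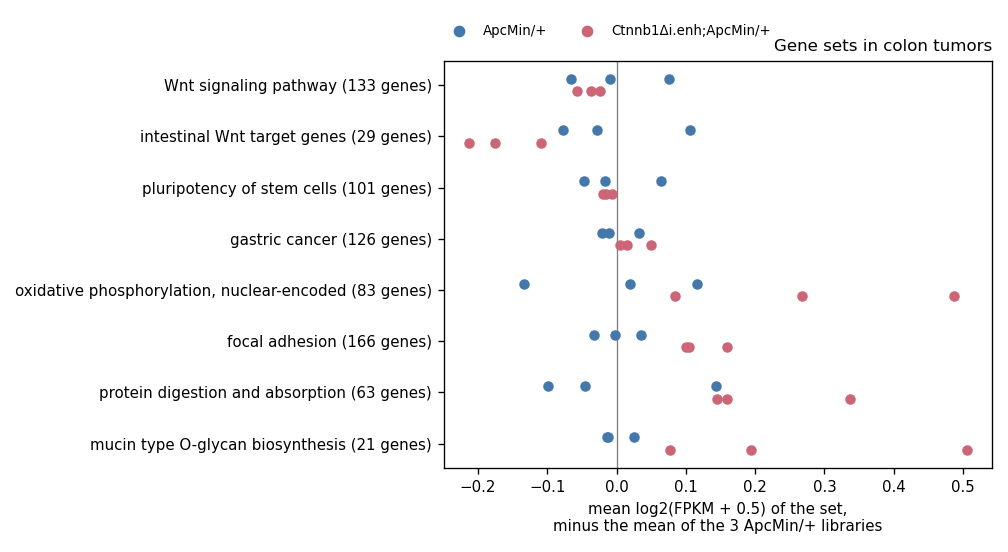
Mean log2(FPKM + 0.5) of 8 gene lists in colon tumors, with 1 point per library, relative to the mean of the 3 *Apc Min/+* libraries (vertical line at 0); blue points are *Apc Min/+* and red points *Ctnnb1 Δi.enh;Apc Min/+* libraries. The knockout libraries lie above all *Apc Min/+* libraries for focal adhesion, protein digestion and absorption (by little) and mucin type O-glycan biosynthesis, and below them for the intestinal Wnt target genes. Focal adhesion is no longer past an adjusted p of 0.05 under quantile normalization.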

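In the colon tumors, FPKM of *Ctnnb1* was 340.0 ± 36 (SD, n = 3) in *Apc Min/+* and 259 ± 17.4 (SD, n = 3) in *Ctnnb1 Δi.enh;Apc Min/+* libraries, a log2 fold change of -0.39 (standard error 0.128, adjusted p = 0.303 from limma). The highest knockout library (279) was below the lowest *Apc Min/+* library (299) (exact permutation test, p = 0.1). *Fzd10* (ENSMUSG00000081683; chromosome 5, 128600844 to 128604093, plus strand), a receptor of Wnt ligands, fell from 11.8 ± 2.88 to 6.13 ± 1.13 (SD, n = 3 each), with a log2 fold change of -0.88 (standard error 0.198, adjusted p = 0.269 from limma). *Rnf43* (ENSMUSG00000034177; chromosome 11, 87662722 to 87735539, plus strand) had an FPKM of 73.1 ± 2.06 in *Apc Min/+* and 57.9 ± 2.44 in *Ctnnb1 Δi.enh;Apc Min/+* tumors (SD, n = 3 each; log2 fold change -0.33, standard error 0.0782). *Axin2* had an FPKM of 102 ± 4.84 and 81.3 ± 3.81 (SD, n = 3 each; log2 fold change -0.32, standard error 0.0859). *Tcf4* (ENSMUSG00000053477; chromosome 18, 69343356 to 69689079, plus strand) had an FPKM of 15.4 ± 2.19 and 11.2 ± 0.712 (SD, n = 3 each; log2 fold change -0.44, standard error 0.119). For each of these 5 genes all 3 knockout libraries were below all 3 *Apc Min/+* libraries. Goblet cell and colonocyte markers were higher in the same knockout tumors, by a mean log2 difference of 1.02 and 0.56. Levels in whole tumor pieces do not separate lower expression within tumor cells from a larger share of normal epithelium. The symbol *Tcf4* does not name the gene of the Wnt effector TCF4, which is encoded by *Tcf7l2* (ENSMUSG00000024985; chromosome 19, 55741810 to 55933654, plus strand). *Tcf7l2* had an FPKM of 6.81 ± 0.344 in *Apc Min/+* and 6.30 ± 0.513 in *Ctnnb1 Δi.enh;Apc Min/+* tumors (SD, n = 3 each), and its groups overlapped (log2 fold change -0.11, exact permutation test, p = 0.3).
FPKM of *Lgr5* was 21.5 in *Ctnnb1 Δi.enh;Apc Min/+* replicate 1, above all *Apc Min/+* libraries (16.6 to 19.4), and 10.3 and 8.30 in the other knockout libraries. The groups of *Lgr5* therefore overlapped, with a log2 fold change of -0.50 (standard error 0.323, adjusted p = 0.488 from limma). *Myc* (ENSMUSG00000022346; chromosome 15, 61985391 to 61990374, plus strand) had an FPKM of 34.9 ± 8.71 in *Apc Min/+* and 34.5 ± 2.06 in *Ctnnb1 Δi.enh;Apc Min/+* tumors (SD, n = 3 each). Its log2 fold change was 0.017 (standard error 0.189, adjusted p = 0.975 from limma), and it was -0.092 with all libraries rescaled to the same total, where the median of all tested genes was -0.0903, and -0.10 with quantile normalization, where that median was -0.0147. The 14 tested genes examined by name in tumors were those of the heatmap, *Tcf7l2*, *Mki67*, *Muc2*, *Hnf4a*, *Creb1*, *Apc* and *Bambi*. Adjusted over that list alone, 6 had an adjusted p under 0.05 (lowest 0.00667), a value that depends on which genes are in the list. The lowest value was that of *Muc2*, which was higher in knockout tumors. The other passing genes, *Fzd10*, *Rnf43*, *Axin2*, *Tcf4* and *Ctnnb1*, were lower. The paper reasons from the fewer and smaller tumors, the staining and the lower expression of Wnt pathway genes that loss of the enhancer acts on tumor formation through Wnt signaling.

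**Figure D3:**
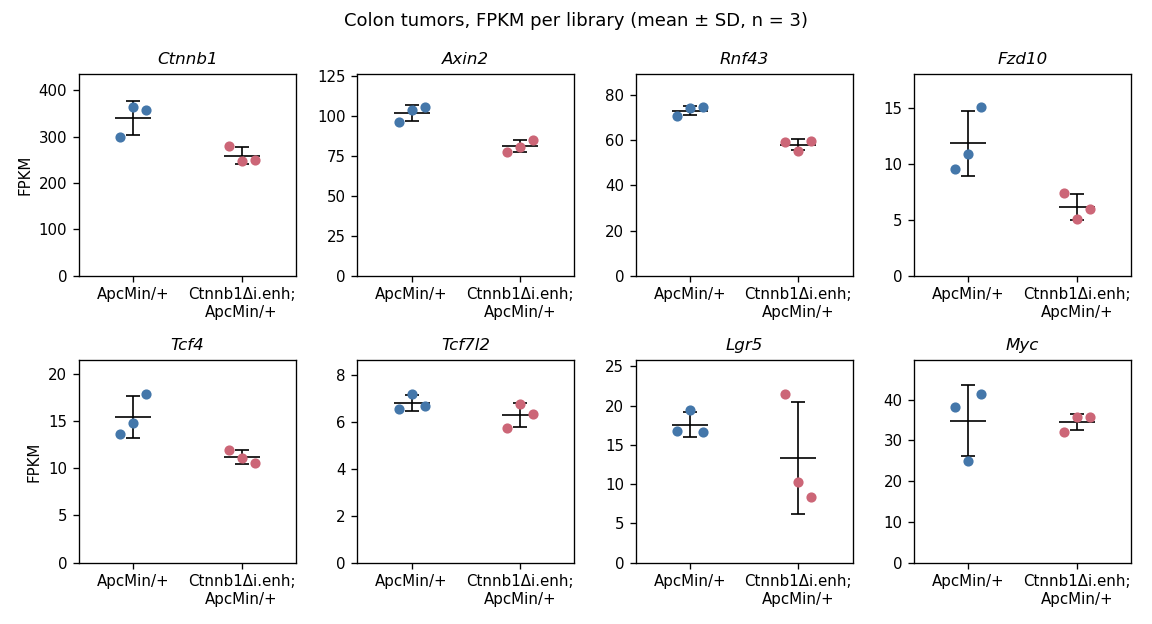
FPKM of 8 genes in colon tumors, with 1 point per library (3 *Apc Min/+* and 3 *Ctnnb1 Δi.enh;Apc Min/+*), a horizontal line at the group mean and bars for the SD; each y axis starts at 0. *Ctnnb1* lies between 299 and 363 in *Apc Min/+* and between 248 and 279 in *Ctnnb1 Δi.enh;Apc Min/+* tumors, while the points of *Tcf7l2*, *Lgr5* and *Myc* overlap between the groups.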

**Figure 3.**
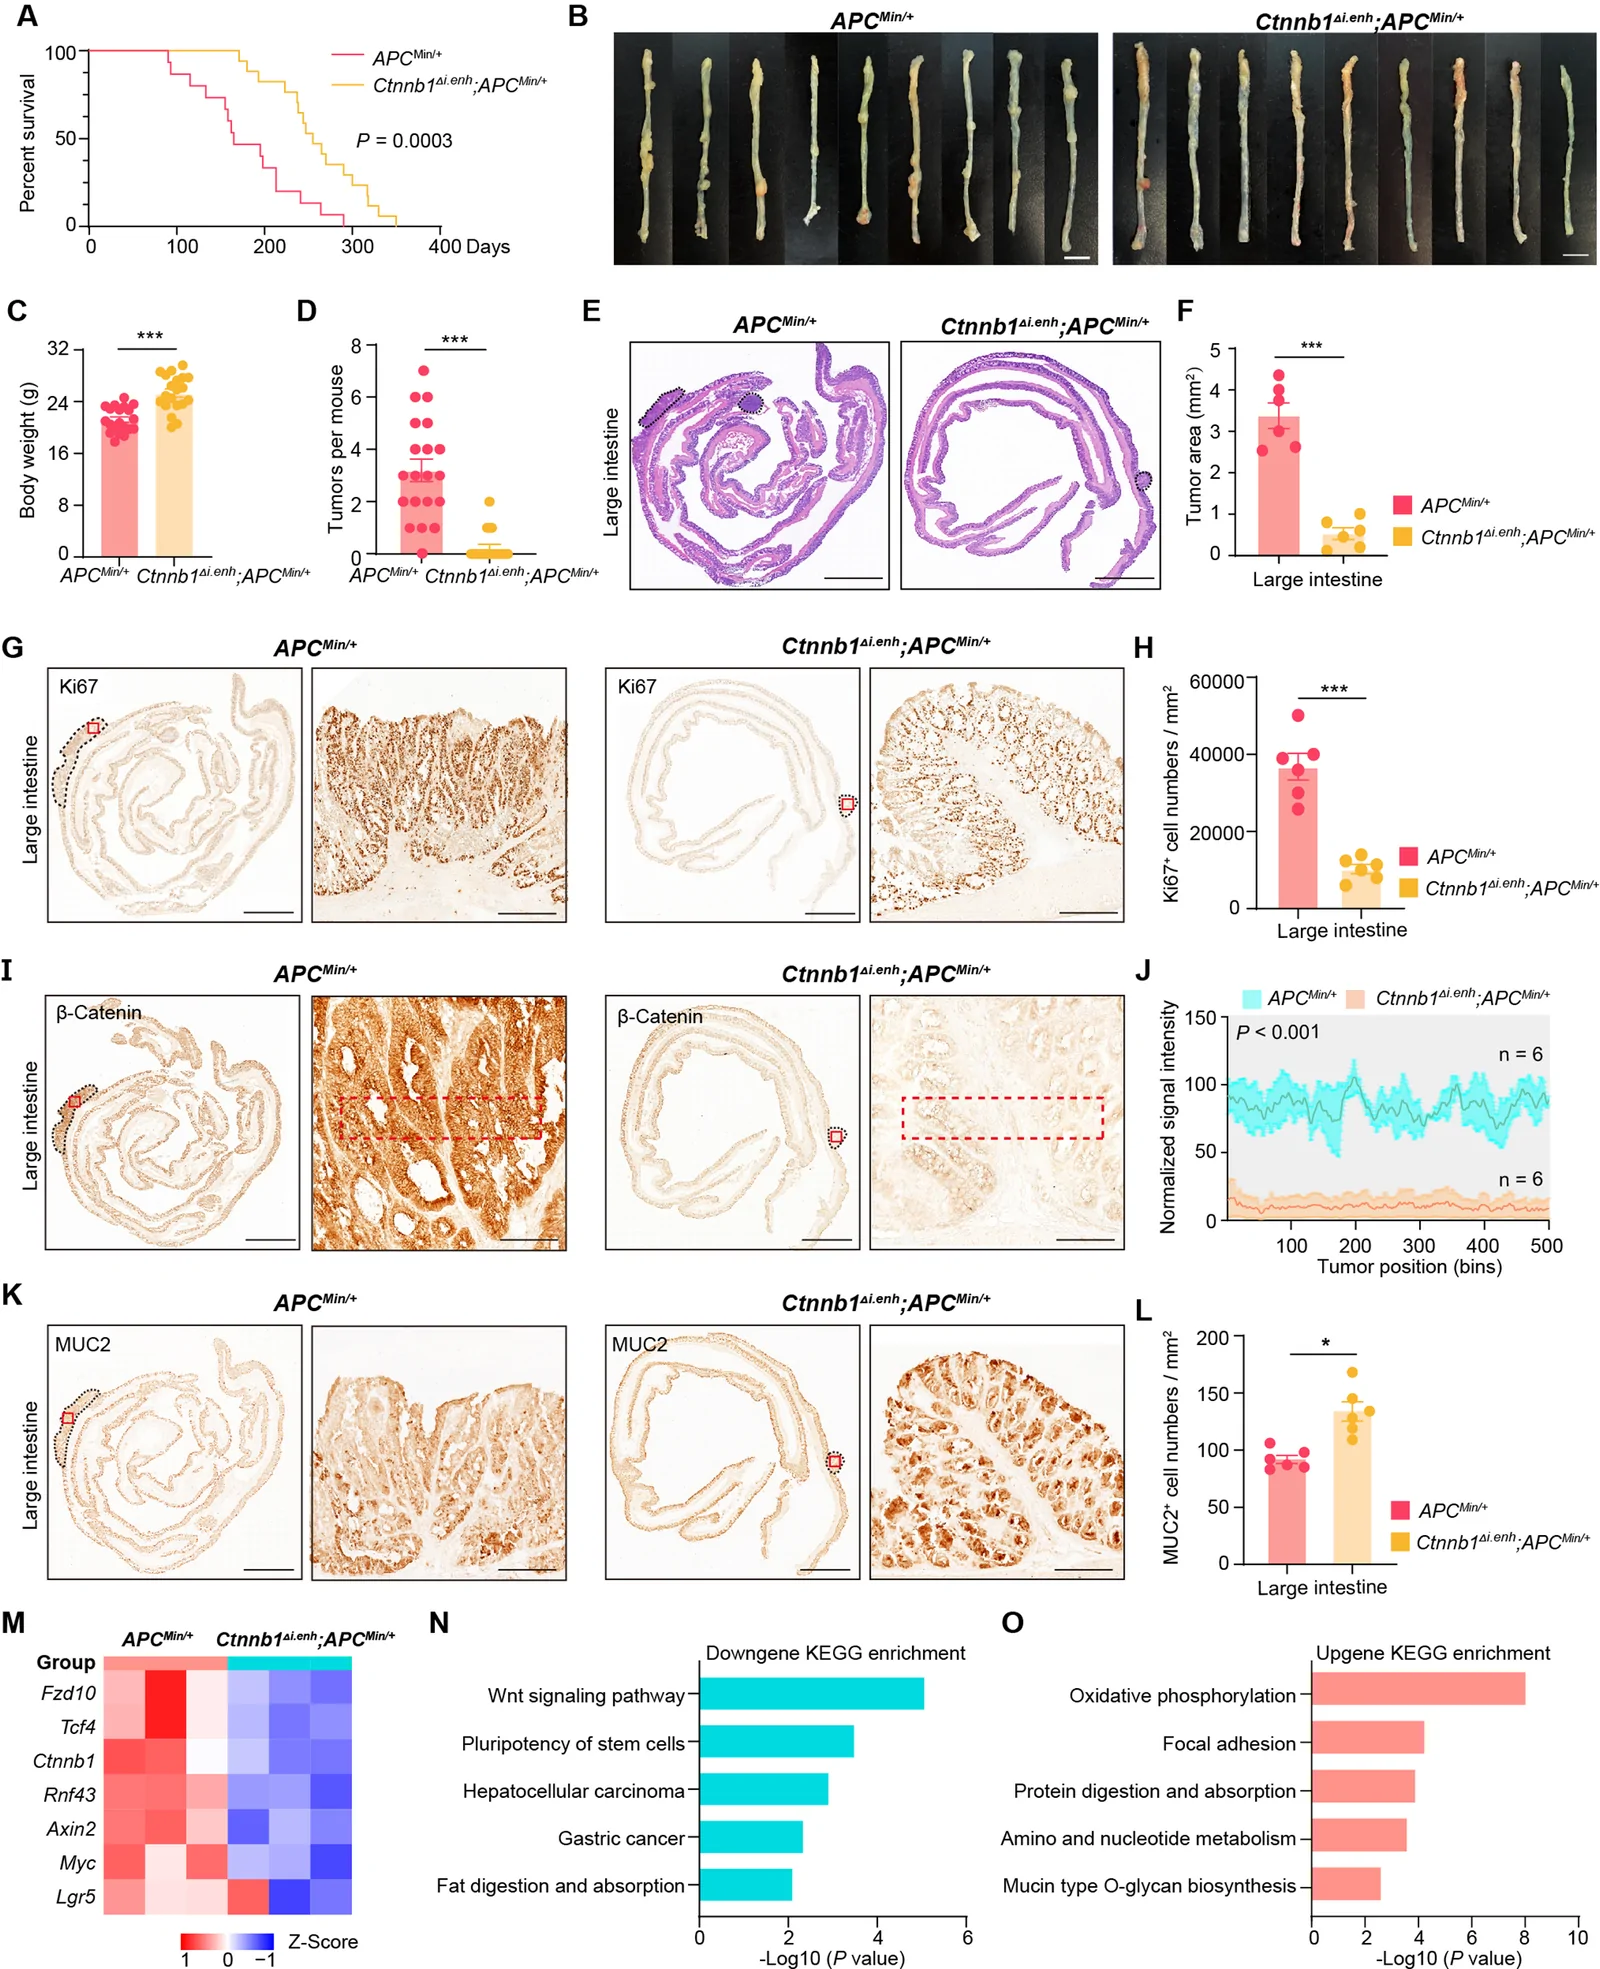
Knocking out ieCtnnb1 inhibits tumorigenesis of colorectal cancer. (**A**) Survival of *Apc*^Min/+^ (n=15) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=17) mice. (**B**) Colon images of 5-month-old *Apc*^Min/+^ (n=9) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=9) mice. (**C**) Weight statistics of 5-month-old *Apc*^Min/+^ (n=20) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=20) mice. (**D**) The statistical analysis of tumor counts in colons of 5-month-old *Apc*^Min/+^ (n=9) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=9) mice. (**E**) Representative H&E staining images of colon sections of 5-month-old *Apc*^Min/+^ and *Ctnnb1^Δi.enh^;Apc*^Min/+^ mice. (**F**) The statistical analysis of colon tumor area in 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**G–H**) Immunohistochemistry (**G**) and quantification (**H**) of Ki67+ cells in colon tumors of 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**I–J**) Immunohistochemistry (**I**) and signal intensity statistics (J, red dashed boxes of I) of β-catenin in colon tumors of 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**K–L**) Immunohistochemistry (**K**) and quantification (**L**) of MUC2+ cells in colon tumors of 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**M**) The heatmap showing relative expressions of Wnt signaling pathway genes of colon tumors from 5-month-old *Apc*^Min/+^ (n=3) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=3) mice. (**N–O**) KEGG analyses of downregulated (**N**) and upregulated (**O**) genes in colon tumors of 5-month-old *Apc*^Min/+^ (n=3) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=3) mice. Scale bars, 1 cm (**B**), 4 mm (**E, G, I, and K**), 200 μm (magnified views in G and K), 100 μm (magnified views in I). Quantification data are shown as means ± SEM, statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**C, D, F, H, J, and L**) or log-rank analysis (**A**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 3—source data 1.Numerical data for Figure 3A. Figure 3—source data 2.Numerical data for Figure 3C. Figure 3—source data 3.Numerical data for Figure 3D. Figure 3—source data 4.Numerical data for Figure 3F. Figure 3—source data 5.Numerical data for Figure 3H. Figure 3—source data 6.Numerical data for Figure 3L.

**Figure 3—figure supplement 1.**
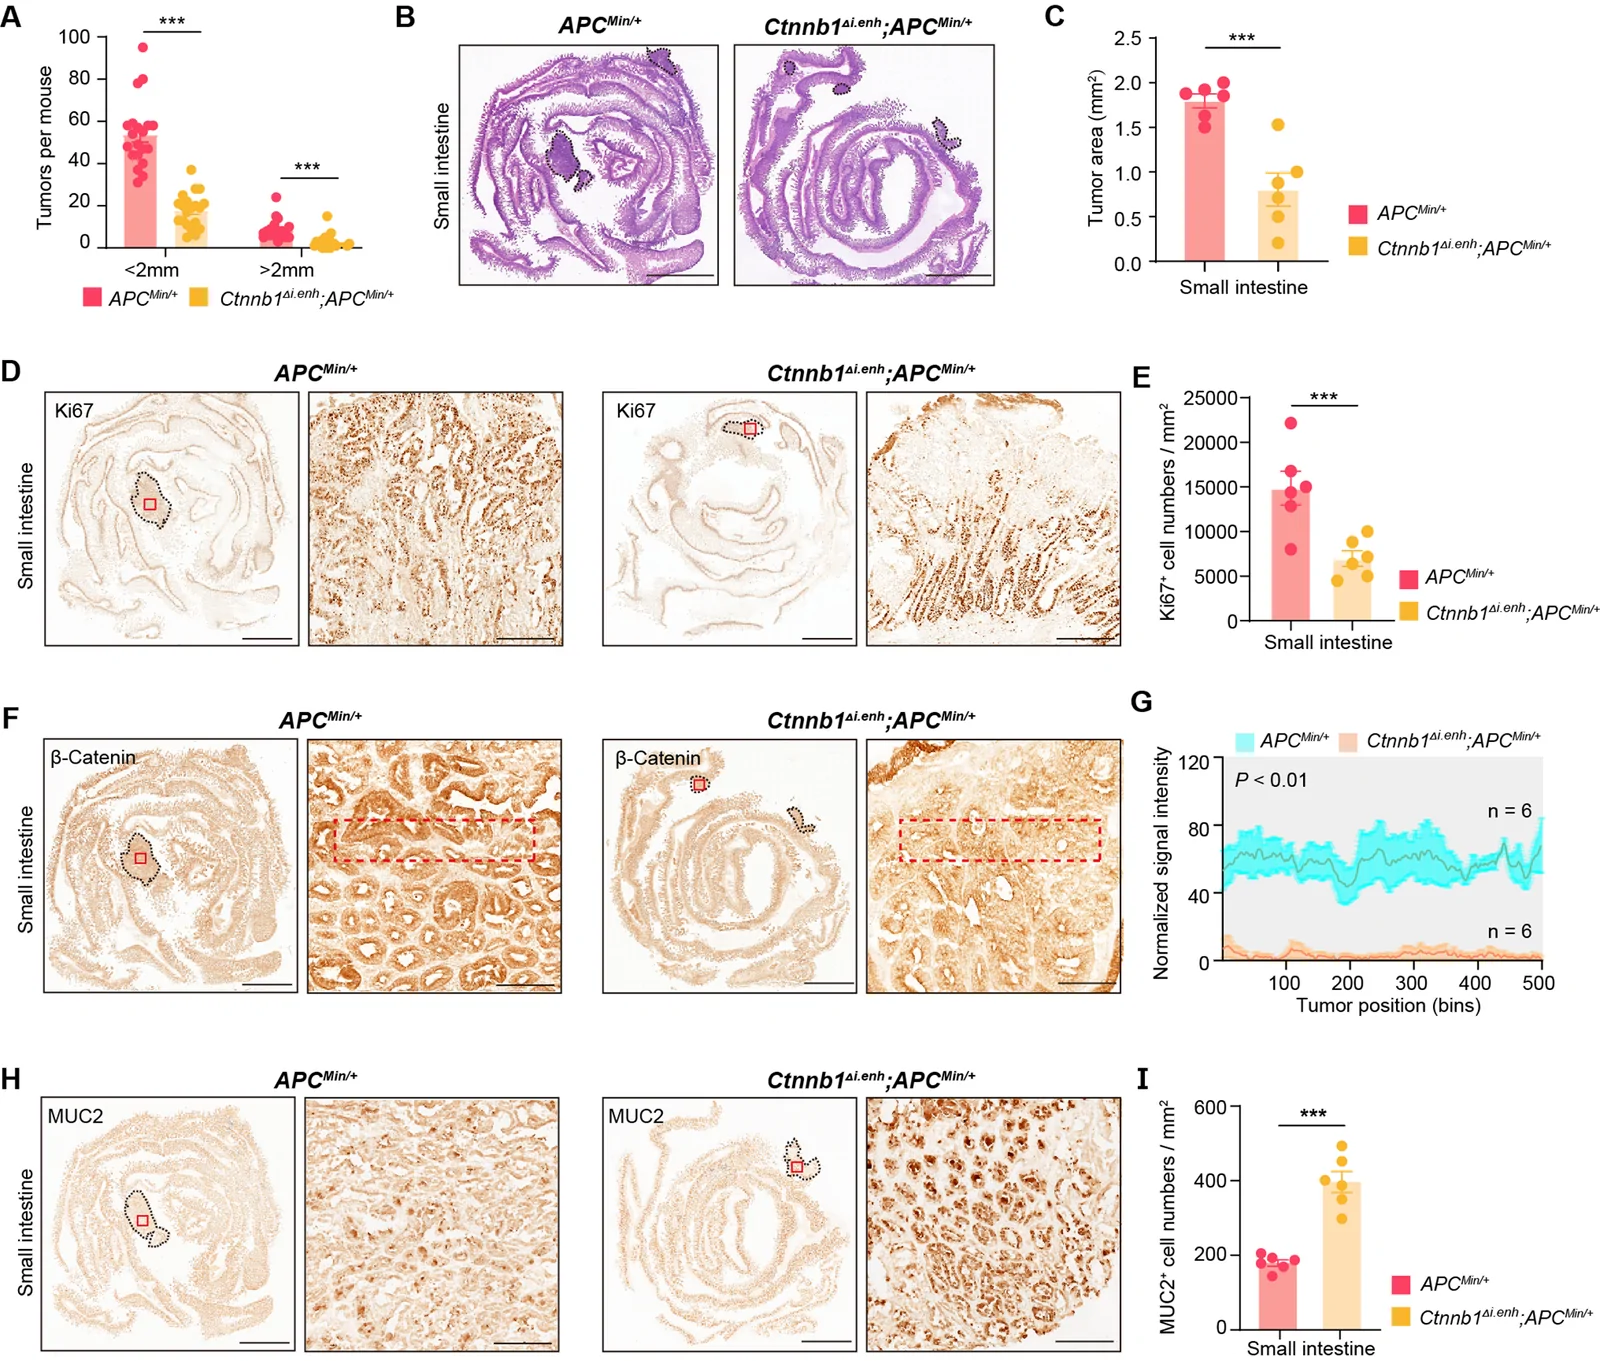
Knocking out ieCtnnb1 inhibits tumorigenesis of small intestine. (**A**) Statistical analyses of tumor counts in small intestines of 5-month-old *Apc*^Min/+^ (n=20) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=20) mice. (**B**) Representative H&E staining images of small intestine sections of 5-month-old *Apc*^Min/+^ and *Ctnnb1^Δi.enh^;Apc*^Min/+^ mice. (**C**) The statistical analysis of small intestinal tumor area in 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**D–E**) Immunohistochemistry (**D**) and quantification (**E**) of Ki67+ cells in small intestinal tumors of 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**F–G**) Immunohistochemistry (**F**) and signal intensity statistics (G, red dashed boxes of F) of β-catenin in small intestinal tumors of 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. (**H–I**) Immunohistochemistry (**H**) and quantification (**I**) of MUC2+ cells in small intestinal tumors of 5-month-old *Apc*^Min/+^ (n=6) and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n=6) mice. Scale bars, 4 mm (**B, D, F, and H**), 200 μm (magnified views in D and H), 100 μm (magnified views in F). Quantification data are shown as means ± SEM, statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**C, E, G, and I**) or Multiple *t*-tests – one per row (**A**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 3—figure supplement 1—source data 1.Numerical data for Figure 3—figure supplement 1A. Figure 3—figure supplement 1—source data 2.Numerical data for Figure 3—figure supplement 1C. Figure 3—figure supplement 1—source data 3.Numerical data for Figure 3—figure supplement 1E. Figure 3—figure supplement 1—source data 4.Numerical data for Figure 3—figure supplement 1I.

### Human ieCTNNB1 drives the expression of reporter gene in the GI tract

We next investigated whether the human genome also harbors an intestinal enhancer for *CTNNB1*. A region with open chromatin (DNase I hypersensitivity) and enrichment of H3K27ac/H3K4me1 was identified at 38,489 bp upstream of human *CTNNB1* in adult small intestine and colon tissues (Figure 4A). Moreover, the H3K27ac enrichment is also present in esophagus but not in non-GI tissues (Figure 4—figure supplement 1A). Similar to ieCtnnb1, the 3-kb-long human genomic region, named as ieCTNNB1, resides in the same TAD as the promoter of *CTNNB1* (Figure 4—figure supplement 1B). We generated ieCTNNB1 reporter mice (*H11^hi.enh^*) and observed that ieCTNNB1 could drive *LacZ* expression in the bottom of small intestinal crypts and the entire epithelia of large intestine, also exhibiting a proximal-low to distal-high pattern (Figure 4B). Notably, the LacZ signal driven by human ieCTNNB1 was less intense than that driven by mouse ieCtnnb1, potentially attributed to species-specific TF-enhancer interactions.

**Figure 4.**
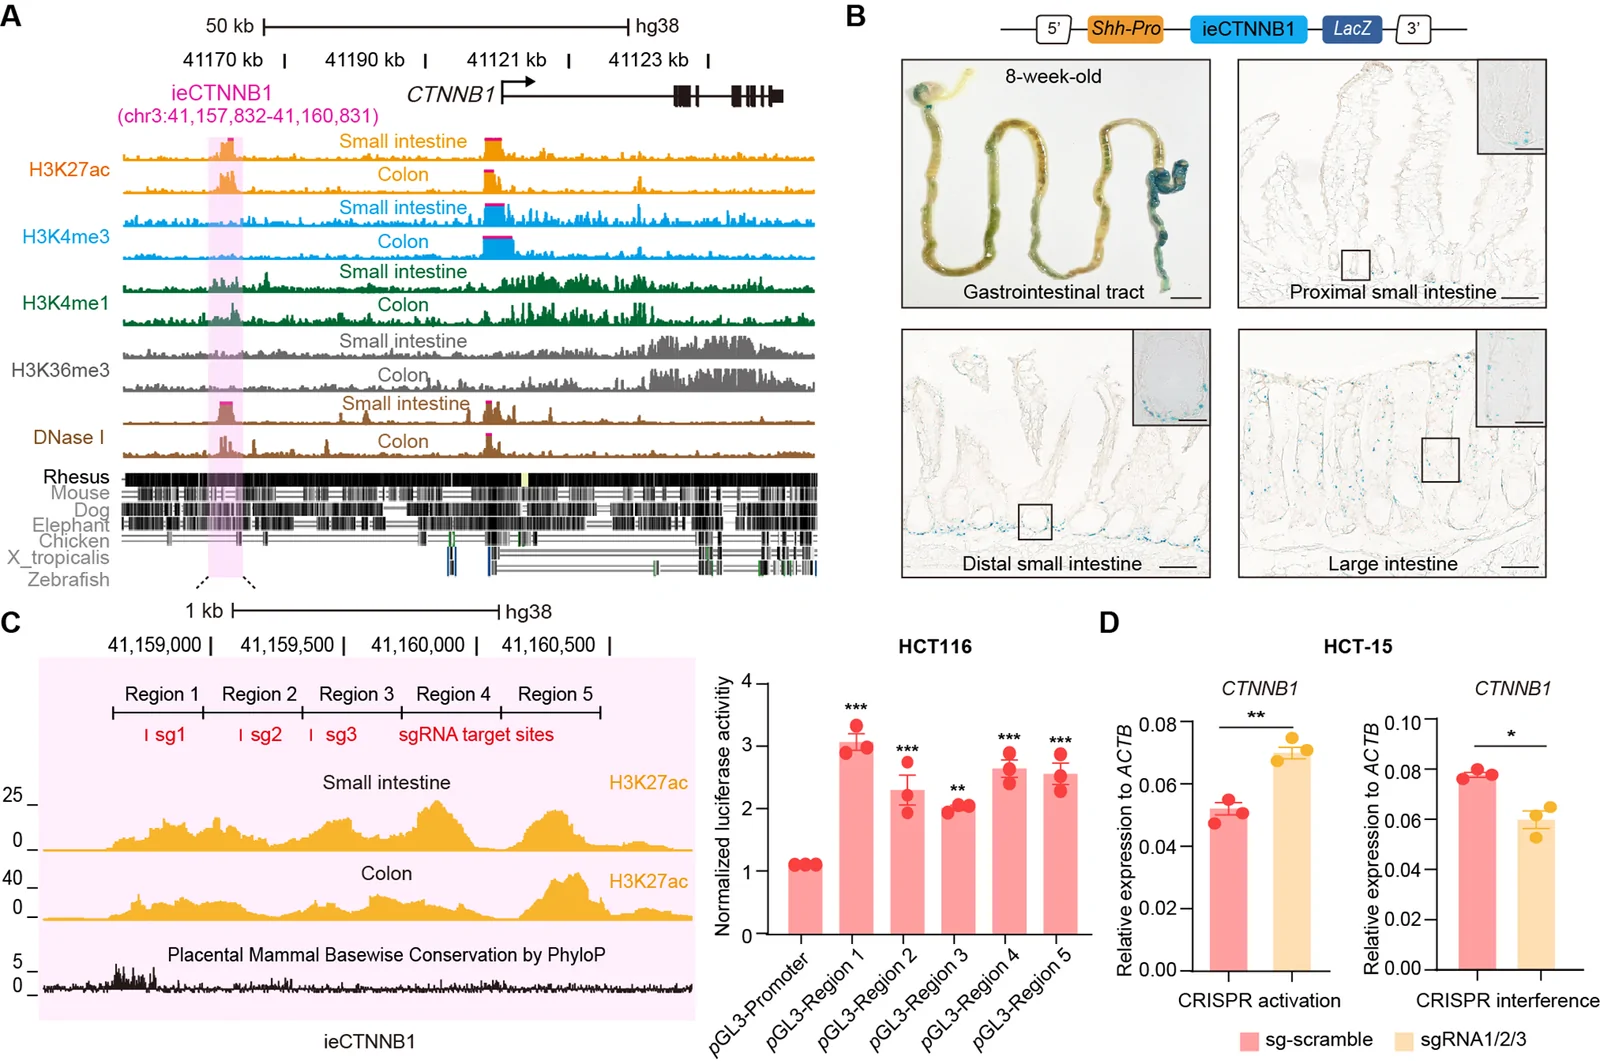
ieCTNNB1 is the intestinal enhancer of human *CTNNB1*. (**A**) Schematic representation of human *CTNNB1* gene and the location of ieCTNNB1 (3,000 bp, pink shading), which is marked by H3K27ac and H3K4me1 peaks, and DNaseI hypersensitivity in human small intestine (30-year-old female) and colon (34-year-old male). Data were obtained from ENCODE. (**B**) Top: a schematic illustration showing that the knock-in construct containing the *Shh* promoter, ieCTNNB1 sequences (3,000 bp), and the LacZ reporter gene. Bottom: X-Gal staining (blue) of the gastrointestinal tract, and sections of the proximal small intestine, distal small intestine, and large intestine in 8-week-old *H11^hi.enh^* mice. (**C**) Left: ieCTNNB1 is marked by enrichment of H3K27ac in human small intestine (30-year-old female) and colon (34-year-old male). Data were obtained from ENCODE. Locations of single-guide RNA (sgRNA) target sites were indicated. Five subregions of ieCTNNB1 were shown. Right: luciferase reporter assay in HCT116 cells transfected with indicated plasmids for 48 hr. (**D**) Quantitative reverse transcription PCR (RT-qPCR) showing relative mRNA levels of *CTNNB1* in HCT-15 cells transfected with indicated CRISPR activation or CRISPR interference vectors for 48 hr. Scale bars, 1 cm (whole mount in B), 100 μm (sections in B), 10 μm (magnified views in B). Quantification data are shown as means ± SEM, statistical significance was determined using one-way ANOVA (**C**) and an unpaired two-tailed Student’s *t*-test (**D**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 4—source data 1.Numerical data for Figure 4C. Figure 4—source data 2.Numerical data for Figure 4D.

**Figure 4—figure supplement 1.**
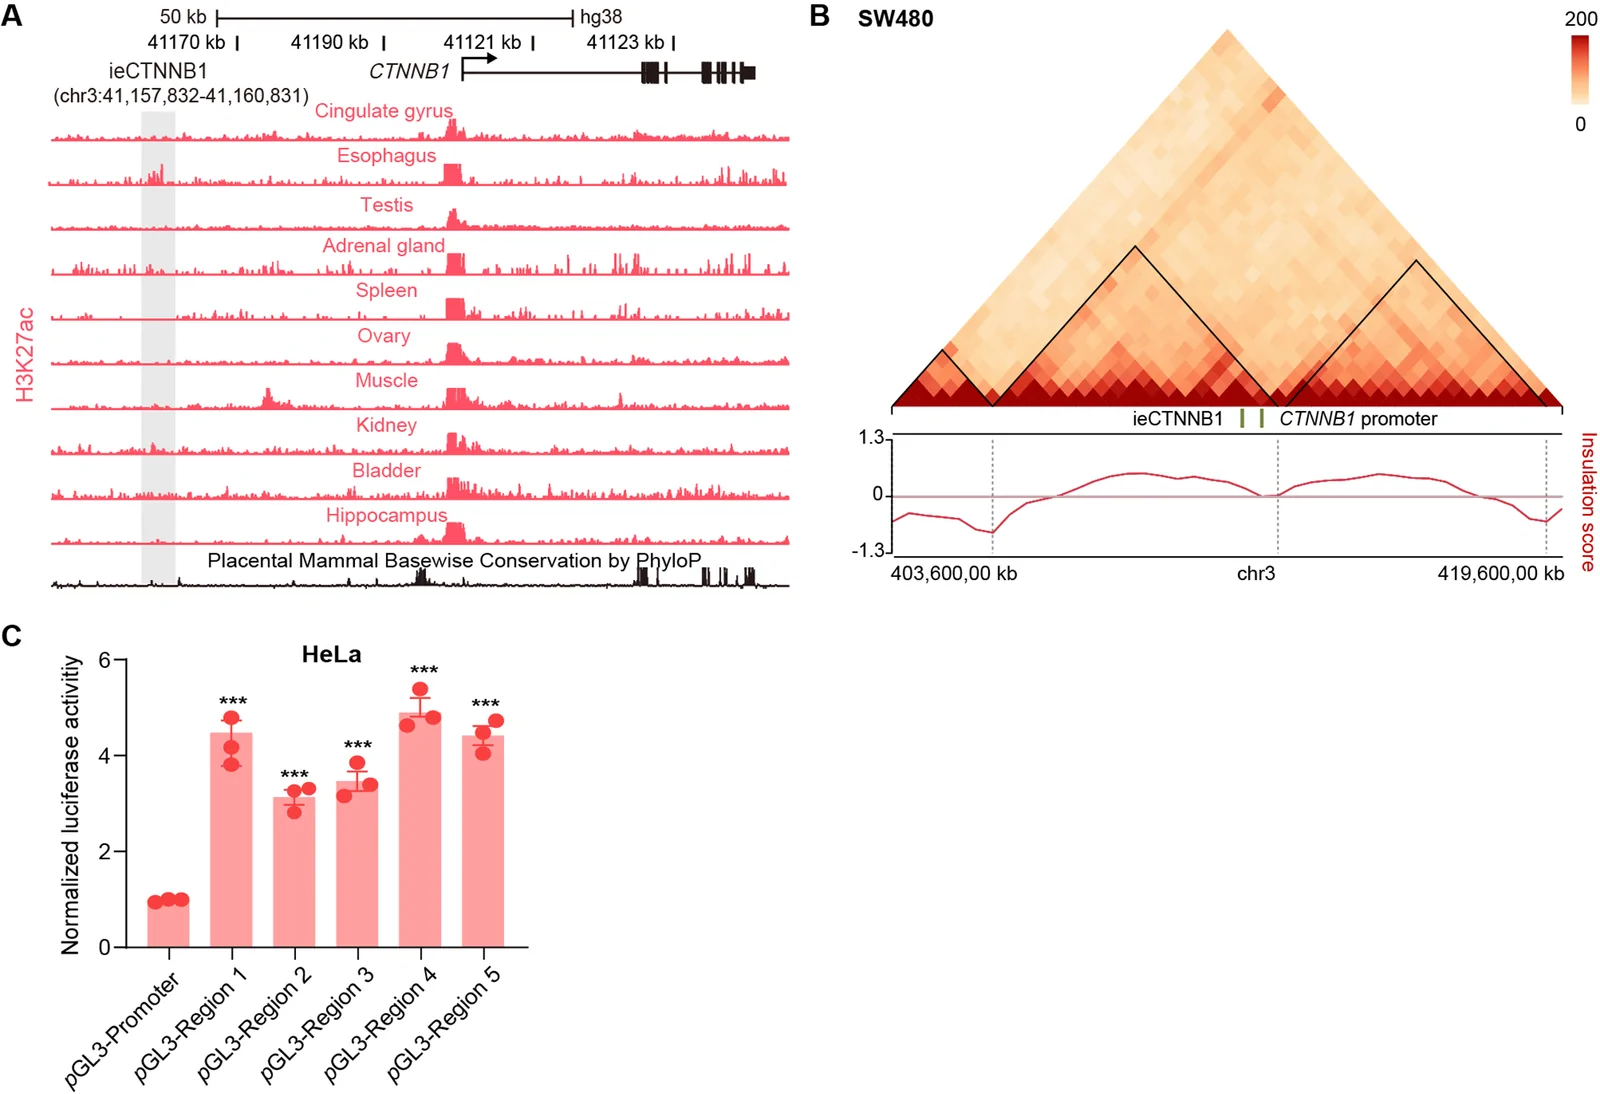
ieCTNNB1 is the intestinal enhancer of human *CTNNB1*. (**A**) Schematic representation of the upstream region of human *CTNNB1* gene and the location of ieCTNNB1 (gray shading). Enrichment of H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) signals in indicated human tissues was shown. Data were obtained from ENCODE. (**B**) Hi-C data of SW480 cells. Boundaries of the topologically associating domains (TADs) and locations of *CTNNB1* promoter and ieCTNNB1 (green bar) were marked. (**C**) Luciferase reporter assays of HeLa cells transfected with indicated plasmids for 48 hr. Quantification data are shown as means ± SEM, statistical significance was determined using one-way ANOVA (**C**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 4—figure supplement 1—source data 1.Numerical data for Figure 4—figure supplement 1C.

The H3K27ac-enriched region of ieCTNNB1 was divided into five equal parts for the luciferase reporter assay. Experiments demonstrated that each of the five ieCTNNB1 subregions individually increased luciferase activity in both HCT116 and HeLa cells (Figure 4C, Figure 4—figure supplement 1C). We then conducted CRISPR-mediated activation and interference in HCT-15 CRC cells using three guide RNAs (gRNAs) targeting ieCTNNB1, which respectively enhanced and inhibited transcription of *CTNNB1* (Figure 4D). Together, ieCTNNB1 is the intestinal enhancer of *CTNNB1* for human GI epithelia.

### ieCTNNB1 is activated in CRC and its activity positively correlates with the expression of *CTNNB1*

CRC, one of the most prevalent cancers in human, is often associated with aberrant activation of the Wnt signaling (Li et al., 2021a). We then studied whether the occurrence of CRC is associated with enhancer activation of ieCTNNB1. We previously conducted paired analyses of chromatin immunoprecipitation sequencing (ChIP-seq) for H3K27ac and H3K4me3, alongside RNA-seq on 68 CRC samples and their adjacent normal (native) tissue (Li et al., 2021a). In the current study, we performed analyses for the enrichment of H3K27ac and H3K4me3 at ieCTNNB1 and *CTNNB1* promoter regions, as well as the expression levels of *CTNNB1*, followed by combined analyses (Figure 5A, Figure 5—figure supplement 1). As anticipated, the expression levels of *CTNNB1* in CRC samples were significantly higher than those in neighboring native tissues (Figure 5B). Essentially, the enrichment of H3K27ac at ieCTNNB1 in CRC tissues were significantly higher than that in native tissues (Figure 5C, Figure 5—figure supplement 1A). In contrast, the enrichment of H3K4me3 at *CTNNB1*’s promoter was comparable between cancer and native tissues (Figure 5C). Moreover, the enrichment of H3K27ac at ieCTNNB1 positively correlated with the expression of *CTNNB1*, but the enrichment of H3K4me3 at *CTNNB1*’s promoter was not associated with *CTNNB1*’s expression (Figure 5D). Therefore, it’s the activity of enhancer but not the promoter that reflects the occurrence of CRC and expression levels of *CTNNB1*.

**Figure 5.**
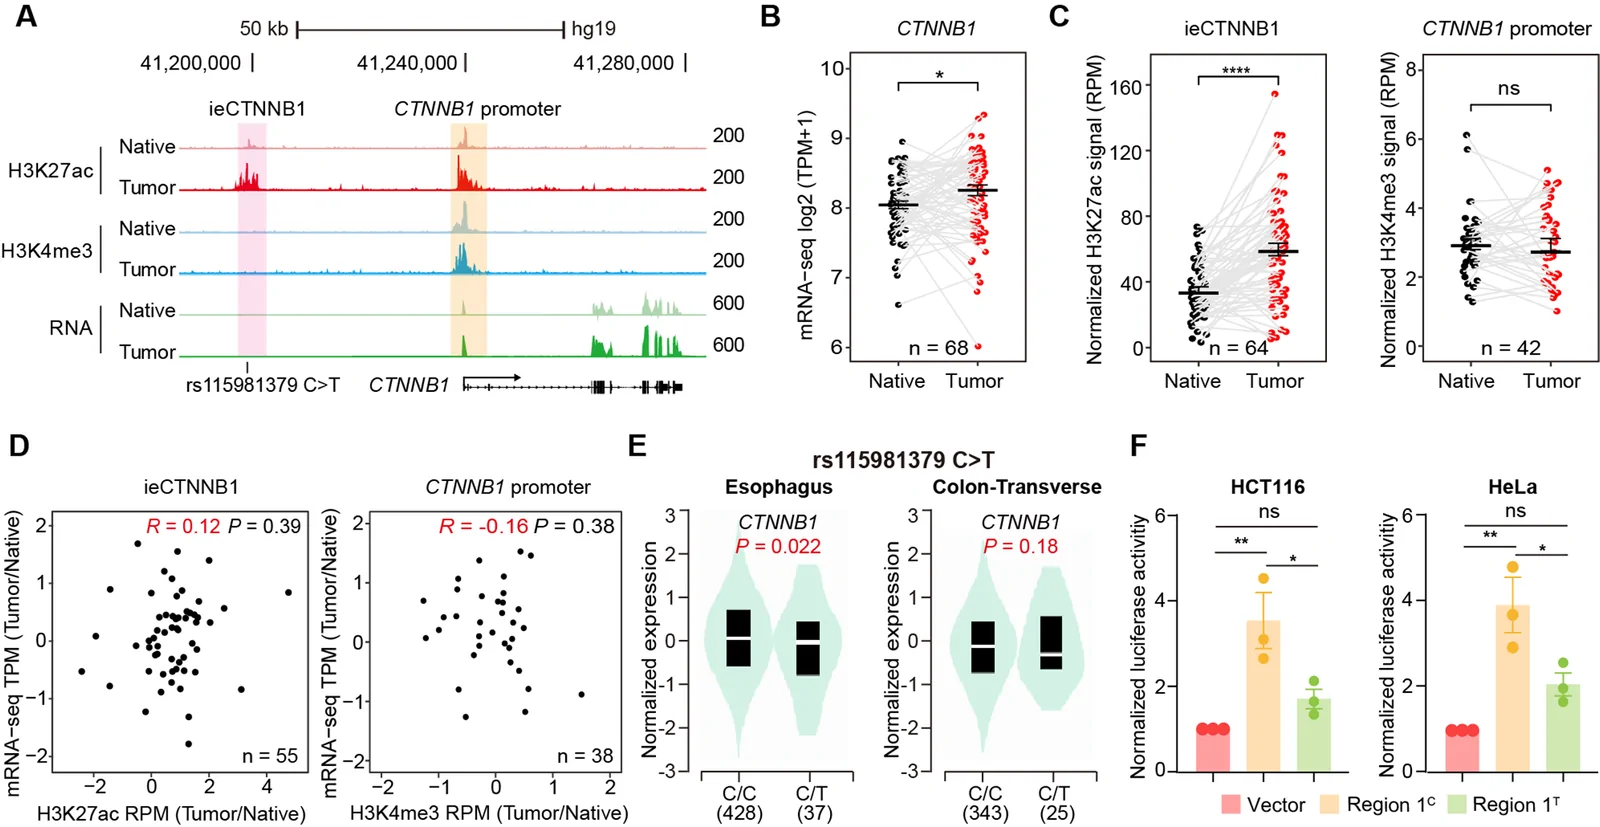
ieCTNNB1 is activated in colorectal cancer and its activity positively correlates with the expression of *CTNNB1*. (**A**) Schematic representation of ieCTNNB1 (pink shading) and *CTNNB1* promoter (yellow shading), which is respectively marked by H3K27ac and H3K4me3 peaks, and mRNA signals in native and tumor tissues of a patient with colorectal cancer. The location of risk mutation site was indicated. (**B**) Comparison of *CTNNB1* expression levels in native and tumor tissues of colorectal cancer patients (n=68). (**C**) Left: comparison of H3K27ac signals at ieCTNNB1 in native and tumor tissues of colorectal cancer patients (n=64). Right: comparison of H3K4me3 signals at *CTNNB1* promoter in native and tumor tissues of colorectal cancer patients (n=42). (**D**) Left: correlation between H3K27ac signals at ieCTNNB1 and *CTNNB1* expression in native and tumor tissues of colorectal cancer patients (n=55). Right: correlation between H3K4me3 signals at *CTNNB1* promoter and *CTNNB1* expression in native and tumor tissues of colorectal cancer patients (n=38). (**E**) Left: comparison of *CTNNB1* expression in esophagus between subjects with common sequence (C/C, n=428) and variant sequence (C/T, n=37). Right: comparison of *CTNNB1* expression in transverse colon between subjects with common sequence (C/C, n=343) and variant sequence (C/T, n=25). (**F**) Luciferase reporter assay in HCT116 and HeLa cells transfected with indicated plasmids for 48 hr. Quantification data are shown as means ± SEM, statistical significance was determined using a paired (**B, C, and D**) or unpaired (**E**) two-tailed Student’s *t*-test and two-way ANOVA (**F**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. R: Pearson correlation. Figure 5—source data 1.Numerical data for Figure 5F.

**Figure 5—figure supplement 1.**
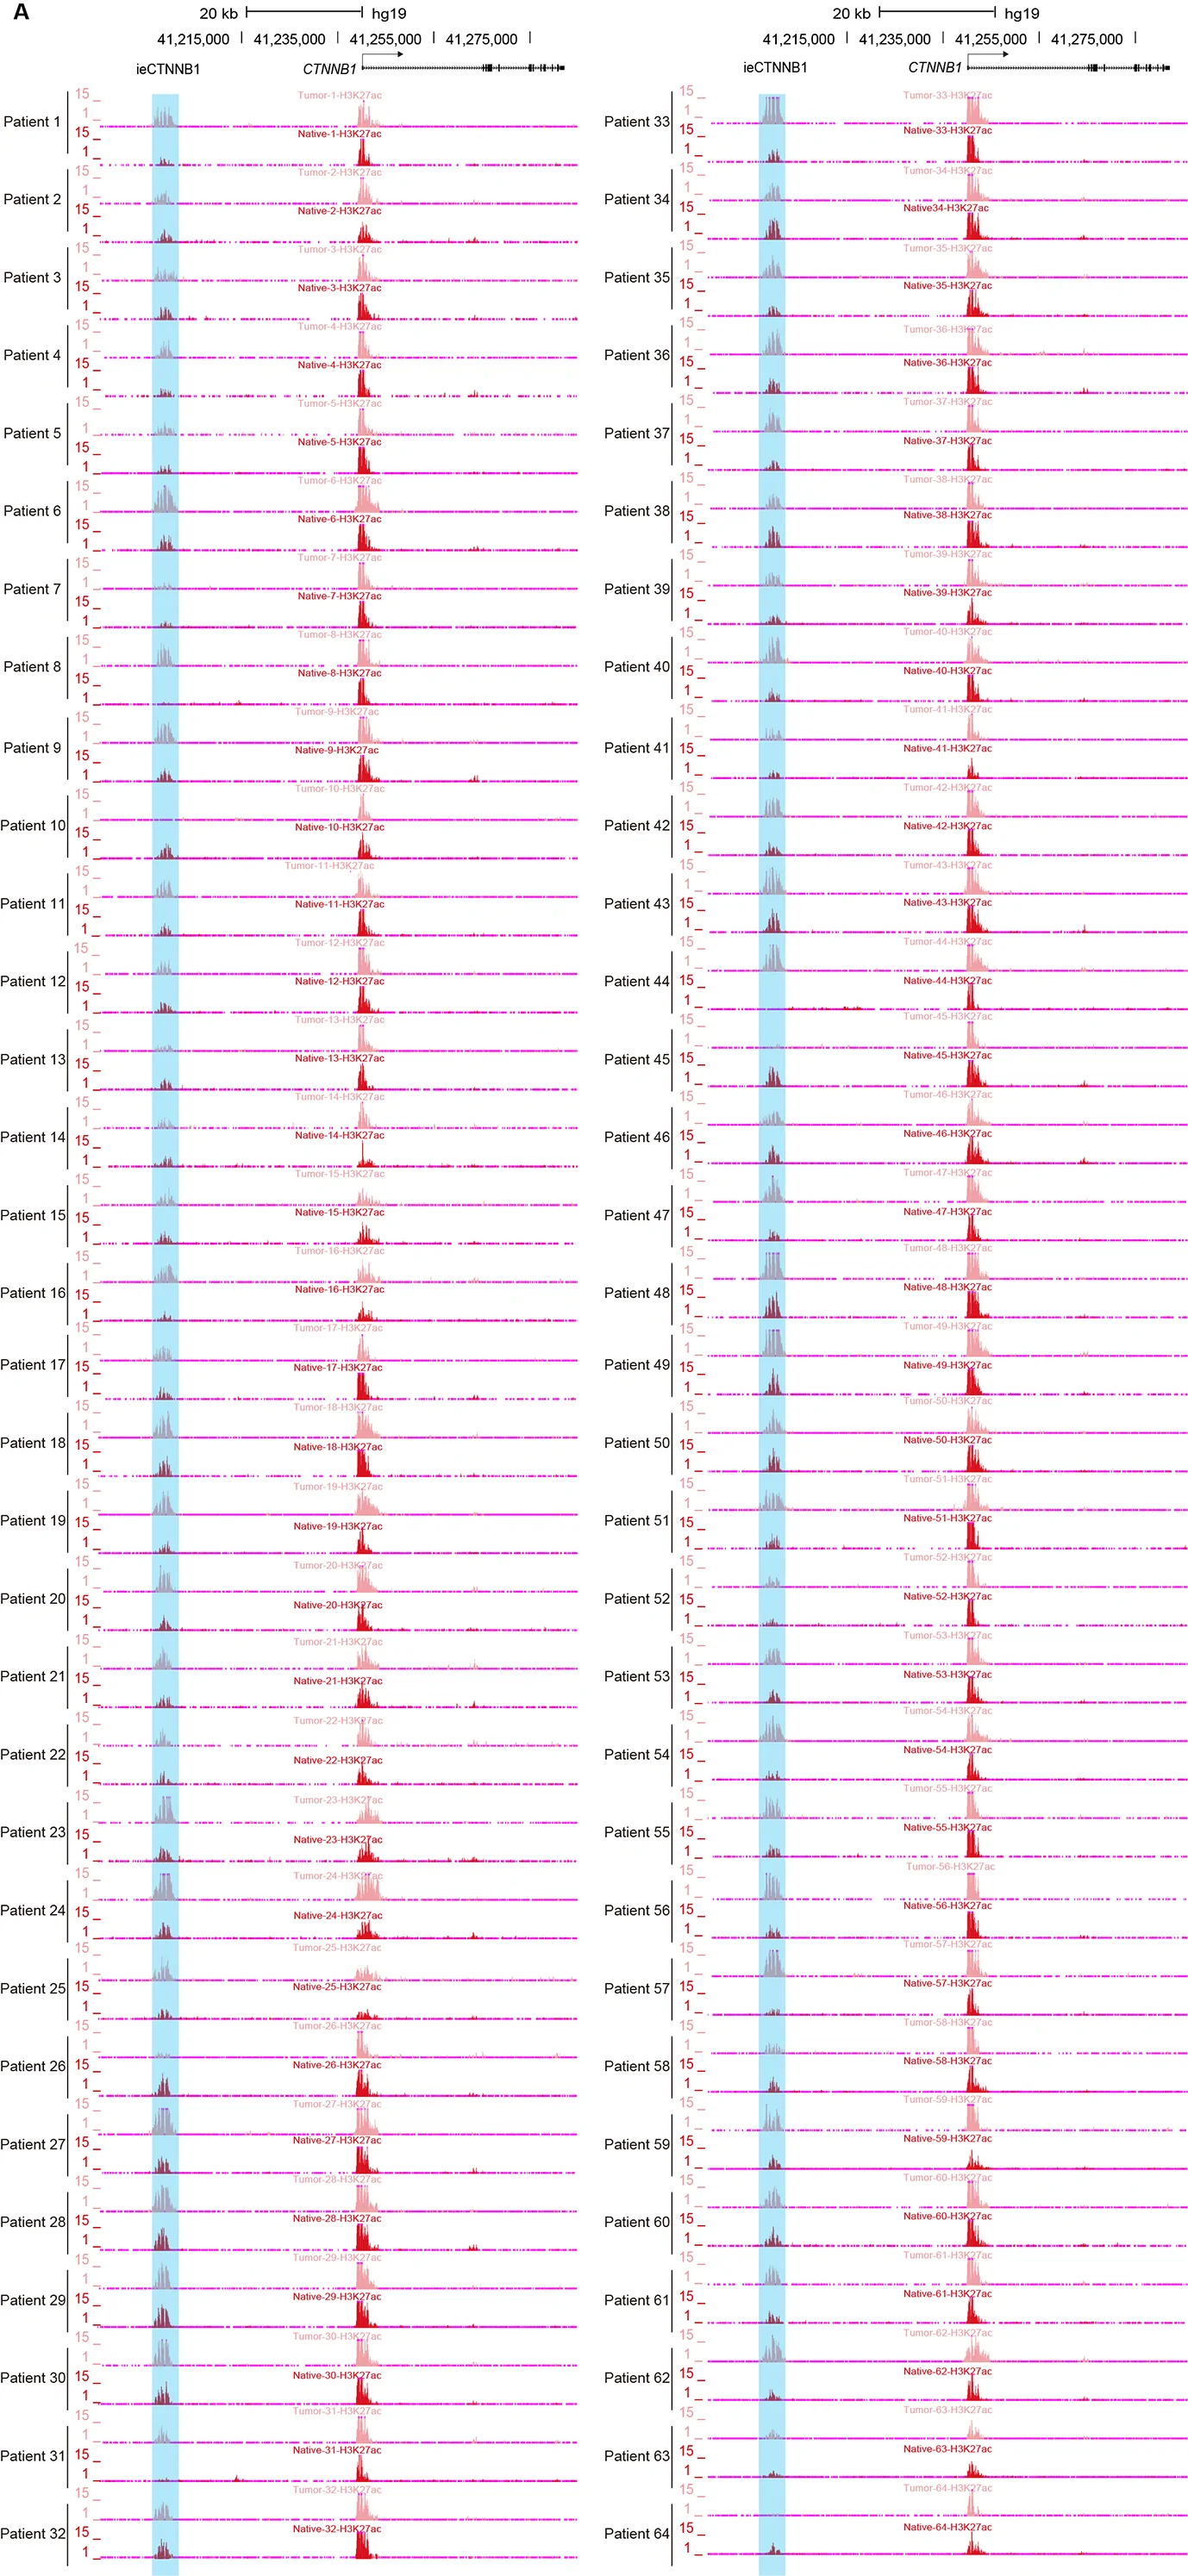
ieCTNNB1 is activated in colorectal cancer. (**A**) H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) signals at ieCTNNB1 (blue shading) in paired tumor (top) and native (bottom) tissues of patients with colorectal cancer (n=64).

By examining Genotype Tissue Expression (GTEx) eQTL data browser, an SNP, rs15981379 (C>T) within ieCTNNB1 was discovered (Figure 5A). Importantly, the C>T variation is inversely correlated with the expression levels of *CTNNB1* in the esophagus and transverse colon (Figure 5E). Luciferase reporter assays in HCT116 and HeLa cells revealed that the C>T variation indeed compromised luciferase activity driven by the ieCTNNB1 region 1 (Figure 5F).

### HNF4α and p-S133-CREB1 bind to ieCTNNB1 and maintains the expression of *CTNNB1*

Characterizing associated trans-factors of ieCtnnb1 and ieCTNNB1 is essential for revealing related transcriptional mechanisms and holds clinical relevance. By examining Cistrome Data Browser for ChIP-seq data, eight trans-factors were found to associate with ieCTNNB1 in human CRC cells or ieCtnnb1 in mouse GI tissues (Figure 6A, Figure 6—figure supplement 1A). Moreover, they are relatively highly expressed and/or have positive correlation with *CTNNB1*’s expression in colon cancer samples. We then transduced shRNAs-expressing plasmids into HCT-15 cells to individually downregulate their expressions, revealing that decreasing the expression of *CREB1* (cAMP responsive element binding protein 1) or *HNF4A* (hepatocyte nuclear factor 4 alpha) could compromise *CTNNB1*’s transcription (Figure 6B, Figure 6—figure supplement 1B). Of note, HNF4α plays crucial roles in the normal development of the colon and the maintenance of epithelial barrier (Garrison et al., 2006; Cattin et al., 2009). The phosphorylation of CREB1 at serine 133 (p-S133-CREB1) is essential for its role in activation of gene transcription (Carlezon et al., 2005). ChIP-qPCR experiments showed that enrichment of p-S133-CREB1 was more prominent than CREB1 at ieCtnnb1 in small intestinal crypts and at ieCTNNB1 in HCT-15 cells (Figure 6C and D, Figure 6—figure supplement 1C). Notably, HNF4α and p-S133-CREB1 bind to multiple subregions of ieCTNNB1 and ieCtnnb1, as well as the promoters of *CTNNB1* and *Ctnnb1* (*pCTNNB1* and *pCtnnb1*) in HCT-15 cells and small intestinal crypts (Figure 6C and D, Figure 6—figure supplement 1C and D). By analyzing the GEIPA-COAD (colon adenocarcinoma) and READ (rectum adenocarcinoma) database, expression levels of *CREB1* and *HNF4A* were found to be significantly higher in colon and rectum cancer samples than those of normal tissues (Figure 6E). Furthermore, expression levels of *CREB1* and *HNF4A* positively correlated with that of *CTNNB1* (Figure 6F). HNF4α and p-S133-CREB1 were significantly enriched at the promoter of *Ctnnb1* in *Apc* mutation induced colon cancer tissues (Figure 6G and H). Intriguingly, knockout of ieCtnnb1 greatly diminished the association of HNF4α and p-S133-CREB1 with *Ctnnb1*’s promoter (Figure 6G and H). In summary, HNF4α and p-S133-CREB1 were identified as essential trans-factors that bind to ieCTNNB1 and maintain *CTNNB1*’s expression.

**Figure 6.**
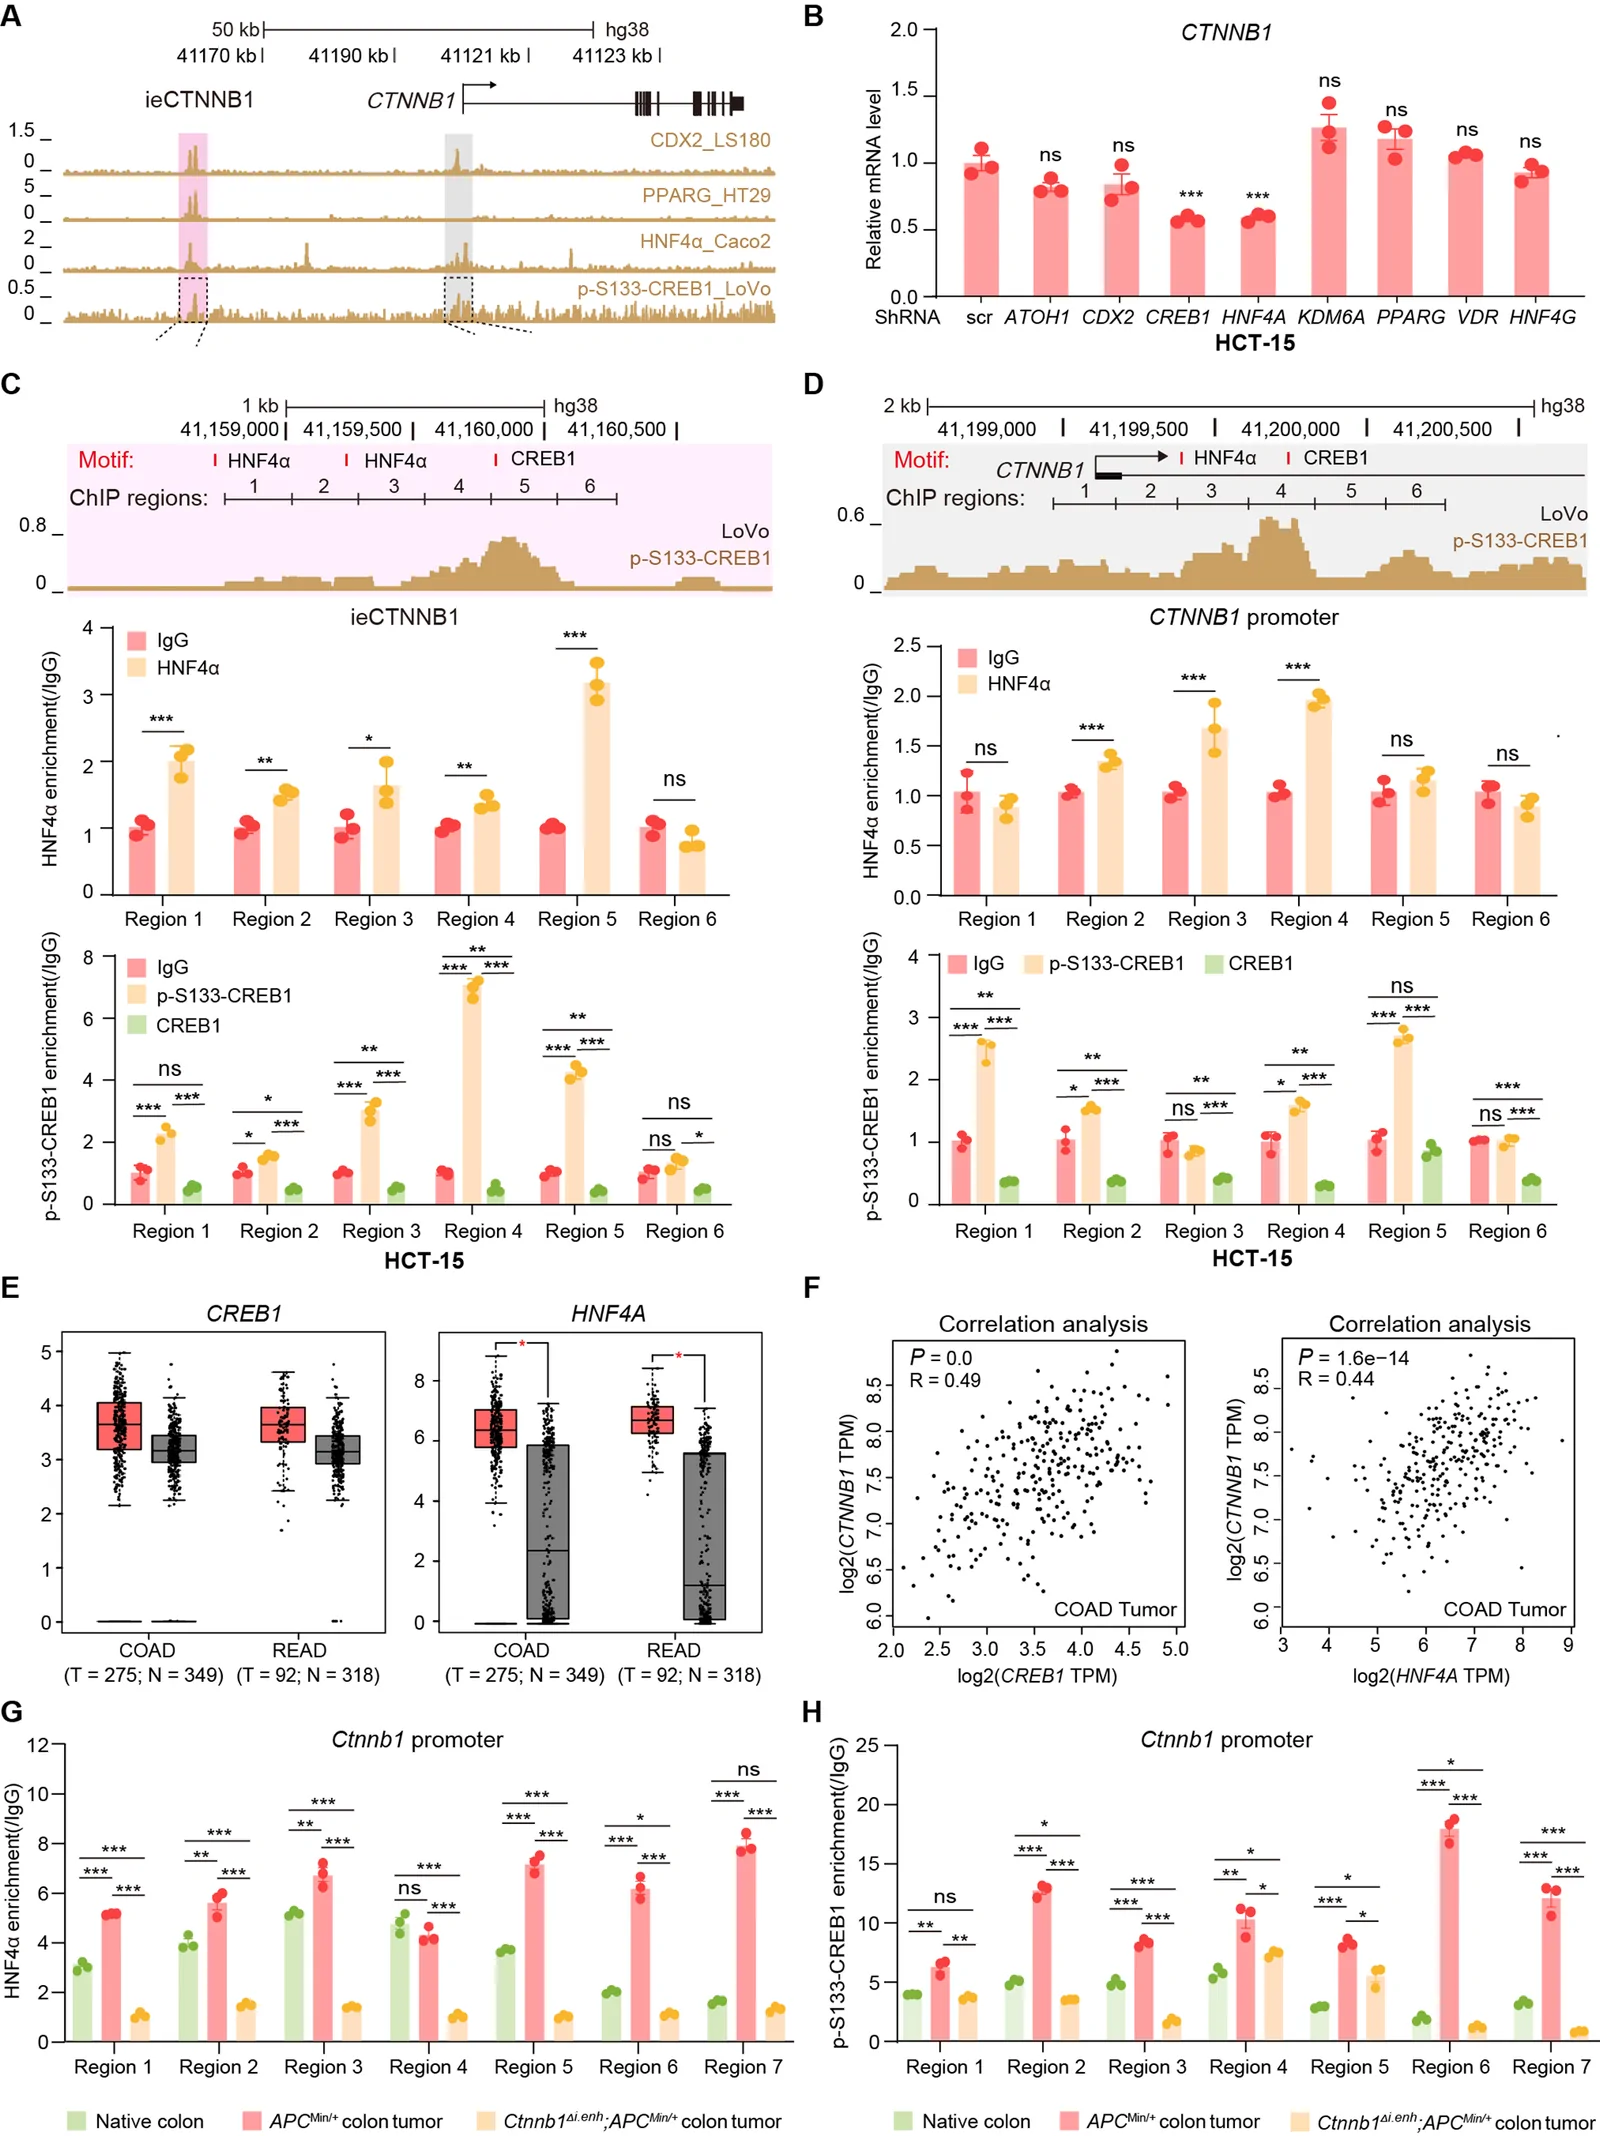
HNF4α and p-S133-CREB1 associate with ieCTNNB1 to regulate *CTNNB1*’s transcription. (**A**) Chromatin immunoprecipitation sequencing (ChIP-seq) tracks of indicated trans-acting factors enriched at ieCTNNB1 (pink shading) and *CTNNB1* promoter (gray shading) in indicated colorectal cancer cell lines. Shaded regions were enlarged in C (pink) and D (gray) respectively. (**B**) Quantitative reverse transcription PCR (RT-qPCR) showing relative mRNA levels of *CTNNB1* in HCT-15 cells transfected with indicated shRNA-expressing plasmids for 48 hr. The expression level of *CTNNB1* in cells transfected with scramble (scr) shRNA was set to ‘1’. (**C–D**) Top: schematic diagram showing the enrichment of p-S133-CREB1 at ieCTNNB1 (**C**) and *CTNNB1*’s promoter (**D**). Locations of HNF4α and CREB1 binding motif sites were indicated. Middle and bottom: ChIP-qPCR showing enrichment of HNF4α (middle), CREB1 and p-S133-CREB1 (bottom) at ieCTNNB1 (**C**), and *CTNNB1*’s promoter (**D**) in HCT-15 cells. Locations of ChIP regions were indicated. (**E**) Comparison of expression levels of *CREB1* and *HNF4A* between native and tumor tissues in colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) tumors. (**F**) Correlations between the expression level of *CTNNB1* and those of *CREB1* or *HNF4A* in COAD tumors. (**G–H**) ChIP-qPCR showing enrichment of HNF4α (**G**) and p-S133-CREB1 (**H**) at *Ctnnb1* promoter in native colon tissues of WT (n= 3) mice, tumor tissues of *Apc*^Min/+^ (n= 3) mice, and *Ctnnb1^Δi.enh^;Apc*^Min/+^ (n= 3) mice. Quantification data are shown as means ± SEM, statistical significance was determined using one-way ANOVA (**B**), unpaired two-tailed Student’s *t*-test (**E and F**), and Multiple *t*-tests – one per row (**C, D, G, and H**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. R: Pearson correlation. Figure 6—source data 1.Numerical data for Figure 6B. Figure 6—source data 2.Numerical data for Figure 6C. Figure 6—source data 3.Numerical data for Figure 6D. Figure 6—source data 4.Numerical data for Figure 6G. Figure 6—source data 5.Numerical data for Figure 6H.

**Figure 6—figure supplement 1.**
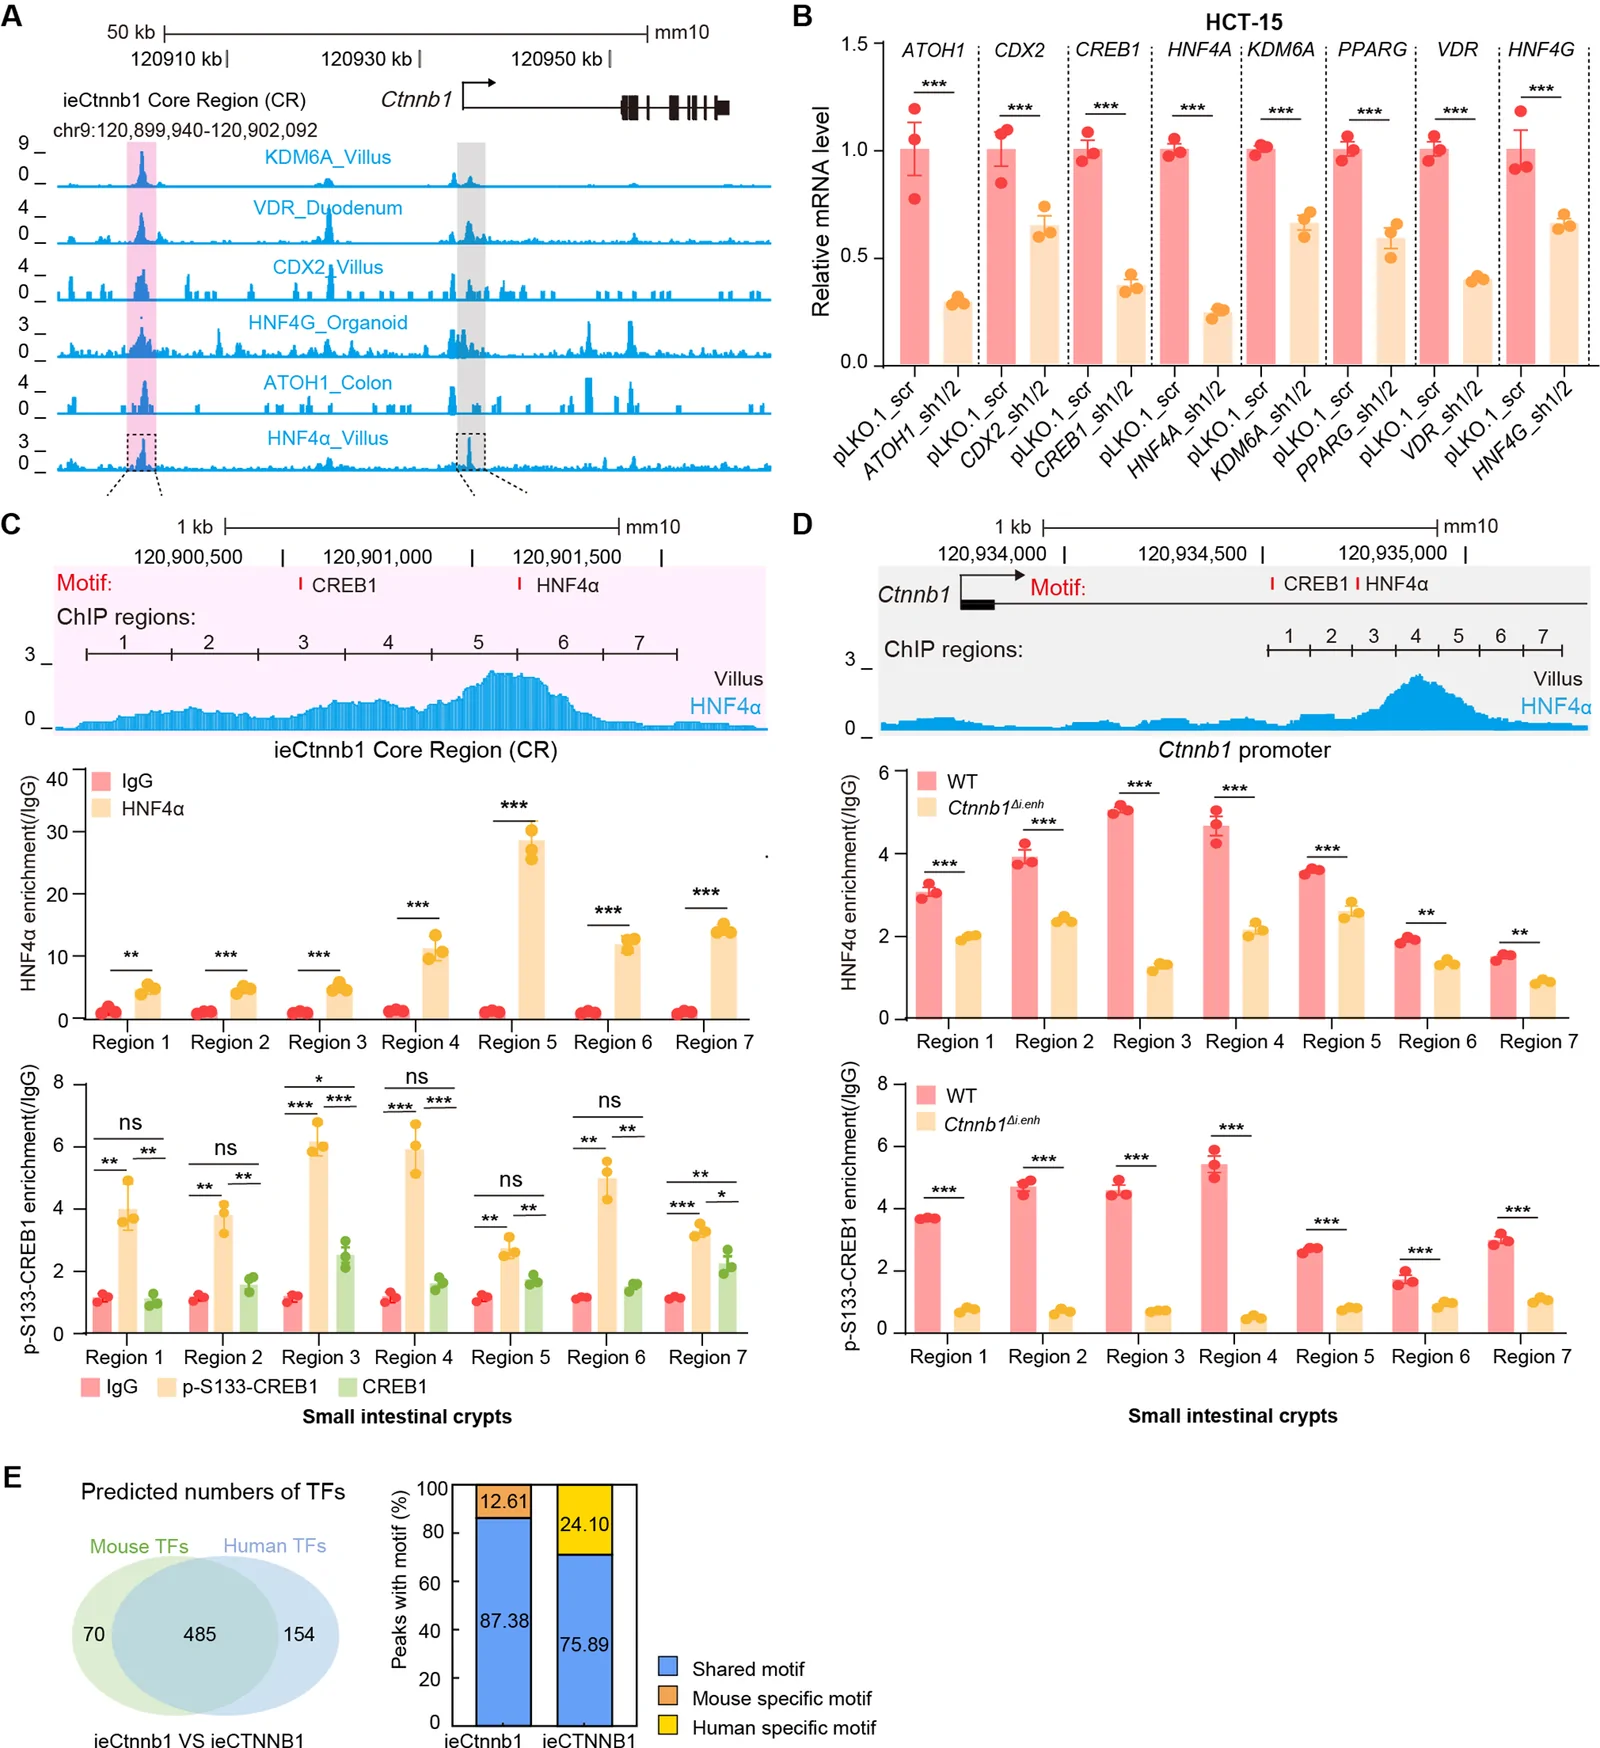
HNF4α and p-S133-CREB1 associate with ieCtnnb1 to regulate *Ctnnb1*’s transcription. (**A**) Chromatin immunoprecipitation sequencing (ChIP-seq) tracks of indicated trans-acting factors enriched at ieCtnnb1 (pink shading) and *Ctnnb1* promoter (gray shading) in mouse intestinal tissues and organoids. Shaded regions were enlarged in C (pink) and D (gray) respectively. (**B**) Relative mRNA levels of indicated genes in HCT-15 cells transfected with indicated shRNA-expressing plasmids for 48 hr. (**C–D**) Top: schematic diagram showing the enrichment of HNF4α at ieCtnnb1 (**C**) and *Ctnnb1*’s promoter (**D**). Locations of the HNF4α and CREB1 binding motif sites were indicated. Middle and bottom: ChIP-qPCR showing enrichment of HNF4α (middle), CREB1 and p-S133-CREB1 (bottom) at ieCtnnb1 (**C**), and *Ctnnb1*’s promoter (**D**) in small intestinal crypts. ChIP regions were indicated. (**E**) The comparison of numbers (left) and proportions (right) of species-specific and shared transcription factor binding sites within ieCtnnb1 and ieCTNNB1. Quantification data are shown as means ± SEM, statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**B**) and Multiple *t*-tests – one per row (**C and D**). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. ns, not significant. Figure 6—figure supplement 1—source data 1.Numerical data for Figure 6—figure supplement 1B. Figure 6—figure supplement 1—source data 2.Numerical data for Figure 6—figure supplement 1C. Figure 6—figure supplement 1—source data 3.Numerical data for Figure 6—figure supplement 1D. Figure 6—figure supplement 1—source data 4.Numerical data for Figure 6—figure supplement 1E.

## Discussion

The intestinal epithelia replenish themselves rapidly throughout lifetime, which enables regeneration while predisposes to GI cancers (Clevers, 2013). The optimal strength and dynamics of canonical Wnt/β-catenin signaling is central to both homeostasis and tumorigenesis of GI tracts (Pinto et al., 2003; Maretto et al., 2003; Beumer and Clevers, 2016). While the stabilization and nuclear translocation of β-catenin is the key step for Wnt signaling activation, the transcriptional control of *Ctnnb1* could be another layer of regulation (Zhang and Wang, 2020; Rim et al., 2022). Here, we unveiled an enhancer-dependent transcriptional machinery that tunes expressions of *Ctnnb1* in multiple cell types of intestinal crypts, thereby balancing homeostasis and tumorigenesis of intestinal epithelia (Figure 7).

**Figure 7.**
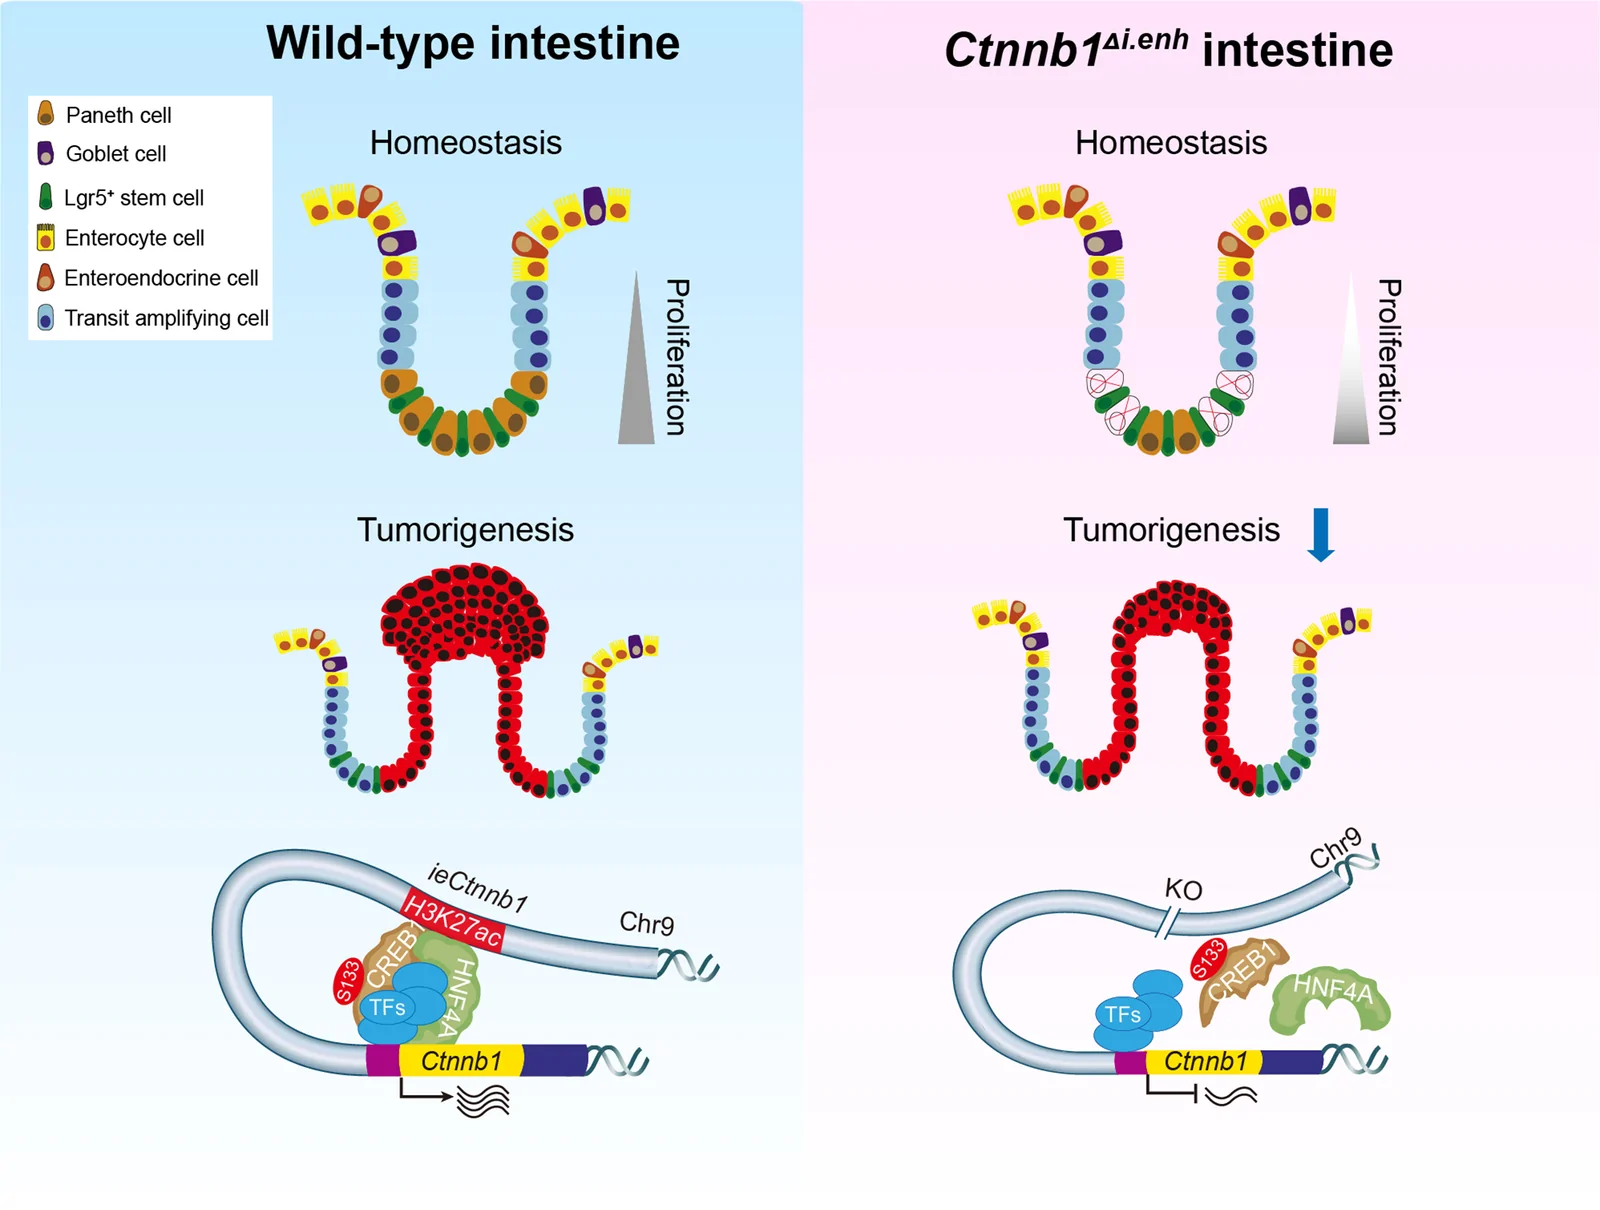
The working model. ieCtnnb1, the intestinal enhancer of *Ctnnb1*, balances epithelial homeostasis and tumorigenesis by transcriptionally controlling Wnt signaling dosage.

Our findings reinforce the notion that the canonical Wnt signaling is required for the establishment of the secretory cell lineage (Pinto et al., 2003; van Es et al., 2005; Pinto and Clevers, 2005). Expression levels of markers for secretory cells were greatly reduced whereas levels of markers for absorptive cells were elevated in all small intestinal crypt cells of *Ctnnb1^Δi.enh^* mice. Fate determinations of CBC daughter cells occur upon leaving the stem cell niche, exposed to changing WNT, Notch, and EGF levels. Progenitors losing contact with PC Notch ligands upregulate DLL1 and DLL4, commit to the secretory lineage, and induce Notch activity in neighboring cells, promoting EC differentiation (van Es et al., 2012; Beumer and Clevers, 2021).

WNT signaling not only directs PC-fated progenitors toward the crypt bottom but also directly induces their differentiation (van Es et al., 2005; Andreu et al., 2008; Beumer and Clevers, 2021). Single-cell sequencing and reporter gene analyses indicated that the activity of ieCtnnb1 is present in PCs. Knockout of ieCtnnb1 decreases number of PCs by almost 50% but the pool size of CBCs was not significantly altered. A previous study showed that genetic removal of PCs leads to the concomitant loss of Lgr5+ stem cells (Sato et al., 2011), while other studies indicated that PCs are not mandatory niche cells for the intestinal epithelia (Garabedian et al., 1997; Durand et al., 2012; Kim et al., 2012). Although Wnt ligands provided by PCs may support Lgr5+ CBCs, essential Wnt ligands are primarily supplied by subepithelial stromal populations (Degirmenci et al., 2018; Shoshkes-Carmel et al., 2018). The presence of redundancy at the stem cell niche enhances the accuracy in maintaining intestinal homeostasis.

ieCtnnb1 knockout compromises Wnt signaling dosage, leading to PC loss, dysregulation of genes controlling absorptive and secretory functions of intestinal epithelia, and reduced proliferation of stem cells. These combined effects could account for the lighter body weight observed in adult *Ctnnb1^Δi.enh^* mice.

On the other hand, colon and small intestinal tumors were rarely observed in *Ctnnb1^Δi.enh^;Apc^Min/+^* mice. 

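Over the fits of the colon tumor RNA-seq that each left out 1 of the 6 libraries, the log2 fold change of *Ctnnb1* in *Ctnnb1 Δi.enh;Apc Min/+* against *Apc Min/+* tumors stayed between -0.48 and -0.34, with adjusted p between 0.21 and 0.602 from limma. Across the scalings it was -0.50 with all libraries rescaled to the same total and -0.57 with quantile normalization, also below 0 in each case. FPKM of *Apc* in the same tumors was 12.1 ± 0.769 in *Apc Min/+* and 10.6 ± 1.91 in *Ctnnb1 Δi.enh;Apc Min/+* libraries (SD, n = 3 each), with overlapping groups (exact permutation test, p = 0.4).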

Among the few *Ctnnb1^Δi.enh^* tumors analyzed, they exhibited lower *Ctnnb1* expression, reduced proliferation, and behaved more like normal intestinal epithelia. Different truncations or mutations of *APC* lead to specific tumor types throughout the body in a Wnt/β-catenin dosage-dependent manner. For example, although *Apc^1638N^;Ctnnb1^+/-^*mice were less prone to GI cancers, *Apc^1638N^;Ctnnb1^+/-^* female animals tended to grow breast cancers (Bakker et al., 2013). Therefore, the intestinal specificity of ieCtnnb1 makes it an ideal target to lower the strength of Wnt signaling in treating CRC without affecting other tissues (Hamdan and Johnsen, 2019; Orouji et al., 2022). Importantly, ieCTNNB1 displayed higher enhancer activity in most CRC samples collected in the study. Moreover, the SNP rs15981379 (C>T) within ieCTNNB1 is associated with the expression of CTNNB1 in the GI tract. Future population studies could investigate how the enhancer activity of ieCTNNB1 and this particular SNP are associated with CRC susceptibility and prognosis.

We noticed that after knocking out ieCtnnb1, the level of β-catenin in the nuclei of small intestinal crypt cells of *Ctnnb1*^Δi.enh^ mice decreased more significantly compared to that in the cytoplasm (49.5% vs 29.8%). Although the loss of ieCtnnb1 should not directly lead to reduced nuclear translocation of β-catenin, RNA-seq results showed that the loss of ieCtnnb1 causes a reduction in the expression of *Bambi* (BMP and activin membrane-bound inhibitor), a target gene in the canonical Wnt signaling pathway (Figure 1M). 

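*Bambi* (ENSMUSG00000024232) lies on chromosome 18 of GRCm38 from 3507957 to 3516404 on the plus strand. In small intestinal crypts its FPKM was 2.65, 3.84 and 5.00 in the 3 wild-type libraries and 2.46, 2.36 and 2.18 in the 3 *Ctnnb1 Δi.enh* libraries, with means of 3.83 ± 1.17 and 2.33 ± 0.145 (SD, n = 3 each). The log2 fold change was -0.58 (standard error 0.211, adjusted p = 0.811 from limma), and the groups did not overlap (exact permutation test, p = 0.1), although wild-type replicate 1 and *Ctnnb1 Δi.enh* replicate 1 differed by little. With each library left out in turn, the log2 fold change stayed between -0.79 and -0.39.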

BAMBI promotes the binding of Frizzled to Dishevelled, thereby stabilizing β-catenin and facilitating its nuclear translocation (Lin et al., 2008; Liu et al., 2014; Mai et al., 2014; Zhang et al., 2015). Thus, it is likely that the decreased level of BAMBI resulting from the loss of ieCtnnb1 further reduced nuclear β-catenin.

Both mouse ieCtnnb1 and human ieCTNNB1 were able to drive reporter gene expression at the base of small intestinal crypts and throughout the epithelium of the large intestine. Very intriguingly, unlike the highly conserved neCtnnb1 sequence among amniotes, mouse ieCtnnb1 and human ieCTNNB1 do not share significant homology in primary sequence (Wang et al., 2022). Nonetheless, both ieCtnnb1 and ieCTNNB1 localize at the intergenic region 30–40 kb upstream of *Ctnnb1*’s promoter. Moreover, both ieCtnnb1 and ieCTNNB1 contain binding motifs for HNF4α and CREB1. HNF4α and p-S133-CREB1 were found to associate with ieCtnnb1 and *Ctnnb1*’s promoter to maintain *Ctnnb1*’s expression. These findings support the notion that conserved TF binding motifs stabilize and preserve enhancer functionality over evolution (Zabidi and Stark, 2016; Wong et al., 2020). Of note, ieCtnnb1 and ieCTNNB1 contain distinct TF binding motifs, which may respectively exert species-specific roles in regulating the transcription of *Ctnnb1*/*CTNNB1* (Figure 6—figure supplement 1E). Future studies will dissect common and distinct features of motif composition, location, order, and affinity with trans-factors within ieCtnnb1 and ieCTNNB1. This analysis will provide insights how sequence variations of ieCtnnb1 are adapted to intestinal homeostasis of different species. Finally, it would be intriguing to explore how neocortical and intestinal enhancers of *Ctnnb1* controls tissue- and stage-specific transcription, as well as the existence of other potential enhancers of *Ctnnb1*.

## Methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Ctnnb1*	GenBank	Gene ID: 12387	
Gene (*Homo sapiens*)	*CTNNB1*	GenBank	Gene ID: 1499	
Genetic reagent (*Mus musculus*)	*ieCtnnb1* knockout	This paper	N/A	Received from Beijing Biocytogen, China
Genetic reagent (*Mus musculus*)	*ieCtnnb1-LacZ*	This paper	N/A	Received from Shanghai Model Organisms Center Inc, China
Genetic reagent (*Homo sapiens*)	*ieCTNNB1-LacZ*	This paper	N/A	Received from Shanghai Model Organisms Center Inc, China
Strain, strain background (*Mus musculus*)	BAT-Gal	The Jackson Laboratory	JAX#005317; RRID:IMSR_JAX:005317	
Strain, strain background (*Mus musculus*)	*Lgr5*-EGFP-IRES-CreERT2	The Jackson Laboratory	JAX#008875; RRID:IMSR_NM-KI-200154	
Strain, strain background (*Mus musculus*)	*Apc^Min/+^*	The Jackson Laboratory	JAX#002020; RRID:MGI:3834882	
Cell line (*Homo sapiens*)	HEK293T	ATCC	CRL-1573; RRID:CVCL_0045	
Cell line (*Homo sapiens*)	HCT116	China Center for Type Culture Collection	GDC0625; RRID:CVCL_0291	
Cell line (*Homo sapiens*)	HCT-15	China Center for Type Culture Collection	GDC0250; RRID:CVCL_0292	
Cell line (*Homo sapiens*)	HeLa	China Center for Type Culture Collection	GDC0009; RRID:CVCL_0030	
Transfected construct (*Homo sapiens*)	pHR-SFFV-dCas9-BFP-KRAB	Addgene	RRID:Addgene_46911	
Transfected construct (*Homo sapiens*)	lenti sgRNA (MS2)_zeo backbone vector	Addgene	RRID:Addgene_61427	
Transfected construct (*Homo sapiens*)	dCAS9-VP64_GFP	Addgene	RRID:Addgene_61422	
Transfected construct (*Homo sapiens*)	lenti MS2-P65-HSF1_Hygro	Addgene	RRID:Addgene_61426	
Antibody	Anti-α-defensin5 (Rabbit monoclonal)	Abcam	CAT#ab180515; RRID:AB_2923196	IHC (1:500)
Antibody	Anti-Ki67 (Rabbit polyclonal)	Abcam	CAT#ab15580; RRID:AB_443209	IHC (1:500)
Antibody	Anti-β-catenin (Rabbit monoclonal)	Cell Signaling Technology	CAT#8480T; RRID:AB_11127855	IHC (1:100) WB (1:1000)
Antibody	Anti-HNF4α (Rabbit monoclonal)	Abcam	CAT#ab181604; RRID:AB_2890918	ChIP (1 µg/ml)
Antibody	Anti-CREB1(S133) (Rabbit monoclonal)	Abcam	CAT#ab32096; RRID:AB_731734	ChIP (1 µg/ml)
Antibody	Anti-Muc2 (Rabbit polyclonal)	Thermo Fisher	CAT#PA5-21329; RRID:AB_11153058	IHC (1:500)
Antibody	Anti-EpCAM FITC (Mouse monoclonal)	eBioScience	CAT#347197; RRID:AB_400261	FACS (1:200)
Recombinant DNA reagent	pGL3-promoter-ieCtnnb1	This paper	N/A	Obtained from Zhou Lab of Wuhan University
Recombinant DNA reagent	pGL3-promoer-ieCTNNB1 Region1	This paper	N/A	Obtained from Zhou Lab of Wuhan University
Recombinant DNA reagent	pLKO.1-shRNAs	This paper	N/A	Obtained from Zhou Lab of Wuhan University
Sequence-based reagent	TF-shRNAs	This paper	PCR primers	See Supplementary file 1
Sequence-based reagent	ieCtnnb1/ ieCTNNB1 ChIP-qPCR primers	This paper	ChIP-qPCR primers	See Supplementary file 1
Sequence-based reagent	Genotyping primers	This paper	PCR primers	See Supplementary file 1
Commercial assay or kit	Dual-Luciferase Reporter Assay System	Promega	CAT#E1910	
Commercial assay or kit	Alcian Blue PAS Stain Kit	Abcam	CAT#ab245876	
Commercial assay or kit	BeyoClick EdU Cell Promotion Kit	Beyotime	CAT#C0075S	
Software	Fiji/ImageJ	https://fiji.sc	v2.0.0; RRID:SCR_003070	
Software	GraphPad Prism	https://www.graphpad.com	v8.0; RRID:SCR_002798	
Other	DAPI	BD Pharmingen	CAT#564907	(1 µg/ml)

### Mice and genotyping

All animal procedures were approved by the Animal Care and Ethical Committee of Medical Research Institute at Wuhan University. C57BL/6 background mice were housed in a temperature- and humidity-controlled environment with 12 hr light/dark cycle and food/water ad libitum. *Ctnnb1^Δi.enh^* mice were generated in the Beijing Biocytogen. *H11^i.enh^* reporter mice were generated in the Shanghai Model Organisms Center Inc. BAT-Gal mice were provided by Dr. Jun-Lei Chang (Jackson Lab, stock number 005317). *Lgr5*-EGFP-IRES-CreERT2 mice were gifts from Dr. Ye-Guang Chen (Jackson Lab, stock number 008875). *APC^Min/+^* mice were gifts from Dr. Bo Zhong (Jackson Lab, stock number 002020). The primer set forward 5′-atcctctgcatggtcaggtc-3′/reverse 5′-cgtggcctgattcattcc-3′ was used for genotyping of BAT-Gal mice, *H11^i.enh^* mice, and *H11^hi.enh^* mice with a band size of 315 base pairs (bp). The primer set forward 5′-gtcctgtccgtcactattatcctggc-3′/reverse5′-ccactgccctgctaaagcattggt-3′/reverse 5′-tgattagttctccgggaagcccagt-3′ were used for genotyping of *Ctnnb1^Δi.enh^* mice and band sizes for *Ctnnb1^Δi.enh^* mice are 482 bp (wild-type allele) and 867 bp (ieCtnnb1 knockout allele). The primer set forward *5′-atctcatggcaaacagacct-3′/reverse5′-tcacaaatcatctcgcaga-3′* was used for genotyping of *APC^Min/+^* mice with a band size of 340 bp. The primer set *forward 5′-ctgctctctgctcccagtct-3′/reverse5′-ataccccatcccttttgagc-3′/reverse 5′-gaacttcagggtcagcttgc-3′* were used for genotyping of *Lgr5*-EGFP-IRES-CreERT2 mice and the band sizes for 386 bp (wild-type allele) and 119 bp (mutant allele).

### Cell lines

HEK293T, HCT116, HCT-15, and HeLa cells were purchased from the China Center for Type Culture Collection. The identity of all cell lines has been authenticated through STR profiling and the mycoplasma contamination testing is negative. HEK293T, HeLa, and HCT116 cells were grown in DMEM (Gibco) supplemented with 10% fetal bovine serum (FBS) (Life Technologies) and 1× penicillin/streptomycin (Gibco). HCT-15 cells were maintained in RPMI-1640 (Gibco) containing 10% FBS (Life Technologies) and 1× penicillin/streptomycin (Gibco). For routine culturing, cells were dissociated using 0.25% trypsin (Gibco).

### Tissue fixation and section

Intestinal and tumor tissues were dissected and cleaned in pre-cooled phosphate buffered saline (PBS) and immersed in 4% paraformaldehyde (PFA) overnight at 4°C. For sectioning, intestines were embedded in Tissue-Tek O.C.T. Compound (SAKURA) and cut to 8 μm thickness with a cryostat (Leica CM1950).

### CRISPRa and CRISPRi assay

CRISPR/dCas9-mediated transcription activation (CRISPRa) and CRISPR/dCas9-mediated transcription interference (CRISPRi) assay were performed as previously described (Wang et al., 2022). In brief, single-guide RNAs (sgRNAs) were designed using online tool (https://zlab.bio/guide-design-resources) and were listed in Supplementary file 1. sgRNAs were cloned into lenti sgRNA (MS2)_zeo backbone vector (Addgene, #61427). For CRISPRi assays, pHR-SFFV-dCas9-BFP-KRAB (Addgene, #46911) is used. For CRISPRa assays, lenti MS2-P65-HSF1_Hygro (Addgene, #61426) and dCAS9-VP64_GFP (Addgene, #61422) were used. To obtain lentiviral particles, HEK293T cells (5×10^6^ cells per 10 cm dish) were transiently transfected with 12 μg CRISPRa or CRISPRi constructs, 6 μg psPAX2, and 6 μg pMD2.G. The supernatant containing lentivirus particles was harvested at 72 hr after transfection and filtered through Millex-GP Filter Unit (0.45 μm pore size, Millipore). To obtain high virus titer, the supernatant was centrifuged at 10,000×*g* for 100 min and concentrate to 100 μl. On the day before infection, HCT-15 cells (2×10^5^ cells per well) were inoculated in 12-well plates. 10 μl high titer viruses were added to each well. 72 hr after infection, cells were harvested for RT-qPCR analysis.

### RNA isolation and cDNA synthesis

RNAiso Plus (TAKARA) is used for RNA isolation. 1 ml RNAiso Plus was added to DNase/RNase free EP tube to lyse tissues or cells, followed by adding one-fifth volume of chloroform to achieve phase separation. After vigorous shaking, centrifuge at 12,000×*g* for 15 min at 4°C. The upper aqueous phase was transferred to a new DNase/RNase-free EP tube and equal volume of isopropanol was added to precipitate RNA. Precipitation was dissolved in DNase/RNase-free water. Complementary DNAs (cDNAs) were synthesized by HiScript II Q RT SuperMix for qPCR kit (Vazyme; R222-01).

### Real-time RT-qPCR

cDNA was subjected to RT-qPCR using the SYBR Green assay with 2× SYBR Green qPCR master mix (Bimake). PCRs were performed on a CFX Connect Real-Time PCR Detection System (Bio-Rad) under the following condition: 5 min at 95°C, 40 cycles at 95°C for 15 s, 60°C for 20 s. The relative transcript level of each gene was normalized to *Gapdh* (mice) or *ACTB* (human) and calculated according to the 2^-ΔΔCt^ method. All primers used are shown in Supplementary file 1.

### Isolation of murine intestinal crypt cells

Murine small intestines were harvested and cut open longitudinally. After three times wash in cold PBS with penicillin (200 U/ml)+streptomycin (200 μg/ml) (Invitrogen), small intestines were cut into 5 cm segments and incubated in pre-cold PBS with 8 mM EDTA at 4°C for 2 hr. Then intestinal tissues were transferred into a centrifuge tube filled with new cold PBS. Shake vigorously for 5 min and collect intestinal epithelial cells (villi plus crypts) from the supernatant. Centrifuge the supernatant to collect all epithelial cells or pass through 70 μm cell filter (Corning) to filter out villi. Crypts were spun down in a centrifuge at 300×*g* for 5 min.

### Enriching *Lgr5*-EGFP^+^ cells

Crypts were collected from *Lgr5*-EGFP and *H11^i.enh^;Lgr5*-EGFP mice, followed by resuspension and single-cell digestion in DMEM containing 0.25% trypsin (Gibco) at 37°C for 5 min. Disaggregated cells were passed through 40 μm cell strainers (Corning). *Lgr5*-EGFP^+^ and *Lgr5*-EGFP^-^ cells were collected using a BD Arial III cell sorter.

### X-Gal staining

X-Gal staining is performed as described (Wang et al., 2022). In short, frozen slides were placed in fixed buffer (0.2% PFA, 0.1 M PIPES buffer [pH 6.9], 2 mM MgCl_2_, 5 mM EGTA) for 10 min, followed by rinse for two times with PBS containing 2 mM MgCl_2_. Then slides were incubated with detergent solution (0.1 M PBS [pH 7.3], 2 mM MgCl_2_, 0.01% sodium deoxycholate, 0.02% Nonidet P-40) for 10 min. Slides were incubated with freshly prepared and filtered X-Gal staining solution (0.1 M PBS [pH 7.3], 2 mM MgCl_2_, 0.01% sodium-deoxycholate, 0.02% Nonidet P-40, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_·3H_2_O, and 1 mg/ml X-Gal) overnight in the dark at 37°C. For whole GI tissues, tissues were fixed in freshly prepared 4% PFA for 10 min, followed by rinse with detergent solution for 5 min by three times. Tissues were incubated with freshly prepared and filtered X-Gal staining solution at 37°C for a few hours.

### EdU pulse-labeling experiment

Mice were intraperitoneally injected with EdU (10 mg/kg of body weight). After 24 hr, harvest the intestines for frozen sectioning. Staining was performed using BeyoClick EdU Cell Promotion Kit (C0075S, Beyotime, China) according to the manufacturer’s manual.

### ChIP-qPCR assay

Cells were crosslinked with 1% formaldehyde for 10 min at room temperature and then quenched with 0.125 M glycine for 5 min and washed twice with cold PBS. Cells were resuspended with 500 μl lysis buffer (50 mM Tris-HCl, pH 8.0, 0.5% SDS, 5 mM EDTA) and subjected to sonication on ice with an output power of 100 W, 12 min, 0.5 s on, 0.5 s off. After centrifugation, 1% of the supernatant was taken out as input. The DNA fragment lengths were measured by gel electrophoresis, showing fragments between 200 bp and 500 bp, with an average length around 300 bp. The rest of the sonicated lysates was diluted into 0.1% SDS and divided into several equal parts. Immunoprecipitation was performed overnight at 4°C on a rotating wheel with sheared chromatin, protein G agarose beads, and indicated antibodies: 2 μg HNF4α (Abcam, ab181604), 2 μg p-S133-CREB1 (Abcam, ab32096), 2 μg IgG antibody (ABclonal, AC005). The next day, beads were cleaned three times with Wash Buffer I (20 mM Tris-HCl, pH 8.0; 1% Triton X-100; 2 mM EDTA; 150 mM NaCl; 0.1% SDS), Wash Buffer II (20 mM Tris-HCl, pH 8.0; 1% Triton X-100; 2 mM EDTA; 500 mM NaCl; 0.1% SDS), Wash Buffer III (10 mM Tris-HCl, pH 8.0; 1 mM EDTA; 0.25 M LiCl; 1% NP-40; 1% deoxycholate), and TE buffer. Protein-DNA complexes were de-crosslinked in 120 μl elution buffer (0.1 M NaHCO_3_, 1% SDS, 20 µg/ml proteinase K) and shaken at 65°C overnight. DNA purification kit (TIANGEN) was used to extract DNA fragments for qPCR.

The efficiency of qPCR primers was evaluated using gradient diluted (10^0^, 10^–1^, 10^–2^, 10^–3^, 10^–4^, 10^–5^) of mouse or human genomes as templates. After completing qPCR, the dilution factors were plotted on the X-axis using log10 values, and the corresponding Ct value was plotted on the Y-axis to create a standard curve. The equation y=kx + b was derived, and the primer efficiency was calculated using the formula E=10^(–1/k) – 1. The results indicated that the primer efficiency ranged from 90% to 110%, with no significant differences observed.

### Luciferase reporter assay

The luciferase reporter assay was performed as described previously (Li et al., 2017). Briefly, the CR of ieCtnnb1, five regions of ieCTNNB1, and the region containing the mutation site were respectively cloned into pGL3-promoter vector (Promega). HEK293T, HeLa, and HCT116 cells were transfected with pGL3-promoter vector and the plasmids mentioned above. *Renilla* basic vector was co-transfected as a control for normalization of luciferase activity. After 48 hr of transfection, Promega Dual Glo test kit (Promega, E1910) was used to measure luciferase activity according to the manufacturer’s instructions.

### IHC staining

Frozen sections were dried at 37°C, fixed with 4% PFA for 10 min, and then washed three times with PBS. Antigen retrieval was performed using citrate buffer (pH 6, epitope retrieval solution) at 95°C for 20 min. Slides were then placed in 3% H_2_O_2_ solution for a few hours to remove endogenous catalase. After washing with PBS three times, slides were blocked with 10% normal goat serum for 1 hr, then incubated with the following primary antibodies overnight at 4°C: rabbit anti-α-defensin5 (Abcam, ab80515, 1:500), rabbit anti-Ki67 (Abcam, ab15580, 1:500), rabbit anti-β-catenin (Cell Signaling Technology, 8480T, 1:100), rabbit anti-Muc2 (Thermo Fisher Scientific, PA5-21329, 1:500). The next day, slides were incubated with biotin-labeled secondary antibodies at room temperature for 1 hr. Then, slides were incubated with the avidin-biotin-peroxidase complex (VECTASTAIN Elite ABC system, Vector Labs). Finally, colorization was performed in the reaction solution (Tris-HCl [pH 7.2], 5 mg/ml 3,3'-diaminobenzidine, 0.075% H_2_O_2_).

### H&E staining

H&E staining kit (Beyotime Biotech, C0105S) was used for experiments. Frozen slides were dried at 65°C, then dripped with hematoxylin staining solution for 5 min. Excess staining solution was rinsed off with water. Slides were immersed in distilled water for 5 min, then rinsed with 95% ethanol, and stained with eosin solution for 30 s. Subsequently, slides were put into anhydrous ethanol for 2 min, and cleared with xylene for 5 min. After air dry, slides were sealed with neutral resin.

### Immunoblotting analysis

Crypt cells were lysed by 1× SDS loading buffer at 95°C for 10 min. After short centrifugation, the supernatants were loaded onto 10% SDS-polyacrylamide gel electrophoresis gels. Then, proteins were transferred onto polyvinylidene fluoride membrane (Millipore). Membranes were blocked with 10% non-fat milk in Tris-buffered saline containing 0.3% Tween 20 (TBST; pH 7.4) for 1 hr at room temperature. Immunoblotting was carried out us primary antibody: rabbit anti-β-catenin (Cell Signaling Technology, 8480T, 1:100); mouse anti-GAPDH (ABclonal, AC001, 1:1000); rabbit anti-H3 (ABclonal, A2348, 1:10,000). After three times of washing with TBST, the membrane was incubated with anti-rabbit immunoglobulin G (IgG)-conjugated horseradish peroxidase secondary for 1 hr at room temperature. Signals were detected using the ECL substrate (Thermo Fisher Scientific).

### Alcian Blue PAS staining

Alcian Blue PAS Stain Kit (Abcam, ab245876) was used for experiments. All materials and prepared reagents were equilibrated to room temperature and gently agitated prior to use. Tissue sections were applied with acetic acid solution (3%) for 2 min. Then Alcian Blue solution (pH 2.5) was applied for 15–20 min. Slides were rinsed with running tap water for 2 min followed by two changes of distilled water. Periodic acid solution was applied to tissue sections for 5 min. After slides were rinsed with two changes of distilled water, Schiff’s solution was applied to tissue sections for 10–20 min. Slides were rinsed with warm running tap water for 2 min followed by two changes of distilled water. Tissue sections were applied with hematoxylin for 2 min. Sections were rinsed in running tap water for 2 min followed by two changes of distilled water. Slides were dehydrated through graded alcohols and sealed with synthetic resin.

### Cell sorting

Crypt single cells were prepared as described above. Enrichment of epithelial cells by cell sorting was carried out according to reported protocols with slight modification (Haber et al., 2017; Huang et al., 2022). Cells were resuspended using 1 ml PBS and stained with 5 μl anti-EpCAM-FITC (eBioScience, 11-5791-82) at 4°C for 30 min. After washing with PBS three times, cells were resuspended using 1 M FACS buffer (PBS with 1% BSA) containing 0.2 μg/ml DAPI (BD Pharmingen, Cat. No. 564907). Cells were filtered with nylon membrane with a 40 μm pore size. EpCAM positive cells were sorted and collected based on fluorescence signals for subsequent single-cell sequencing. Flow cytometry data were acquired on a BD Arial III flow cytometer and analyzed with FlowJo (version 10.6.2).

### Bulk RNA-seq

RNA-seq and data analyses were performed at Novogene Co., Ltd (Beijing, China). Crypt cells or tumor tissues were harvested and total RNAs were extracted. RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA-seq library construction was performed as described previously (Xu et al., 2021). Briefly, first strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Then, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, MA, USA). Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. At last, PCR products were purified (AMPure XP system). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

### Bulk RNA-seq data processing

For data analysis, raw data of fastq format were first processed through in-house perl scripts. In this step, clean data were obtained by removing reads containing adapter, reads containing poly-N (indicating bases that were not detected and hence signal-free), and low-quality reads from the raw data. Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. featureCounts v1.5.0-p3 was used to count reads numbers mapped to each gene. Differential expression analysis of two groups was performed using the DESeq2 R package (1.20.0). The resulting p-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted p-value<0.05 found by DESeq2 were assigned as differentially expressed. GO enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. clusterProfiler R package was also used to test the statistical enrichment of differential expression genes in KEGG pathways. Local version of the GSEA tool (http://www.broadinstitute.org/gsea/index.jsp), GO, KEGG, Reactome, DO, and DisGeNET datasets were used for GSEA independently.

### Single-cell RNA-seq and data analysis

Single-cell RNA-seq (scRNA-seq) and data analysis were performed at Novogene Co., Ltd (Beijing, China). The protoplast suspension was loaded into Chromium microfluidic chips with 30 chemistry (v2 or v3) and barcoded with a 10× Chromium Controller (10X Genomics). RNA from the barcoded cells was subsequently reverse-transcribed and sequencing libraries constructed with reagents from a Chromium Single Cell 30 v2 reagent kit (10X Genomics) according to the manufacturer’s instructions. Sequencing was performed with Illumina HiSeq 2000 according to the manufacturer’s instructions. For data analysis, we use FastQC to perform basic statistics on the quality of the raw reads. Raw reads were demultiplexed and mapped to the reference genome by 10X Genomics Cell Ranger pipeline using default parameters. All downstream single-cell analyses were performed using CellRanger and Seurat unless mentioned specifically. In brief, for each gene and each cell barcode (filtered by CellRanger), unique molecule identifiers were counted to construct digital expression matrices. Secondary filtration by Seurat: a gene with expression in more than three cells was considered as expressed, and each cell was required to have at least 200 expressed genes.

### Hi-C data analysis

Hi-C data analysis completed by Frasergen Medicine Co., Ltd (Wuhan, China). Hi-C data of BALB/c mice large intestinal epithelial cells were provided by Dr. Gen Zheng (Zheng et al., 2023). The Hi-C data of SW480 cells was obtained from deposited data (Orouji et al., 2022). According to the reported method, the dynamic changes of TAD structures can be explored by calculating the relative signal values of TAD boundaries. TAD boundaries that are common among individuals and are not within the 2 Mb range of chromosomal ends were included, followed by filtering out boundaries with interactions less than 10 in the 2 Mb upstream and downstream regions. The ratio of the interaction between the boundary and its 2 Mb upstream and downstream regions were calculated using log2 to obtain the signal value of the TAD boundary, then the minimum value was subtracted from it to finally obtain the distribution of the relative signal value of each sample TAD boundary.

### ChIP-seq data analysis

The human CRC patient RNA-seq FPKM files and ChIP-seq data were from GEO dataset GSE156614 (Li et al., 2021a). All ChIP-seq raw fastq data were removed of adaptor sequence. Cutadapt (version 1.16) was used with the parameters -u 3 -u -10 -U 3 -U -10 -m 30. Cleaned reads were aligned to the human reference genome (hg19) using bowtie2 (version 2.4.4) with default settings. The CrossMap (0.6.5) package was used as a conversion between different versions of the human genome (hg19 and hg38). We calculated the normalized RPM (reads per million mapped reads) of ChIP-seq signal at ieCTNNB1 and *CTNNB1* promoter. Briefly, reads aligned to the specified region were calculated with bedtools multicov command. These reads were normalized with RPM. RNA-seq data FPKM (reads per kilobase per million mapped reads) were converted to TPM (transcript per kilobase per million mapped reads) using R version 4.2.3.

### Knockdown experiments

Target sequences for shRNAs were designed on the Merck Life Sciences website (https://www.sigmaaldrich.cn) and were listed in Supplementary file 1. Oligonucleotides for shRNAs were cloned into pLKO.1 vector (Addgene, #21297). The day before transfection, HEK293T cells (2×10^5^ cells per well) were seeded in 12-well plates. pLKO.1 constructs, psPAX2, and pMD2.G were co-transfected into HEK293T cells. After 72 hr, supernatant containing virus particles was harvested and passed through Millex-GP Filter Unit (0.45 μm pore size, Millipore). Viral particles were aliquoted and stored at –80°C. On the day before infection, HCT-15 cells (2×10^5^ cells per well) were seeded in 12-well plates. 20 μl virus suspension were added to each well. After 72 hr, cells were harvested for RT-qPCR to evaluate knockdown efficiency.

### Reference database

ChIP-seq signals for H3K27ac, H3K4me3, H3K4me1, H3K36me3, and DNase I hypersensitivity data of stomach, intestines, liver, and other tissues at different stages were downloaded from the ENCODE (https://www.encodeproject.org/) and their identifiers are listed in Supplementary file 2. In addition, ChIP-seq data for listed TFs of cells or tissues were obtained from Cistrome Data Browser (http://cistrome.org). Expressions of *HNF4A* and *CREB1* in human colon (COAD) and rectal (READ) cancers were obtained from GEPIA (gepia.cancer-pku.cn).

### eQTL analysis

The GTEX database (https://www.gtexportal.org/home/) was used to search SNPs at *CTNNB1* and the 1 MB upstream and downstream region, followed by eQTL analysis. A variant, rs115981379 (C>T), was identified inside *CTNNB1*. The expression levels of *CTNNB1* in 428 C/C type and 37 C/T type esophagus samples, and 343 C/C type and 25 C/T type transverse colon samples were also obtained in the GTEX database.

### Analyses of HNF4α and CREB1 binding motifs

The JASPAR database (https://jaspar.elixir.no/) was used to analyze binding motifs of HNF4α and CREB1 at ieCtnnb1*/*ieCTNNB1 and *Ctnnb1/CTNNB1* promoter. Results are listed in Supplementary file 3.

### Nuclear-cytoplasmic separation

Nuclear and cytoplasmic protein extraction kit (Beyotime Biotech, P0027) was used for experiments. Small intestinal crypts were collected from wild-type and *Ctnnb1^Δi.enh^* mice as described above. According to the manufacturer’s instructions, 20 μl cell precipitation was resuspended in 200 μl cytoplasmic protein extraction reagent A with 1 mM PMSF. After placing on ice for 15 min, 10 μl cytoplasmic protein extraction reagent B was added. After vigorous vortex, solutions were centrifuged at 12,000×*g* for 5 min at 4°C. The supernatant was collected as the extracted cytoplasmic protein. The precipitate was resuspended with 50 μl nuclear protein extraction reagent with 1 mM PMSF. Solutions were placed on ice and vortex vigorously every 2 min for a total of 30 min. After centrifuging at 12,000×*g* for 10 min at 4°C, the supernatant was collected as the extracted nuclear protein.

### Statistics

All experiments reported in this study were repeated at least three independent times. In vivo analyses were conducted with at least three animals per condition. The number of animals in each experiment is depicted in Figure legends. The signal intensity of tumor stain region was generated using ImageJ software (version 6.0.0.260) as described previously (Wang et al., 2021). GraphPad Prism (version 8.0.2) was used to determine statistical significance. Unpaired two-tailed Student’s *t*-test were used for analysis between two groups of equal variances by *F-*tests. When the *F-*test of equal variance failed, the Welch *t*-tests were used. Data comparison of three or more groups with control groups were analyzed using one-way ANOVA followed by Dunnett’s multiple comparison test. Data comparison of three or more groups among each other were analyzed using one-way ANOVA followed by Tukey’s multiple comparison test. The exact p-values were reported in each figure or indicated as ****, p<0.0001; ***, p<0.001; **, p<0.01; *, p<0.05, ns = not significant.

## Data Availability

The GEO accession number for the bulk RNA-seq and scRNA-seq data reported in this paper is GSE233979. Custom codes are described in detail at methods section. The following dataset was generated: HuaX ZhaoC TianJ WangJ MiaoX ZhengG WuM YeM LiuY ZhouY 2024Wnt signaling dosage controlled by a Ctnnb1 enhancer balances homeostasis and tumorigenesis of intestinal epitheliaNCBI Gene Expression OmnibusGSE23397910.7554/eLife.98238PMC1142409639320349

# Supplementary material for: A Ctnnb1 enhancer transcriptionally regulates Wnt signaling dosage to balance homeostasis and tumorigenesis of intestinal epithelia
**Source:** eLife. 2024 Sep 25;13:RP98238. doi: 10.7554/eLife.98238
**Supplement:** Supplementary file 2.

| **Tissue** | **Species** | **Age** | **Strategy** | **Antibody** | **Serial number** |
| --- | --- | --- | --- | --- | --- |
| Intestine | Mus musculus | E14.5 | ChIP-seq | H3K27ac | ENCSR424END |
| Intestine | Mus musculus | E15.5 | ChIP-seq | H3K27ac | ENCSR599GVS |
| Intestine | Mus musculus | E16.5 | ChIP-seq | H3K27ac | ENCSR639DND |
| Intestine | Mus musculus | P0 | ChIP-seq | H3K27ac | ENCSR642VYW |
| Small Intestine | Mus musculus | 2 months | ChIP-seq | H3K27ac | ENCSR000CCQ |
| Intestine | Mus musculus | E14.5 | ChIP-seq | H3K4me3 | ENCSR464MQU |
| Intestine | Mus musculus | E15.5 | ChIP-seq | H3K4me3 | ENCSR410YIY |
| Intestine | Mus musculus | E16.5 | ChIP-seq | H3K4me3 | ENCSR572KYR |
| Intestine | Mus musculus | P0 | ChIP-seq | H3K4me3 | ENCSR198ACZ |
| Small Intestine | Mus musculus | 2 months | ChIP-seq | H3K4me3 | ENCSR000CCS |
| Intestine | Mus musculus | E14.5 | ChIP-seq | H3K4me1 | ENCSR157LYR |
| Intestine | Mus musculus | E15.5 | ChIP-seq | H3K4me1 | ENCSR051CUH |
| Intestine | Mus musculus | E16.5 | ChIP-seq | H3K4me1 | ENCSR829YGD |
| Intestine | Mus musculus | P0 | ChIP-seq | H3K4me1 | ENCSR159RVN |
| Small Intestine | Mus musculus | 2 months | ChIP-seq | H3K4me1 | ENCSR000CCR |
| Intestine | Mus musculus | E14.5 | DNase-seq | / | ENCSR655WKX |
| Large Intestine | Mus musculus | 2 months | DNase-seq | / | ENCSR000CNH |
| Intestine | Mus musculus | E14.5 | ChIP-seq | H3k36me3 | ENCSR953KTY |
| Intestine | Mus musculus | E15.5 | ChIP-seq | H3k36me3 | ENCSR919DDC |
| Intestine | Mus musculus | E16.5 | ChIP-seq | H3k36me3 | ENCSR272XPJ |
| Intestine | Mus musculus | P0 | ChIP-seq | H3k36me3 | ENCSR483KOD |
| Small Intestine | Mus musculus | 2 months | ChIP-seq | H3k36me3 | ENCSR000CFS |
| Stomach | Mus musculus | E14.5 | ChIP-seq | H3K27ac | ENCSR316CNR |
| Stomach | Mus musculus | E15.5 | ChIP-seq | H3K27ac | ENCSR929SEW |
| Stomach | Mus musculus | E16.5 | ChIP-seq | H3K27ac | ENCSR546ANT |
| Stomach | Mus musculus | P0 | ChIP-seq | H3K27ac | ENCSR346FJG |
| Stomach | Mus musculus | E15.5 | ChIP-seq | H3K4me1 | ENCSR548BKP |
| Stomach | Mus musculus | E14.5 | ChIP-seq | H3K4me1 | ENCSR335WME |
| Stomach | Mus musculus | E16.5 | ChIP-seq | H3K4me1 | ENCSR907CPZ |
| Stomach | Mus musculus | P0 | ChIP-seq | H3K4me1 | ENCSR940CMI |
| Stomach | Mus musculus | E15.5 | ChIP-seq | H3K4me3 | ENCSR522LXN |
| Stomach | Mus musculus | E14.5 | ChIP-seq | H3K4me3 | ENCSR023VJO |
| Stomach | Mus musculus | E16.5 | ChIP-seq | H3K4me3 | ENCSR684UWM |
| Stomach | Mus musculus | P0 | ChIP-seq | H3K4me3 | ENCSR916CBN |
| Stomach | Mus musculus | P0 | DNase-seq | / | ENCSR969OPE |
| Stomach | Mus musculus | E14.5 | ChIP-seq | H3k36me3 | ENCSR581FAT |
| Stomach | Mus musculus | E15.5 | ChIP-seq | H3k36me3 | ENCSR599PKR |
| Stomach | Mus musculus | E16.5 | ChIP-seq | H3k36me3 | ENCSR872WGX |
| Stomach | Mus musculus | P0 | ChIP-seq | H3k36me3 | ENCSR516KLO |
| Liver | Mus musculus | E14.5 | ChIP-seq | H3K27ac | ENCSR075SNV |
| Liver | Mus musculus | E15.5 | ChIP-seq | H3K27ac | ENCSR479LFP |

# Supplementary material for: A Ctnnb1 enhancer transcriptionally regulates Wnt signaling dosage to balance homeostasis and tumorigenesis of intestinal epithelia
**Source:** eLife. 2024 Sep 25;13:RP98238. doi: 10.7554/eLife.98238
**Supplement:** Supplementary file 3.

|  | Name | Matrix ID | Sequence logo | Score | Relative score | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- |
| ieCtnnb1  (*Mus musculus*) | CREB1 | MA0018.2 | 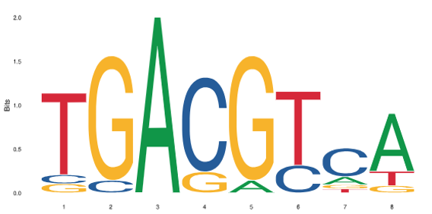 | 9.92 | 0.93 | TGACGTCT |
|  | HNF4𝛼 | MA0114.3 | 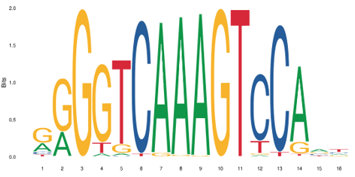 | 16.39 | 0.90 | GGGGGCAAAGTCTATC |
| *Ctnnb1* Promoter  (*Mus musculus*) | CREB1 | MA0018.2 | 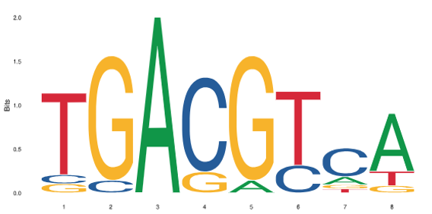 | 8.00 | 0.86 | TGAAGTCA |
|  | HNF4𝛼 | MA0114.3 | 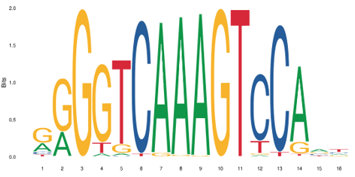 | 5.18 | 0.79 | CGGTTCCAAGTCTGGT |
| ieCTNNB1  (Homo sapiens) | CREB1 | MA0018.5 | 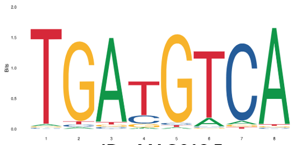 | 14.63 | 0.99 | TGATGTCA |
|  |  | MA0018.4 | 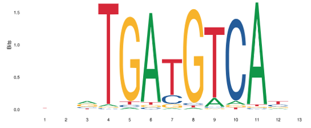 | 14.29 | 0.95 | CTCTGATGTCACC |
|  | HNF4𝛼 | MA0114.2 | 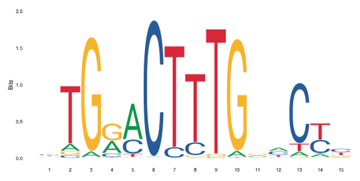 | 10.15 | 0.87 | CTAAACTGTGAACTC |
|  |  | MA0114.5 | 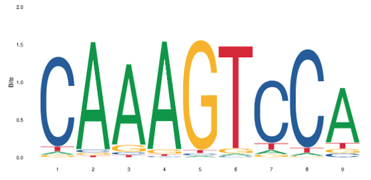 | 9.78 | 0.86 | CAGAGTCCT |
| ieCTNNB1 Promoter  (Homo sapiens) | CREB1 | MA0018.1 | 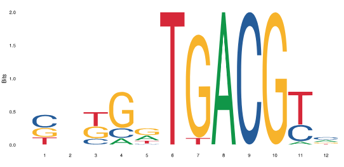 | 10.00 | 0.89 | CGGGGTGACGGC |
|  | HNF4𝛼 | MA0114.2 | 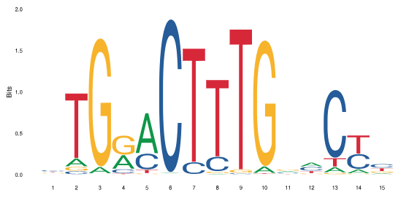 | 14.99 | 0.93 | GAGGACTTTGAACCG |

# Supplementary material for: A Ctnnb1 enhancer transcriptionally regulates Wnt signaling dosage to balance homeostasis and tumorigenesis of intestinal epithelia
**Source:** eLife. 2024 Sep 25;13:RP98238. doi: 10.7554/eLife.98238
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Section: Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Files |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Section: Materials and Methods |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Section: Materials and Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Section: Materials and Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Legends for each figure |  |
| Define whether data describe technical or biological replicates. | Biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Section: Materials and Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Section: Materials and Methods |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Section: Materials and Methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Section: Materials and Methods |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Section: Materials and Methods  Supplementary files |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

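RNA-seq of 12 libraries was examined in 2 comparisons: small intestinal crypts of 3 wild-type and 3 *Ctnnb1 Δi.enh* mice, and colon tumors of 5-month-old mice, 3 *Apc Min/+* and 3 *Ctnnb1 Δi.enh;Apc Min/+*. Each library was assigned to its tissue, genotype and replicate from the sample labels, checked against the legends of Figure 1 and Figure 3.

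According to the methods, the libraries were sequenced as paired-end reads on an Illumina NovaSeq instrument at Novogene, reads with adapters, undetermined bases or low quality were removed, the remaining reads were aligned with Hisat2, and reads were counted on genes with featureCounts. The authors tested differential expression with DESeq2 at a Benjamini-Hochberg adjusted p under 0.05, KEGG pathways with clusterProfiler, and gene sets with the GSEA tool. The values the authors deposited are FPKM per gene and library, with replicates not pooled, in a separate table for each tissue; counts were not used here. The paper's text does not name the genome build, the annotation, the use of strand in counting or the way FPKM were computed for the bulk libraries. Gene positions in the tables are those of GRCm38, checked against GENCODE M21: 54409 of the 54532 genes are in both, all overlap on the same chromosome, and 53499 have the same start and end.

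FPKM multiplied by the gene length of the table was a whole multiple of a single step in each library, for 100% of the non-zero values after rounding. With this step as 1 fragment, the depth of the 12 libraries was between 14457896 and 16156712 fragments on genes. The sum of FPKM multiplied by length in kilobases differed between libraries, and the median ratio of a library to the geometric mean over its table was the same in all 6 libraries of a table (1.01 in crypts and 1.00454 in tumors). The libraries therefore carry a scaling of that kind already, and applying it again cannot change a result.

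The main test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with a trend of the variance with expression, over genes with a mean FPKM of at least 0.5 in the 6 libraries of a comparison (14176 genes in crypts and 16743 in tumors), and Benjamini-Hochberg adjustment with a threshold of 0.05. Only the 6 libraries of a comparison entered its fit, with no covariates. Fold changes on this scale understate the change of genes with low FPKM. Single genes were also compared with an exact two-sided permutation test, which cannot go below p = 0.1 for 3 libraries against 3. Gene sets were tested with camera in limma, with an inter-gene correlation of 0.01 and adjustment over the sets of a family, and with fgsea 1.28.0 with 10000 permutations of genes. The gene lists were written from general knowledge of the KEGG pathways and of intestinal Wnt targets and cell types, and are not copies of the KEGG release that the authors used. A list of stomach genes was added after *Gkn1*, *Gkn2* and *Pgc* had been seen, without these genes.

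The genes named in the text are the genes that the paper names for these tissues, with *Tcf7l2*, which encodes TCF4, and *Bambi* also in tumors, and in each comparison up to 5 genes per direction with the largest change among genes with an adjusted p under 0.05, groups that do not overlap and a mean FPKM of at least 1. As no gene had an adjusted p under 0.05, the 3 genes per direction with the smallest p were named instead. Other genes were named after their values had been seen: *Gm15446* in crypts, *Eif2s3y* and the other Y-linked genes, *Xist*, the stomach genes, and *Pgc*, *Gkn1* and *Gkn2*.

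The procedure was tested on simulated data with the means and spread of the real genes, in which 200 genes were changed. Of these, 134 (67%) were called in a simulation of 14176 crypt genes, with 3 false calls, and 153 (76.5%) in a simulation of 16743 tumor genes, with 10 false calls. None had the wrong sign. A log2 change of 1 was called for 44 of 100 genes in crypts and 62 of 100 in tumors, and a change of 2 for 90 and 91 of 100. A set of 83 genes shifted by 0.25 was detected in both simulations, and a random set was not. Simulated genes varied independently of each other, which real genes need not do. The simulations therefore cannot show how the set test behaves when the genes of a set vary together.

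Alternatives fixed before the data were examined were a pseudocount of 0.1 or 1, no filter on FPKM or a mean FPKM of at least 1, rescaling to the same total, median-of-ratios scaling, quantile normalization, rescaling without the 50 highest genes, no variance trend, robust variance moderation, protein-coding genes only, the replicate number as a block, leaving out each library in turn, the inter-gene correlation estimated from the data, fgsea, and the nearest Reactome set with at least 10 tested genes. Alternatives added after the data had been seen were voom on the recovered fragments, the ratio of group means without a pseudocount, over-representation among genes with an unadjusted p under 0.05, and the fgsea score of the Wnt signaling pathway under every setting. The pairing of libraries by replicate number comes from the sample labels only; libraries with the same number are different mice. All other experiments of the paper, such as the single-cell RNA-seq, were not analysed here.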

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

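The counts of other splits of the libraries were chosen only after the results were seen; the other tests of this part were written down before they were run.

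From RNA-seq of whole crypts, the paper reports the Wnt signaling pathway, and the lists that it reports for tumors were tested here in crypts as well; from single cells, it reports oxidative phosphorylation among the terms of higher genes in stem cells and secretory cells of knockout crypts. Of these, the genes of pluripotency of stem cells were lower in *Ctnnb1 Δi.enh* crypts by a mean log2 difference of -0.075 from all other tested genes (78 genes, adjusted p = 0.0237 from camera in limma). Nuclear-encoded genes of oxidative phosphorylation were higher by 0.24 (83 genes, 71 of them higher, adjusted p = 5.80e-15 from camera in limma), while the mitochondrially encoded genes of the same pathway were lower by -0.53 (13 of 13 genes lower, adjusted p = 0.00288 from camera in limma). Focal adhesion genes were lower by -0.070 (122 genes) and those of mucin type O-glycan biosynthesis by -0.16 (18 genes), both with an adjusted p of 0.0237. The mean of the list was below all wild-type libraries in 3 of 3 knockout libraries for pluripotency of stem cells only; for the other 4 lists the groups overlapped.

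The 6 crypt libraries can be split into groups of 3 in 10 ways, of which 4 part all 3 pairs of the same replicate number, as the real split does, and 6 part 1 pair. Of these 4 splits, 2 gave a p as small as the real split for each of the nuclear-encoded and mitochondrially encoded genes of oxidative phosphorylation, focal adhesion and mucin type O-glycan biosynthesis, and 1, the real split itself, for pluripotency of stem cells. Over all 10 splits the counts were 2 for the nuclear-encoded genes, 3 for the mitochondrially encoded genes, 2 for focal adhesion, 4 for mucin type O-glycan biosynthesis and 1, the real split, for pluripotency of stem cells. The share cannot fall under 0.05 with either number of splits, so this test was unable to separate any of the 5 differences from a random split of the libraries, whatever their size.

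Gene length, GC content and expression level were tested by regression. The nuclear-encoded genes of oxidative phosphorylation kept a difference of 0.13 (52.3% of the value before regression), pluripotency of stem cells -0.085, focal adhesion -0.072 and mucin type O-glycan biosynthesis -0.21, so these properties account for part of the first difference, while the other 3 were not reduced by the regression; it was not made for the mitochondrially encoded genes. The cytosolic ribosomal protein genes, which are also short and highly expressed, were higher in knockout crypts by 0.079, less than the nuclear-encoded genes of oxidative phosphorylation. Without their collagen gene, the focal adhesion genes differed by -0.067, but removing 1 of 122 genes could hardly change this value, so a role of collagen was not tested by it. For the mitochondrially encoded genes, the difference ranged from -0.82 to -0.22 when each library was left out in turn, which is in line with a large part of it coming from single libraries: these genes and the other mitochondrial genes took 13.5%, 19% and 15.2% of the fragments in the wild-type and 11.5%, 10.7% and 14.9% in the knockout libraries. The directions of pluripotency of stem cells and of focal adhesion depend on the scaling: rescaled to the same total, which moves the median of all genes to 0.144, their means were 0.056 and 0.058, and relative to that median -0.088 and -0.086. A biological reading, in which loss of the enhancer shifts these pathways in crypts, remains a hypothesis.

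*Gm15446* is a protein-coding gene among zinc finger genes on chromosome 5 (GRCm38, 109923400 to 109943936) that the paper does not discuss. It was the only gene of 13370 tested in both tissues with an unadjusted p under 0.001 in both, and it was chosen in crypts after its values had been seen. FPKM was 1.14, 0.917 and 0.911 in wild-type and 0.114, 0.0632 and 0.0942 in *Ctnnb1 Δi.enh* crypts, a log2 fold change of -1.33 (adjusted p = 0.728 from limma). In tumors it was 2.16, 4.57 and 5.57 in *Apc Min/+* and 0.0493, 0.115 and 0.0679 in *Ctnnb1 Δi.enh;Apc Min/+* libraries, a log2 fold change of -2.91 (adjusted p = 0.269 from limma), so that 6 of 6 knockout libraries were below all controls of their tissue and neither value passed adjustment. If a strain variant spanning the region carried along with the knockout allele were the source, neighbouring genes might differ too. Of the 29 tested genes within 1 Mb, 0 had an unadjusted p under 0.05 in both comparisons, although some had such a p in 1 tissue: in crypts *Zfp932*, lower by -0.43 (and by -0.34 in tumors), and *Gm26779*, higher by 0.47, and in tumors *Pgam5*, *Ep400*, *Ulk1* and *Fbrsl1*, all lower. If fragments of *Gm15446* were assigned to a neighbouring gene instead, that gene would be higher in knockouts, and 0 of the 29 were higher in every knockout library of both tissues. A variant within the gene, and fragments shared with copies farther away, were not tested, so the lower level may reflect the enhancer deletion, the genetic background of the knockout line or both. The gene and *Ctnnb1* lie on different chromosomes.

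Markers of enteroendocrine cells moved in opposite directions in the 2 tissues. Their mean was lower in 3 of 3 knockout libraries in crypts, with a mean log2 difference of -0.27 (8 markers, 7 lower; exact permutation test, p = 0.1), and higher in 3 of 3 in tumors, with a difference of 0.43 (6 markers, all higher; exact permutation test, p = 0.1). The difference between the tissues was not tested, as the tables were normalized separately. Under 2 of 3 other scalings of the libraries the groups overlapped in at least 1 tissue, although the direction was kept in both under each scaling. Without the marker with the largest change in each tissue (*Chga* in crypts and *Sct* in tumors), the mean differences were -0.22 and 0.32, and the groups overlapped in at least 1 tissue. Relative to the median of all genes, the differences under the other scalings stayed between -0.33 and -0.27 in crypts and between 0.437 and 0.487 in tumors. Scaling and a single marker therefore changed whether the groups overlapped and did not remove the differences, and a difference in the number of enteroendocrine cells remains a hypothesis.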

How the results depend on the processing

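The counts of other splits are given under the other observations; no test of a cause was made in this part, and the cause of a change was not tested unless a value is given for it.

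Of the comparisons fixed before the data were examined, 254 of those on the gene counts, *Ctnnb1* and the gene sets kept their direction and their side of the threshold, while 10 lost the threshold, 5 passed it, 6 changed direction and 2 counts moved. *Ctnnb1* was lower in knockout libraries under all 20 alternatives run in each tissue, with a log2 fold change between -0.41 and -0.13 in crypts and between -0.57 and -0.34 in tumors. Its adjusted p stayed above 0.05 throughout, as it did in the main comparison. Median-of-ratios scaling cannot move any result, since the tables carry equal factors of that kind already.

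The number of crypt genes with an adjusted p under 0.05 was 0 in the main comparison (829 with an unadjusted p under 0.05) and ran from 0 to 3 across the 6 fits that each left out a library. The 3 genes were *Pgc*, *Gkn1* and *Gkn2* without wild-type replicate 3. In tumors the number was 0 (2421 with an unadjusted p under 0.05), also 0 in each of the 6 fits that left out a library, and 1 without the variance trend (*Mir3473e*). Among genes with an unadjusted p under 0.05, the share that was higher in knockouts was 59.6% in crypts, against 82.2% rescaled to the same total and 35.9% rescaled without the 50 highest genes. In tumors it was 58.5%, against 29.1% and 27.2% under the same scalings and 46.5% with quantile normalization. The median log2 fold change of all crypt genes was 0.014. It moved to 0.144 when rescaled to the same total and to -0.0398 without the 50 highest genes. In tumors it was 0.0075 and moved to -0.0903 rescaled to the same total and -0.0911 without the 50 highest genes. Family means that change sign under some scaling are, in crypts, those of the Wnt signaling pathway (0.0596 when rescaled to the same total, -0.0845 relative to the median), pluripotency of stem cells, focal adhesion, gastric cancer, protein digestion and absorption and T cell markers. In tumors they are those of gastric cancer, the mitochondrially encoded genes of oxidative phosphorylation, proliferation and Y-linked genes. Relative to the median of all genes under each scaling, proliferation (0.0265 to -0.0268) and Y-linked genes (-0.0358 to 0.0457) in tumors change sign. Pancreatic acinar cell markers in crypts also change sign relative to that median (0.059 as deposited and -0.0349 rescaled to the same total). The other changes of sign follow the shift of the median.

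With the inter-gene correlation estimated from the data, the gene sets planned for each comparison that had passed no longer did. The other crypt lists were not part of these alternatives. The differences cannot move under this setting. In crypts the sets were the Wnt signaling pathway (-0.069, adjusted p = 0.144) and the intestinal Wnt target genes (-0.19, adjusted p = 0.144). In tumors they were the intestinal Wnt target genes (-0.18, adjusted p = 0.305), nuclear-encoded oxidative phosphorylation (0.27, adjusted p = 0.427), focal adhesion (0.11, adjusted p = 0.305), protein digestion and absorption (0.20, adjusted p = 0.376) and mucin type O-glycan biosynthesis (0.24, adjusted p = 0.376). For each of these sets this was the highest adjusted p of the alternatives; the lowest were, in the same order, 0.000247, 2.37e-06, 4.26e-05, 4.92e-16, 8.74e-05, 8.74e-05 and 9.72e-07. With the nearest Reactome set the Wnt signaling pathway in crypts changed direction (0.028, adjusted p = 0.14). Leaving out each library, the pathway in crypts ran from -0.11 to -0.037 (adjusted p between 0.000247 and 0.14) and the intestinal Wnt target genes from -0.26 to -0.13 (adjusted p between 2.37e-06 and 0.0553); both lost the threshold without wild-type replicate 1.

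In tumors, the Wnt signaling pathway was not past the threshold in the main comparison (-0.054, adjusted p = 0.0946). It passed with a mean FPKM of at least 1 (-0.076, adjusted p = 0.0389), with quantile normalization (-0.078, adjusted p = 0.0274) and for protein-coding genes only (-0.074, adjusted p = 0.0365). It also passed without *Apc Min/+* replicate 1 (-0.098, adjusted p = 0.0185) and as an fgsea score (-1.398, adjusted p = 0.0207). Over-representation among the 1004 genes that were lower at an unadjusted p under 0.05, chosen after the data had been seen, also passed (log2 odds ratio 1.11, Fisher's exact test, adjusted p = 0.00883). Across all alternatives of this result the adjusted p ran from 0.00883 to 0.801, and with a library left out the difference ran from -0.098 to -0.012. The gastric cancer genes (0.0085 in the main comparison) changed direction with a mean FPKM of at least 1 (-0.0085), quantile normalization (-0.012) and protein-coding genes only (-0.0096), ran from -0.013 to 0.029 with a library left out, and were over-represented by a log2 odds ratio of 0.27 among the lower genes (Fisher's exact test, adjusted p = 0.343, range over its alternatives 0.24 to 0.994). The pluripotency genes ran from -0.062 to 0.0078 with a library left out. Focal adhesion lost the threshold with quantile normalization (0.070, adjusted p = 0.0754).

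Of the 49 combinations of a named gene and a tissue, some genes being named in both tissues, 13 changed direction under at least 1 alternative, 39 values in all. Rescaled to the same total, the log2 fold change in crypts was 0.089 for *Ang4*, 0.032 for *Fabp6*, 0.12 for *Defa5* and 0.079 for *Hnf4a*, and in tumors -0.092 for *Myc* and -0.056 for *Creb1*; these changes of direction follow the shift of the median of all genes (0.144 in crypts and -0.0903 in tumors). With quantile normalization it was 0.24 for *Ang4*, -0.077 for *Muc2*, 0.093 for *Fabp6* and -0.0050 for *Mki67* in crypts and -0.10 for *Myc* in tumors. Rescaling without the 50 highest genes moved the median of all genes to -0.0398 in crypts and -0.0911 in tumors. With that shift, the log2 fold change was -0.059 for *Muc2* and -0.036 for *Creb1* in crypts, and -0.093 for *Myc* and -0.057 for *Creb1* in tumors. As the ratio of group means, chosen after the data had been seen, it was 0.086 for *Ang4* and -0.084 for *Apoa1* in crypts and -0.014 for *Myc* in tumors. With each library left out, it ran from -0.10 to 0.0066 for *Entpd3*, -0.48 to 0.0020 for *Atoh1*, -0.545 to 0.31 for *Ang4*, -0.23 to 0.20 for *Muc2*, -1.305 to 0.83 for *Fabp6*, -0.27 to 0.62 for *Apoa1*, -0.14 to 0.31 for *Mki67*, -0.11 to 0.071 for *Defa5* and -0.11 to 0.13 for *Creb1* in crypts, and from -0.20 to 0.16 for *Myc* and -0.13 to 0.023 for *Mki67* in tumors.

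With the replicate number as a block, which pairs libraries of the same number, 0 genes had an adjusted p under 0.05 in either tissue (732 in crypts and 1882 in tumors at an unadjusted p under 0.05). The adjusted p of *Ctnnb1* stayed above 0.05 in both, and each gene set planned for a comparison stayed on its side of the threshold. The differences, which a balanced block cannot move, were -0.069 for the Wnt signaling pathway (adjusted p = 0.0104 from camera in limma) and -0.19 for the intestinal Wnt target genes in crypts. Libraries of the same number did not deviate together: the correlation of their deviations from the group means was -0.0439 on average in crypts (-0.122 to 0.037) and 0.00561 in tumors (-0.0898 to 0.0541).

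Over-representation of pathways among genes with an adjusted p under 0.05 was not run, since there were 0 such genes, and no Reactome set near enough was tested for the intestinal Wnt target genes, gastric cancer, protein digestion and absorption or pluripotency of stem cells. Genes such as *Wnt2b*, *Fzd3*, *Ulk4* and *Entpd3* had a mean FPKM below 0.5 in crypts, and the depth of the crypt libraries, 14457896 to 16074777 fragments, limits how well their changes can be measured.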

Differences from the paper's values

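No test was run on the causes of these differences.

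The log2 fold change of *Wnt3* in crypts was -0.49, against the paper's value of about -1.2 in Figure 1—figure supplement 3B, read by eye. None of the alternatives fixed before the data were examined closed the gap, with values between -0.60 and -0.36. The log2 fold change of *Fzd3* was -0.18, against the paper's value of about -1.3 in the same figure, read by eye. None of the alternatives fixed before the data were examined closed it; the alternatives chosen after seeing the values did, with -1.33 from voom on the recovered fragments and -1.28 as the ratio of group means. For *Wnt2b*, the value of -0.44 did not differ from the paper's about -0.55 in the same figure, read by eye, but of the alternatives fixed before the data were examined, a pseudocount of 0.1 (-0.87) or 1 (-0.27), rescaling to the same total (-0.38) and leaving out wild-type replicate 3 (-0.36) gave a difference and the others did not. As the ratio of group means, chosen after seeing the values, it was -1.17, near the paper's value for *Wnt3*, while that of *Wnt3* was -0.55, near the paper's value for *Wnt2b*.

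The normalized enrichment score of the Wnt signaling pathway in crypts was -1.88 with the gene list used here, against the paper's about -1.4 in Figure 1M, read by eye. The settings were those fixed before the data were examined, but their scores were computed only after seeing the values: the score without wild-type replicate 1 closed the gap (-1.385) and the others did not, with values between -2.04 with quantile normalization and -0.97 rescaled to the same total, where the median of all genes moved to 0.144 and the score did not pass (unadjusted p of 0.556).

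The paper states that Wnt target genes were significantly lower in crypts by RNA-seq and RT-qPCR, and that genes of several pathways changed significantly in tumors. The paper called genes with DESeq2 and tested RT-qPCR gene by gene, and DESeq2 was not run here. No gene of the Wnt lists had an adjusted p under 0.05 over all tested genes under any setting that was run. In the simulations, the main test called 44 of 100 crypt genes and 62 of 100 tumor genes with a log2 change of 1. The changes of *Axin2*, *Lgr5* and *Mmp7* in crypts were smaller (-0.36, -0.40 and -0.72). The absence of passing genes therefore cannot decide against the paper's statement. The only genes with an adjusted p under 0.05 over all tested genes in any setting were *Pgc*, *Gkn1* and *Gkn2* in crypts and *Mir3473e* in tumors. At an unadjusted p under 0.05 there were 829 genes in crypts and 2421 in tumors in the main comparison. Adjustment over only the genes examined by name in each tissue was made after seeing the values. With it, 0 of 21 genes passed in crypts (lowest adjusted p 0.0741) and 6 of 14 in tumors (lowest adjusted p 0.00667). The lowest value in tumors was that of the goblet cell gene *Muc2*, which was higher in knockout tumors. The other passing genes were lower.

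The paper places *Myc* among the Wnt pathway genes that are lower in all 3 knockout tumors in the heatmap of Figure 3M. Its log2 fold change here was 0.017, and it was below 0 when rescaled to the same total (-0.092) and without the 50 highest genes (-0.093), where the median of all genes was -0.0903 and -0.0911, and with quantile normalization (-0.10, median -0.0147). It was also below 0 as the ratio of group means (-0.014), which was chosen after seeing the values, and without *Apc Min/+* replicate 2 (-0.20), knockout replicate 2 (-0.0066) or knockout replicate 3 (-0.0095). *Lgr5* was lower in 2 of the 3 knockout tumors and higher than all *Apc Min/+* tumors in replicate 1, where the same heatmap places it among the lower genes.

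The paper lists pluripotency of stem cells and gastric cancer among the pathways of lower genes in tumors in Figure 3N. Neither list passed an adjusted p of 0.05 under any setting that was run (lowest adjusted p 0.0923 and 0.24 over all alternatives). In the main comparison the gastric cancer genes differed by 0.0085 (adjusted p = 0.988 from camera in limma). Of these genes 67 were lower and 59 higher, so no direction can be read from this list. The Wnt signaling pathway, also listed there, passed with a mean FPKM of at least 1, with quantile normalization, for protein-coding genes only, without *Apc Min/+* replicate 1, as an fgsea score, and as over-representation among genes with an unadjusted p under 0.05, of which the last was chosen after seeing the values.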

Other observations

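The counts of other splits, the tests of the colonocyte markers, of the other Y-linked genes, of the same genes in both tissues and of the stomach genes without *Tff2* were chosen only after the results were seen; the stomach gene list was written after *Gkn1*, *Gkn2* and *Pgc* had been seen, and the other tests of this part were written down before they were run.

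The 6 libraries of each tissue can be split into groups of 3 in 10 ways, of which 4 part all 3 pairs of the same replicate number, as the real split does, and 6 part 1 pair. The real split gave 0 genes with an adjusted p under 0.05 in each tissue, so that 4 of 4 splits necessarily gave as many, and this count tests nothing. In crypts, 1 of 4, the real split itself, gave as many with an unadjusted p under 0.05 (829, against at most 768 in the other 3). Over all 10 splits, the real one included, it was 3, with up to 1638 genes in the others. A camera p as small as that of the real split was found in 2 of 4 splits for the Wnt signaling pathway and in 1 of 4 for the intestinal Wnt target genes. Over all 10 splits it was found in 2 for each of these lists. In tumors, 1 of 4 splits, the real split itself, gave as many genes with an unadjusted p under 0.05 (2421, against at most 765 in the other 3 and at most 1318 in any other of the 10 splits). A camera p as small was found in 3 of 4 splits for the Wnt signaling pathway, 1 for the intestinal Wnt target genes, 4 for pluripotency of stem cells, 4 for gastric cancer, 2 for nuclear-encoded oxidative phosphorylation, 1 for focal adhesion, 2 for protein digestion and absorption and 2 for mucin type O-glycan biosynthesis. Over all 10 splits the counts were, in the same order, 5, 1, 8, 10, 3, 1, 3 and 3. With 4 splits, or with 10, the share cannot fall under 0.05, so these counts were unable to separate a result from a random split of the libraries, whatever its size.

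*Ctnnb1* was lower in 3 of 3 knockout libraries of each tissue, by a log2 fold change of -0.28 in crypts and -0.39 in tumors, and neither value passed adjustment. If the whole region around the deletion had changed, its neighbours would be lower too. The tested genes within 2 Mb had a mean log2 fold change of 0.054 in crypts (40 genes, 18 lower, 0 with an unadjusted p under 0.05) and 0.033 in tumors (52 genes, 18 lower, 8 with an unadjusted p under 0.05), which goes against a shift across the region. Of the genes that the paper measured by RT-qPCR in the same domain, FPKM in wild-type and knockout crypts was 0.0458 ± 0.027 and 0.0683 ± 0.0141 for *Ulk4*, 269 ± 33.5 and 309.8 ± 50.1 for *Rpl14* and 0.235 ± 0.0329 and 0.206 ± 0.0554 for *Entpd3* (mean ± SD of 3 libraries, groups overlapping for each).

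The higher level of nuclear-encoded oxidative phosphorylation genes in tumors (0.27) was 0.14 after regression on gene length, GC content and expression level, 53.7% of the value before. The cytosolic ribosomal protein genes were higher by 0.24 (71 of 80 genes), so a shift shared by short and highly expressed transcripts remains a candidate explanation beside one of mitochondrial function. Without their 12 collagen genes the focal adhesion genes were still higher in tumors by 0.079. Without its 29 collagen genes the list of protein digestion and absorption was higher by 0.043, against 0.20 with them, so collagen expression, and with it the stromal content of the tumor pieces, may account for most of that difference. The focal adhesion result is not explained by its collagen genes alone.

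In crypts, 13 of 13 Paneth cell markers were lower on average in knockout libraries, by a mean of -0.52 (groups overlapping; exact permutation test, p = 0.2). *Mmp7*, lower by -0.72, was lower by -0.22 relative to the other 11 Paneth cell markers of the same library (exact permutation test, p = 0.3), and *Wnt3*, lower by -0.49, differed from them by 0.011 (exact permutation test, p = 1). The lower levels of both may therefore reflect fewer Paneth cells or lower expression of many of their genes. Without the gene that is a Paneth cell marker, the intestinal Wnt target genes were lower by -0.16 (24 genes), but removing 1 of 25 genes could hardly change this value, so fewer Paneth cells remain a possible explanation of that difference too.

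In tumors, goblet cell markers were higher in 3 of 3 knockout libraries by a mean of 1.02 (9 of 9 markers higher; exact permutation test, p = 0.1), and colonocyte markers by 0.56 (7 of 7 markers higher; exact permutation test, p = 0.1). More normal epithelium in the dissected pieces may explain both, as may the paper's reading of tumors that resemble normal epithelium. The test does not separate them. Whether the share of normal epithelium also bears on the lower *Ctnnb1* and intestinal Wnt target genes in these tumors was not tested. FPKM of *Muc2* was 129 ± 19.5 in *Apc Min/+* and 324.5 ± 84.3 in *Ctnnb1 Δi.enh;Apc Min/+* tumors, a log2 fold change of 1.31 (adjusted p = 0.269 from limma). FPKM of *Mki67* was 25.2 ± 1.98 and 23.9 ± 2.83, a log2 fold change of -0.076. Proliferation markers differed by 0.034 on average, and by -0.0738 rescaled to the same total and -0.0746 without the 50 highest genes, where the median of all genes was -0.0903 and -0.0911 and the difference from it 0.0165 in both; with quantile normalization they differed by -0.0415 (-0.0268 from the median).

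For genes that the paper reports from single cells, RT-qPCR or staining of crypts, the log2 fold change in the crypt libraries was -0.56 for *Lyz1*, -0.47 for *Pla2g2a*, -0.25 for *Atoh1*, -0.060 for *Ang4*, 0.0034 for *Muc2*, -0.12 for *Fabp6*, 0.11 for *Apoa1*, 0.53 for *Fabp2*, -0.40 for *Reg3b*, -0.024 for *Defa5* and 0.065 for *Mki67*. The paper measured these genes with *H11 i.enh* mice as controls, partly within single cell types or as protein. The values here are RNA of whole crypts against wild type, so they are not directly comparable with the paper's. Enterocyte markers were higher by a mean of 0.44 (10 of 10 markers, groups overlapping). For the transcription factors, the log2 fold change was -0.069 in crypts and 0.32 in tumors for *Hnf4a*, and 0.020 and 0.046 for *Creb1*. That of *Bambi* in tumors was -0.37. None of these passed adjustment.

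Across the 13370 genes tested in both tissues, the log2 fold changes had a Pearson correlation of -0.00174 and a Spearman correlation of 0.0512, where genes are not independent of each other. An unadjusted p under 0.05 in both tissues was found for 103 genes, against 107 if the tissues were unrelated, and 65 of them changed in the same direction and 38 in opposite directions. The changes were thus not correlated across all genes, while more of the 103 genes changed in the same direction than in opposite ones, which was not tested further.

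*Eif2s3y*, chosen after its values were seen, was higher in 3 of 3 knockout crypt libraries, with FPKM of 6.71, 8.42 and 9.87 in wild-type and 16.7, 13.5 and 14.4 in knockout libraries (log2 fold change 0.81, adjusted p = 0.728 from limma). Of the other 3 Y-linked genes, 0 were higher in every knockout library, which goes against a different share of Y-linked transcripts as a whole; no biological explanation was tested. In tumors, replicate 3 of each group had high *Xist* (FPKM 114 and 61.4) and *Ddx3y* at 0 and 0.0247, while the other 4 libraries had *Ddx3y* and low *Xist*, so that each group holds 1 library with the expression of a female and 2 with that of a male.

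In wild-type crypts 1 and 2, genes of stomach epithelium, chosen after their values were seen, were higher than in the other 4 libraries (*Pgc*, *Gkn1* and *Gkn2*). FPKM in the wild-type and then the knockout libraries was 17.5, 13.8, 2.16, 1.90, 2.24 and 1.74 for *Pgc*, 7.08, 8.27 and 0 in the other 4 for *Gkn1*, and 12.3, 15.1 and 0 in the other 4 for *Gkn2*. The mean of 15 other stomach genes was 1.005, 0.563 and 0.150 in wild-type and -0.068, 0.083 and -0.186 in knockout libraries, so that 2 of 2 of these libraries were above each of the other 4. Of the 15 genes, 6 were above each of the other 4 libraries in both, and the others were not. Much of the mean comes from *Tff2*, with FPKM of 122 and 53.6 in these libraries and at most 3.37 in the other 4; without it the means of 14 genes were 0.581, 0.192 and 0.112 in wild-type and -0.021, -0.051 and -0.150 in knockout libraries, with 2 of 2 still above, wild-type crypt 2 by little. Stomach epithelium, or tissue of the most proximal intestine, may have entered these crypt preparations. Wild-type crypts 1 and 2 also had the highest means of the intestinal Wnt target genes and of the Wnt signaling pathway. Whether the makeup of these preparations bears on the lower Wnt lists in knockout crypts was not tested.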
